# Small-Molecule Inhibition of BRDT for Male Contraception

**DOI:** 10.1016/j.cell.2012.06.045

**Published:** 2012-08-17

**Authors:** Martin M. Matzuk, Michael R. McKeown, Panagis Filippakopoulos, Qinglei Li, Lang Ma, Julio E. Agno, Madeleine E. Lemieux, Sarah Picaud, Richard N. Yu, Jun Qi, Stefan Knapp, James E. Bradner

## Abstract

A pharmacologic approach to male contraception remains a longstanding challenge in medicine. Toward this objective, we explored the spermatogenic effects of a selective small-molecule inhibitor (JQ1) of the bromodomain and extraterminal (BET) subfamily of epigenetic reader proteins. Here, we report potent inhibition of the testis-specific member BRDT, which is essential for chromatin remodeling during spermatogenesis. Biochemical and crystallographic studies confirm that occupancy of the BRDT acetyl-lysine binding pocket by JQ1 prevents recognition of acetylated histone H4. Treatment of mice with JQ1 reduced seminiferous tubule area, testis size, and spermatozoa number and motility without affecting hormone levels. Although JQ1-treated males mate normally, inhibitory effects of JQ1 evident at the spermatocyte and round spermatid stages cause a complete and reversible contraceptive effect. These data establish a new contraceptive that can cross the blood:testis boundary and inhibit bromodomain activity during spermatogenesis, providing a lead compound targeting the male germ cell for contraception.

**PaperClip:**

## Introduction

Although ∼4% of the mammalian genome encodes genes expressed in male germ cells during spermatogenesis (Schultz et al., 2003), contraceptive drugs for men have remained elusive. To date, the only drugs in clinical trials are testosterone analogs that alter endogenous androgen production, although there is a short list of other possible targets (e.g., GAPDHS) and drugs (e.g., gamendazole) (Aitken et al., 2008). This lack of contraceptive alternatives for men is partially responsible for the high rate of unplanned pregnancies, especially in teenagers, and contributes to the maternal mortality, ethical, social, and financial costs associated with abortions and deliveries to single mothers. To approach this dearth of contraceptive alternatives for men, we have undertaken to develop small molecules that could target spermatogenic-specific proteins that have been shown to be essential for both spermatogenesis and fertility in mammals. One such contraceptive target is the testis-specific and bromodomain-containing protein BRDT.

BRDT is a tissue-restricted, chromatin-associated protein expressed in pachytene spermatocytes, diplotene spermatocytes, and round spermatids (Shang et al., 2007). During postmeiotic maturation, BRDT localizes to the nucleus and reorganizes hyperacetylated histones through twin acetyl-lysine recognition modules, or bromodomains (Berkovits and Wolgemuth, 2011; Morinière et al., 2009; Shang et al., 2007). The essential role of BRDT in spermatogenesis is mediated by the first bromodomain (BRDT(1); Figure 1A), which binds the tetra-acetylated amino-terminal tail of histone 4 (H4Kac4) with moderate potency (20 μM) (Morinière et al., 2009). Structural studies of murine BRDT have demonstrated that BRDT(1) binds a diacetylated histone 4 peptide (H4K5ac8ac) in part through a conserved asparagine (Morinière et al., 2009), akin to other bromodomain coactivator proteins (Dhalluin et al., 1999). Genetic studies of BRDT have demonstrated that selective deletion of the BRDT(1)-encoding region is sufficient to confer sterility in homozygous hypomorphic male mice (Shang et al., 2007), and a recently published genome-wide association study of idiopathic male infertility identified single-nucleotide polymorphisms of *BRDT* as significantly associated with oligozoospermia or azoospermia in European men (Aston et al., 2010). These insights establish a compelling rationale to target BRDT for a contraceptive effect.

Recently, we established the feasibility of targeting human bromodomains with acetyl-lysine competitive small molecules (Filippakopoulos et al., 2010). Our index study described a potent thienodiazepine inhibitor ((+)-JQ1; Figure 1B; *K*_*d*_ = 90 nM) of the BET family coactivator protein BRD4, which is implicated in the pathogenesis of cancer via transcriptional control of the *MYC* oncogene (Delmore et al., 2011; Zuber et al., 2011). Protein sequence alignment of human BRD4(1) to human BRDT(1) reveals 81% identity and 89% similarity, including all surface residues predicted to contact (+)-JQ1 (Figure 1C and Data S1 and S2 available online). Based on these insights and preliminary evidence of binding to BRDT(1) established by differential scanning fluorometry (Filippakopoulos et al., 2010), we endeavored to characterize the biochemical and functional effects of (+)-JQ1 on BRDT(1).

We report here that direct inhibition of BRDT by a small-molecule bromodomain inhibitor exerts a dose- and time-dependent inhibitory effect on spermatogenesis. Structural studies of BRDT(1) bound to JQ1 reveal ligand-receptor shape complementarity and complete occlusion of the acetyl-lysine recognition cavity. These and further biochemical studies establish the molecular mechanism of potent BRDT inhibition observed in vivo, where JQ1 targets meiotic and postmeiotic male germ cells, leading to impaired spermatogenesis and compromised motility. In mating studies, JQ1 accomplishes a complete and reversible contraceptive effect in males without adversely affecting testosterone levels or mating behaviors and without prompting obvious teratogenic effects in offspring. These results indicate that targeting a developmental epigenetic reader protein with an orally bioavailable small molecule can modulate male fertility for a contraceptive effect.

## Results

### Molecular Recognition of BRDT by JQ1

To assess competitive binding to BRDT(1), we devised homogeneous, luminescence proximity assays that are capable of quantifying binding of a synthetic, biotinylated tetra-acetylated histone 4 peptide (H4Kac4, residues 1–20) to recombinant epitope-tagged murine or human BRDT(1). Dose-ranging studies of (+)-JQ1 demonstrated potent inhibition of H4Kac4 binding with a half-maximum inhibitory concentration (IC_50_) value of 10 nM for murine BRDT(1) and 11 nM for human BRDT(1) (Figure 1D). In contrast, the (−)-JQ1 enantiomer was inactive for either ortholog, establishing stereospecific, ligand-competitive binding. To confirm competitive inhibition of the acetyl-lysine binding module, isothermal titration calorimetry (ITC) was performed on human BRDT(1), employing a synthetic H4Kac4 peptide in the presence and absence of (+)-JQ1 (Figure 1E). This peptide was found to bind two protein modules concomitantly with a *K*_*d*_ of 25.5 μM, in good agreement with published data (Morinière et al., 2009). This interaction was directly inhibited in the presence of (+)-JQ1 that partially saturated the acetyl-lysine binding (ratio 1:0.8) due to solubility limits of the inhibitor. The remaining unoccupied sites bound the H4Kac4 peptide with identical affinity and expected stoichiometry (Table S1). Binding free energies and dissociation constants (K_D_) determined by ITC for each bromodomain of human and murine BRDT confirm potent, specific (ratio 1:1) interactions with all domains (K_D_ = 44–190 nM; Figure 1F). Notably, (+)-JQ1 binds murine BRDT(1) with high ligand efficiency (LE = 0.30), compared to reported inhibitors of protein-protein interactions (Wells and McClendon, 2007).

The mode of binding of (+)-JQ1 to BRDT(1) was established by X-ray crystallography at high-resolution (Figure 2 and Table S2). Similar to the structure of murine BRDT(1) (Morinière et al., 2009), human BRDT(1) exhibits the canonical structural features of a bromodomain, namely a left-handed bundle of four antiparallel α helices (αZ, αA, αB, and αC) and a hydrophobic acetyl-lysine binding pocket defined by interhelical ZA and BC loops (Figures 2A–2C) (Dhalluin et al., 1999). The observed, extraordinary shape complementarity between (+)-JQ1 and BRDT(1) explains the increased potency of (+)-JQ1 compared to the physiologic H4Kac4 ligand. In addition, (+)-JQ1 engages all surface residues analogous to those on murine BRDT(1) mediating molecular recognition of H4K5ac8ac (Figures 2D and 2E) (Morinière et al., 2009). Notable examples include a hydrogen bond linking the triazole ring and the evolutionarily conserved asparagine (Asn109), as well as extensive hydrophobic contacts with the ZA and BC loop regions (Figure 2B). These biochemical and structural studies confirm and explain potent, acetyl-lysine competitive inhibition of BRDT(1) by (+)-JQ1 (hereafter referred to as JQ1).

### Testis Bioavailability of JQ1

To test the ability of JQ1 to reach its contraceptive target cells, the testicular bioavailability of JQ1 was assessed by serum and tissue pharmacokinetic analysis. Following a single intraperitoneal (i.p.) dose of JQ1 (50 mg/kg) in male mice, measurements of JQ1 concentration were made in serum, testis, and brain (Figure 3A and Table S3). Overall, JQ1 exhibits excellent testicular bioavailability (AUC_testis_/AUC_plasma_ = 259%), suggesting preferential distribution into this tissue compartment with rapid (T_max_ = 0.25 hr) and pronounced exposure (C_max_ = 34 μg/ml). Corroborating barrier permeability by JQ1, nearly uniform blood-brain barrier permeability was observed after single-dose pharmacokinetic studies (AUC_brain_/AUC_plasma_ = 98%).

### JQ1 Impairs Sperm Count and Motility

To determine the possible consequences of blocking BRDT function in vivo, we tested the spermatogenic effects of JQ1 administered to male mice. First, juvenile or adult male mice were administered daily i.p. injections of JQ1 (50 mg/kg once daily [QD]) or vehicle control over a 3 or 6 week period. After drug or vehicle treatment, mice were either sacrificed or mated to females while continuing to receive JQ1. All JQ1-treated males had a significant reduction in testis volume (Figures 3B and 3C). With daily injections of 50 mg/kg JQ1, males treated from 3–6 weeks of age showed a reduction to 75.4% of control, males treated from 6–9 weeks of age showed a reduction to 54.7%, and males treated for 6 weeks with JQ1 (6–12 weeks of age) showed a reduction to 40.6% (Figure 3C). Thus, longer treatment with JQ1 has the most prominent effect on testicular volume.

To examine the effect on sperm production, sperm counts were determined after JQ1 or vehicle treatment. Epididymal sperm number was reduced to 28% of control after 3 weeks of 50 mg/kg daily exposure (3–6 weeks of age) and 11% of control after 6 weeks of treatment (6–12 weeks of age) (Figure 3D). Analysis of sperm motility after 3 weeks of JQ1 (50 mg/kg QD) revealed a significant, 4.5-fold reduction in sperm motility (16.0% for the JQ1-treated versus 72.4% for the control; Figure 3E). Following 6 weeks of daily JQ1, only 5% of the sperm demonstrated progressive motility compared to 85% of sperm from controls (Figure S1). Thus, daily exposure to JQ1 quantitatively reduced sperm number and motility.

Recently, the tolerability of twice-daily administration of JQ1 was reported in a confirmatory study of JQ1 in hematologic malignancies (Mertz et al., 2011). Pharmacokinetic study of twice-daily (BID) JQ1 (50 mg/kg) confirmed excellent penetration of the blood:testis barrier and demonstrated a marked increase in drug exposure in the testis (AUC_0–24hr_ = 96,640 hr^∗^ng/ml; Figure 3F and Table S4), accompanied by apparent partitioning into this compartment (AUC_testis_/AUC_plasma_ = 236%). With BID injections of JQ1 (JQ1 50 mg/kg), adult males treated for 3 weeks (9–12 weeks) showed reduction in testis weight to 63.3% of controls (Figure 3G). Paralleling the reduction in testis weights, BID treatment resulted in reduction in sperm in the cauda epididymis to 35.6% of the control (Figure 3H), a dramatic 5.8-fold reduction in sperm motility (11.2% for JQ1-treated versus 64.5% for controls; Figure 3I), firmly establishing the tolerability and antispermatogenic effect of BID JQ1 in mice. Altogether, these findings are similar to defects observed in mice deficient in BRDT(1) (Shang et al., 2007).

### JQ1 Selectively Targets Male Germ Cells without Affecting Hormone Levels

Based on the observed inhibition of spermatogenesis, we performed further mechanistic studies of BRDT inhibition. Consistent with the reduction in testis volume, the cross-sectional area of seminiferous tubules from testes of males treated daily from 3–6 weeks with JQ1 were 84.9% of controls, males treated from 6–12 weeks with JQ1 were 56.4%, and males treated from 9–12 weeks with JQ1 BID were 65.0% of controls (Figure 3J). Histological examination established a JQ1-dependent decrease in the amount and number of tubules that had obvious and abundant round spermatids and spermatozoa in the lumen (Figures 4A–4H). This was particularly apparent in stage VII tubules, in which a marked reduction in round spermatids was observed in JQ1-treated mice. Of note, mice treated with JQ1 BID for 3 weeks had a 79% reduction in round spermatids in stage VII tubules (112.7 ± 7.4 [controls] versus 23.9 ± 3.6 [JQ1-treated]; p < 0.0001). Analysis of epididymides of JQ1-treated males also showed a similar finding in which fewer sperm were observed in the epididymal lumen compared to their abundance in controls (Figure S1). Detailed microscopic analysis of the testes of mice treated with JQ1 revealed seminiferous tubule degeneration, sloughing of germ cells, and multinucleated symplasts (Figures 4F and 4H; black arrows), findings also described in cyclin A1 (*Ccna1*) knockout mice, which are infertile due to a spermatocyte block (Liu et al., 1998). Thus, JQ1 treatment causes a block in spermatogenesis and a resultant reduction in testicular production of spermatozoa.

Because absence of glycoprotein hormone and abrogation of androgen signaling pathways cause male infertility (Matzuk and Lamb, 2008), we measured the serum levels of follicle-stimulating hormone (FSH), luteinizing hormone (LH), and testosterone after treatment with JQ1. Differences in the levels of FSH, LH, and testosterone were not statistically significant between control and JQ1-treated males (Figures 3K–3M). Likewise, weights of the seminal vesicles, a major androgen-responsive tissue, were similar (Figure S1). These results are consistent with the presence of histologically normal testosterone-producing Leydig cells in JQ1-treated males (Figures 4A and 4B; red arrows). Thus, JQ1 effects are specific to germ cells and do not alter hormone-dependent processes.

### Molecular Analysis of the Germ Cell Defects in JQ1-Treated Testes

To molecularly define the consequences of BRDT inhibition by JQ1, we performed genome-wide expression analysis of males treated with 50 mg/kg JQ1 daily for 6 weeks (6–12 weeks of age). 

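Testis RNA from 2 control mice and 3 JQ1-treated mice was hybridised to 1-colour bead arrays of 45281 probes each. The treated mice had received JQ1 at 50 mg/kg daily for 6 weeks, from 6 to 12 weeks of age. RNA of control mouse 1 was hybridised to 2 arrays, a technical replicate pair, so that 6 arrays stand for 5 mice. At a detection p under 0.05, 17799 and 18918 probes were detected on the 2 arrays of control mouse 1 and 18445 in control mouse 2. In JQ1-treated mice 1, 2 and 3, 19623, 20326 and 20116 probes were detected. The median raw signal per array lay between 101.8 and 142.2, and the first array of control mouse 1 was the brightest. The deposited values comprise the raw signal intensity with its detection p and the authors' background-subtracted, normalized intensity on a linear scale, in which about 30.3% of probes lie below 0 on every array. The values given here start from the raw signal. It was corrected for background with limma's normexp method, quantile normalized and taken to the log2 scale, and the 2 arrays of control mouse 1 were then averaged. Probes detected in at least 2 of the 5 mice were kept, which left 20554 probes, 17418 of them assigned to 1 gene symbol and together measuring 11601 genes. The groups were compared with limma, with Benjamini-Hochberg adjustment over the kept probes, and a gene is called at an adjusted p under 0.05 with a change of at least 2-fold. The p-values of single genes rest on the spread within groups of 2 and 3 mice, moderated by that of the other probes. Moderation also counts the other probes as further evidence on that spread, so that the very small p-values rest largely on them. A p-value can therefore be far smaller than a gene's own mice alone would give, particularly but not only where its probe varies widely. Tests that compare, exchange or resample genes rest on the same 5 mice, and this number limits the precision of all of them. In counts of called genes any kept probe counts, unless another is called in the other direction, while for the values of single genes and lists a gene is represented by its brightest kept probe. Normalization to a common distribution fixes the total signal, so that each value is a share of the testis RNA and not an amount per testis.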

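Transcripts of 1061 genes made up a larger share of testis RNA in JQ1-treated mice and those of 441 genes a smaller one, at 2-fold or more. A further 3 genes, Aldh5a1, Dnaaf1 and Slc6a9, named after their values were seen, had probes called in both directions. Average-linkage clustering of the 6 arrays by correlation over the kept probes divided them into the control and the JQ1 arrays. Pearson's r across probes, which are not independent replicates, was 0.992 between the 2 arrays of control mouse 1. It was 0.985 and 0.988 between the arrays of the 2 control mice and 0.988 to 0.991 among the 3 JQ1-treated mice. Between arrays of different groups r was 0.931 to 0.965. Without regard to the size of the change, 4503 probes were higher and 4683 lower with JQ1 at an adjusted p under 0.05. The values of the 2 groups did not overlap in 66.4% of the 11601 genes measured, where chance gives 20%. The median log2 fold change of 17 Sertoli cell genes, listed before the data were examined, was 1.32 (adjusted p = 4.79e-09 from limma's camera test, and 0.297 with an estimated correlation), with medians of 1.15, 1.44 and 1.35 in JQ1-treated mice 1, 2 and 3. The counts depended on the processing: with the authors' normalized values, floored at 1, limma called 1672 genes higher and 773 lower, and without background correction 440 and 83. A gene-by-gene unequal variance test without moderation was run on the authors' values on the linear scale, without the filter and adjusted over all 45281 probes. It called 1 gene higher and 0 lower, although 2087 and 955 probes passed it at an unadjusted p under 0.05 with a 2-fold change. Test, scale and filter differ here together.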

Hierarchical clustering separated samples by treatment assignment and identified 1,685 unique genes enriched or upregulated and 675 unique genes depleted or downregulated (2-fold or greater; Q value < 0.05) with JQ1 exposure (Figure 5A). The broad transcriptional events observed—more than an order of magnitude greater than prior studies of JQ1 (Delmore et al., 2011) —suggested a pronounced effect on multistage differentiation more than selective effects on discrete transcriptional programs. 

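Among the called genes whose groups did not overlap, the largest increase at a gene's brightest probe was that of Ildr2, a transcript of an immunoglobulin-like domain receptor, at 10.7-fold (log2 fold change 3.41, standard error 0.19, adjusted p = 6.11e-09 from limma); it was detected in only 1 of the 2 control mice, so that the fold rests in part on background. Timp1, an inhibitor of matrix metalloproteinases, was 10.1-fold higher (12.6-fold at its other probe), and Robo4, a roundabout guidance receptor, 8.11-fold higher. Hspb8, a small heat shock protein, and Lrg1, a secreted glycoprotein, were 7.09- and 6.61-fold higher. The creatine transporter gene Slc6a8 rose 5.50-fold, the kinase gene Stk32a 5.15-fold and Vsig4, a complement receptor of macrophages, 4.91-fold. A dimmer probe of Stk32a, not detected in the control mice, was at least 1.11-fold higher and was not called, and that of Hspb8 was at least 2.38-fold higher. Sncb, which encodes beta-synuclein, and Aqp5, a water channel, were not detected in either control mouse and were at least 4.04-fold and at least 4.47-fold higher with JQ1. These bounds set the mean of the treated mice against the lowest signal of a detected probe, or the probe's own where higher, on each control array. Plk1 led the genes that fell. Hyal6, a hyaluronidase gene, was 4.43-fold lower, Adam1b, a member of the ADAM protease family, 3.63-fold and Rasgrf1, a Ras exchange factor, 3.56-fold lower. Mdga2, Cyp2c55 and 3110040M04Rik were 3.53-, 3.46- and 3.44-fold lower, and a dimmer probe of Mdga2, not detected with JQ1, at least 1.92-fold. The Riken transcript 4930543E12Rik was detected in both control mice and in no JQ1-treated mouse and was at least 3.22-fold lower. Pfkp, a phosphofructokinase gene, was 3.70-fold lower at its brighter probe, while its dimmer probe, detected in 1 control mouse, gave a log2 fold change of -0.09 (adjusted p = 0.74). In 4930515G01Rik, which was 3.44-fold lower, the treated mice, in 2 of which it was detected, varied widely (6.27 ± 1.25 on the log2 scale, SD, n = 3), and without mouse 3 its log2 fold change was -1.06. From the breadth of the changes, set beside earlier work on JQ1, the paper proposes an effect on differentiation at several stages.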

Multiple germ-cell-expressed genes were suppressed upon treatment with JQ1, including *Ccna1* (expressed in pachytene spermatocytes), *Msy2* (pachytene spermatocytes and postmeiotic germ cells), polo-like kinase 1 (*Plk1*; diplotene and diakinesis stage spermatocytes, secondary spermatocytes, and round spermatids), aurora kinase C (*Aurkc*; chromocenter clusters in diplotene spermatocytes), and A-kinase anchoring protein 4 (*Akap4*; postmeiotic germ cells). These results are significant because knockout mice lacking cyclin A1 have a spermatocyte block (Liu et al., 1998); *Msy2* knockout mice are sterile due to postmeiotic germ cell block and multinucleated spermatids (Yang et al., 2005); absence of AKAP4 prevents progressive motility (Miki et al., 2002); humans with aurora kinase C mutations demonstrate polyploid nuclei secondary to meiosis I arrest (Dieterich et al., 2007); and the mammalian PLK1 protein, similar to fruit fly polo kinase, is believed to function in the completion of meiotic division.

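Plk1 fell furthest of the 5 genes, from a normalized log2 signal of 10.90 ± 0.05 (SD, n = 2 mice) to 8.50 ± 0.40 (SD, n = 3 mice), which is 5.26-fold lower (log2 fold change -2.40, standard error 0.18, adjusted p = 7.21e-08 from limma). Aurkc was 3.07-fold lower (log2 fold change -1.62, standard error 0.15, adjusted p = 4.67e-07) and Ccna1 2.94-fold lower (log2 fold change -1.56, standard error 0.16, adjusted p = 1.43e-06). In these genes every JQ1-treated mouse lay below both control mice; an exact permutation test of 2 mice against 3 cannot give a p below 0.1. The brightest probe of Msy2, listed as Ybx2, was 1.52-fold lower (log2 fold change -0.61, standard error 0.13, adjusted p = 0.000814), which passed the adjusted p without reaching 2-fold. Its other 2 kept probes gave log2 fold changes of -0.79 and -1.25, and the last, the dimmest, was called. Akap4 was 1.18-fold lower at its brightest probe (log2 fold change -0.23, standard error 0.13, adjusted p = 0.157) and did not pass the test. Of its other 3 kept probes, the next brightest gave -0.29 (adjusted p = 0.0752), the third -0.43 (adjusted p = 0.0216), and the dimmest -1.11 (adjusted p = 4.53e-05), which was called. A second, dim probe of Aurkc was 1.92-fold lower.

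**Figure D1:**
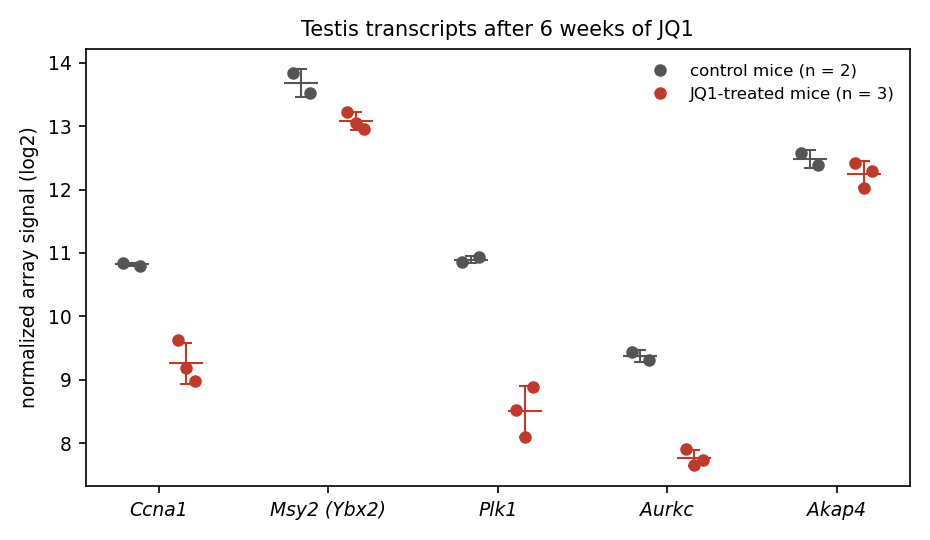
Normalized array signal on the log2 scale of Ccna1, Msy2 (Ybx2), Plk1, Aurkc and Akap4 in testes of control mice (grey, n = 2) and JQ1-treated mice (red, n = 3), each point a mouse, with the mean and SD. The treated mice lie below the controls in Plk1 (log2 fold change -2.40), while in Akap4 the groups lie close together (log2 fold change -0.23).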

To determine the stages of spermatogenesis at which JQ1 functions, we then queried these data with functionally defined gene sets reflecting early (pachytene spermatocyte) or late (spermatid) transcriptional signatures (Schultz et al., 2003) and observed coordinate depletion (normalized enrichment score [NES] = −2.5 to −2.1; p < 0.001) in three independent modules by gene set enrichment analysis (GSEA).

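Lists of pachytene spermatocyte and round spermatid genes passed camera as lower with JQ1 at its preset correlation, but not with an estimated one. With 5 mice the latter test has little power, and the Sertoli cell list did not pass it either. Changes per gene in these lists were modest. The early meiosis (median -0.08, adjusted p = 0.382 from camera) and elongating spermatid lists did not pass. Each gene stands by its brightest probe, and saturation of bright probes was not excluded, so that a small change does not show a spared transcript. Dimmer probes fell further in Akap4 (to -1.11) and Klf17 (to -0.52), but not in Prm1, Brdt and Piwil1. The gene sets used in the study are not analysed here. In their place stand lists written from general knowledge before the data were examined, without the genes the study names as changed on these arrays. Ccna1, Plk1 and Aurkc, which fell by over 2-fold, were therefore barred from them, so that the lists can understate the fall of germ cell genes. The lists do hold genes whose change the paper gives by RT-PCR or staining. Of these Brdt, Papolb, Zpbp and Asz1 count among the lower members, while Hist1h1t, Klf17, Prm1 and Tnp2 did not pass. Of 16 measured genes of pachytene spermatocytes, 8 were lower, 0 were higher and 8 did not pass the test at an adjusted p under 0.05 from limma (9 lower when adjusted over the list alone), and none reached 2-fold. The list's median log2 fold change was -0.31 (adjusted p = 0.0116 from camera over 16 lists; adjusted p = 0.297 with an estimated correlation). Ldhc, the sperm-type lactate dehydrogenase, had a log2 fold change of -0.10 at its brightest probe (adjusted p = 0.421), where the 3 treated mice share a single normalized value, and of -0.43 (adjusted p = 0.00428) and -0.06 at its other probes. Rsph1, of the axonemal radial spoke, fell by 0.36 on the log2 scale. Of 27 round spermatid genes, 7 were lower, 0 higher and 20 did not pass (7 lower when adjusted over the list alone), with a median of -0.20 (adjusted p = 0.00817; adjusted p = 0.476 with an estimated correlation and 0.0527 from fry). The only member past 2-fold was Zpbp2, picked out after its value was seen, a paralog of the zona pellucida binding protein gene (log2 fold change -1.02). Tssk6, a spermatid kinase, and Actl7a, an actin-like protein, had log2 fold changes of -0.09 and -0.15 and did not pass. For 21 genes of elongating spermatids the median was -0.15 and the camera test did not pass (adjusted p = 0.0604; adjusted p = 0.495 with an estimated correlation), and 5 were lower, 0 higher and 16 did not pass (4 lower when adjusted over the list alone). The 5 were Odf4, Spata3, Ropn1, Hook1 and Rimbp3, picked out after their values were seen, and Rimbp3 was the only member past 2-fold (log2 fold change -1.12). In JQ1-treated mouse 1 the list's own median was 0.0022. Without this mouse the median was -0.20 (adjusted p = 0.0148), and with cyclic loess normalization it turned to 0.08 (adjusted p = 0.531). Prm1, which packs sperm DNA, had a log2 fold change of -0.04 (adjusted p = 0.773), with a second probe at 0.06, and Smcp, a sperm mitochondrial protein, one of -0.18 (adjusted p = 0.184). In the piRNA pathway list, which as written shares 4 genes with the pachytene list (Piwil1 and Tdrd6 among those measured), 8 of 15 measured genes were lower, 1 (Tdrkh, picked out after its value was seen) was higher and 6 did not pass (8 and 1 when adjusted over the list alone; median -0.38; adjusted p = 0.0165; adjusted p = 0.297 with an estimated correlation). In the same mice the Sertoli cell list lay higher, as given above.

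**Figure D2:**
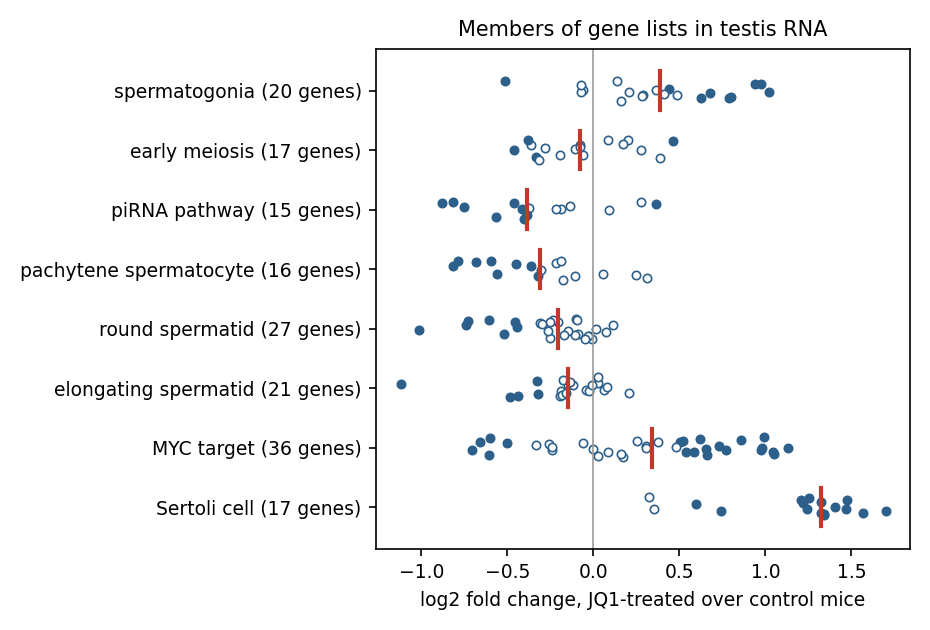
Log2 fold change, JQ1-treated over control mice, of the measured members of 8 gene lists in testis RNA; each point is a gene, filled where its adjusted p was under 0.05, and red lines mark the medians. The medians run from -0.38 (piRNA pathway) to 1.32 (Sertoli cell).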

Our expression profiling results were confirmed and extended by gene-specific RT-PCR (Figure 5D and Table S6). Genes expressed early in spermatogenesis such as *Plzf*, a spermatogonial marker, and *Stra8*, expressed in differentiating spermatogonia and preleptotene spermatocytes, are 2.0- and 1.3-fold enriched, respectively, in testes of JQ1-treated mice compared to controls. In addition to *Ccna1*, *Msy2*, *Plk1*, *Aurkc*, and *Akap4*, other key genes expressed during meiosis or spermiogenesis, including *Brdt* (mid- to late-spermatocytes), *Papolb* (step 1–7 round spermatids), *Klf17* (step 4–7 spermatids), and *Prm1* (step 7–16 spermatids), are 2.1- to 7.3-fold lower in testes of mice treated with JQ1 versus control. Unlike the *Brdt* mutant mouse (Shang et al., 2007), in which pachytene spermatocyte-expressed gene *Hist1h1t* is upregulated, JQ1 treatment leads to a 2.6-fold downregulation of this gene, in line with suppression of *Brdt*, *Ccna1*, *Msy2*, and *Plk1*. This difference is likely secondary to enhanced blockade of BRDT function by JQ1 in spermatocytes compared to the *Brdt* hypomorphic mouse.

To further characterize the consequences of these molecular changes, we performed histological analysis of zona pellucida binding protein 1 (ZPBP1) and transition protein 2 (TNP2). ZPBP1 is an acrosomal matrix protein first detected in round spermatids as the acrosome forms (Lin et al., 2007), and TNP2 is expressed in the nuclei of step 10–15 spermatids during histone-to-protamine transition (Zhao et al., 2004). Consistent with transcriptional analysis, JQ1 treatment for 3 or 6 weeks reduced the number of round spermatids, elongating spermatids, elongated spermatids, and spermatozoa that are positive for ZPBP1 (Figures 6A–6D and S2) and TNP2 (Figures 6E and 6F and S2). Depending on the severity of the cellular loss in any specific tubule, JQ1 treatment caused variable losses of spermatocytes positive for GASZ (Figure S2), a piRNA pathway protein expressed in pachytene spermatocytes in adults (Ma et al., 2009). The significant effect of JQ1 on the seminiferous tubule compartment confirms the transfer of JQ1 across the blood:testis boundary to alter spermatogenesis.

The Bradner laboratory has demonstrated a pronounced antimitotic effect of JQ1 on dividing cancer cells (Delmore et al., 2011; Filippakopoulos et al., 2010). In BRD4-dependent cancers, the antitumor efficacy of JQ1 is associated with G1 cell-cycle arrest. Toxicity to proliferative compartments such as bone marrow or bowel has not been observed. To firmly exclude a BRD4-mediated, nonspecific antimitotic effect of JQ1 in testes, we stained testis sections for phosphorylated serine 10 of histone H3 (pH3Ser10), which accumulates in the nuclei of mitotic spermatogonia during chromatin condensation. Changes in pH3Ser10 are not seen, supporting a selective effect of JQ1 on spermatocytes and during spermiogenesis (Figures 6G and 6H). Further supporting a nontoxic effect of JQ1 on spermatogonia, quantitative microscopic analysis failed to identify any statistically significant decrease in the abundance of cyclin-D1-positive nuclei or any increase in TUNEL-positive cells (Figure S3).

In translational models of solid and hematologic malignancies, the cancer-specific antiproliferative activity of JQ1 has been mechanistically linked to addiction to the *BRD4* proto-oncogene (Filippakopoulos et al., 2010) or oncogenic *MYC* (a BRD4 target gene) (Delmore et al., 2011; Zuber et al., 2011). In cancer models, BET bromodomain inhibition by JQ1 results in the coordinated downregulation of the Myc transcriptional program (Delmore et al., 2011; Zuber et al., 2011). Though *Myc* is expressed in type B spermatogonia and early prophase spermatocytes (Wolfes et al., 1989), JQ1 exposure did not suppress the expression of MYC target genes, as assessed by GSEA using the functionally defined MYC signature validated by Dang and colleagues (Figure 5C) (Zeller et al., 2003). 

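MYC target genes moved in both directions in these testes, more of them upward. The Sertoli cell list, given above, rose by more in the same mice (median 1.32). Of 36 measured members of a MYC target list, written from general knowledge before the data were examined and not the set used in the study, 16 were higher, 5 were lower and 15 did not pass at an adjusted p under 0.05 from limma (17 higher and 5 lower when adjusted over the list alone). The median log2 fold change was 0.34, and the camera test did not pass (adjusted p = 0.0604, and 0.297 with an estimated correlation). Fry, which tests for a shift of the list in 1 direction and not one beyond that of other genes, passed (adjusted p = 0.017). With 2 members not detected in a group set to their bounds the median was 0.31. The 3 members past 2-fold were Prdx3, a mitochondrial peroxiredoxin, at 2.19-fold higher, the translation factor gene Eif4a1 at 2.07-fold and Hspd1, the mitochondrial chaperonin, at 2.07-fold. Each of the 3 fell short of 2-fold when 1 of the mice was left out: Prdx3 (log2 fold change 1.00) without JQ1-treated mouse 2, Hspd1 (0.96) without mouse 3, and Eif4a1 without control mouse 1 (0.94) or JQ1-treated mouse 3 (1.00, just under 2-fold). Dimmer probes of Eif4a1 and Hspd1 gave 0.81 and 0.85 and were not called. With the arrays set to equal means of the Sertoli cell list, which shifts the median of all genes to -1.11, Eif4a1 and Hspd1 had log2 fold changes of -0.31 and -0.074 and the list a median of -0.68, all above that shift. The 5 lower members, picked out after their values were seen, were Cdc25a, Ran, Pa2g4, Mcm7 and Ldha, with log2 fold changes from -0.71 to -0.50. Myc itself was not detected at either of its 2 probes on any of the 6 arrays, and no value is given for Mycn, which was not kept. Mycl was not detected in the control mice and did not pass (adjusted p = 0.125). The list's call depended on single mice and on the analysis. Over the alternatives other than the estimated correlation and fry, given above, the adjusted p lay between 0.0224 and 0.229, and 6 of 20 passed. It was 0.0433 without control mouse 1 (median 0.31) and 0.0429 without JQ1-treated mouse 1 (median 0.41), and a preranked enrichment on signal-to-noise, the metric the paper names, gave a normalized enrichment score of 1.52 (adjusted p = 0.0405).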

Paradoxically, MYC-dependent genes trended toward increased expression (NES = 1.8; p < 0.001), possibly due to enrichment of spermatogonial RNA amidst depletion of spermatids and spermatozoa. Together, these orthogonal measurements of spermatogonial transcription, appearance, and function rule out a nonspecific antiproliferative effect of JQ1 on BET bromodomains within mitotic germ cells.

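Some spermatogonial transcripts made up a larger share of testis RNA after JQ1. Of 20 measured genes of a spermatogonia list, 8 were higher, 1 was lower and 11 did not pass at an adjusted p under 0.05 from limma (9 higher and 1 lower when adjusted over the list alone). The median log2 fold change was 0.39 (adjusted p = 0.019 from camera; adjusted p = 0.297 with an estimated correlation; adjusted p = 0.075 with the replicate number as a block, which did not pass), and 0.25 with 3 members not detected in a group set to their bounds. Kit, the receptor of differentiating spermatogonia, was the only member past 2-fold (log2 fold change 1.02) and Pou5f1 the lower one (-0.51), both picked out after their values were seen. With the arrays set to equal means of the Sertoli cell list, the spermatogonia median was -0.71, still above the shift of all genes that this scaling makes. Taf7l, a paralog of a general transcription factor subunit, rose by 0.62 and Sohlh1, a spermatogonial transcription factor, by 0.44 on the log2 scale (adjusted p = 0.00245 and 0.0203). Genes of DNA replication went both ways: of 17 measured, 5 (Mcm2, Mcm3, Mcm5, Tyms and Cdca7, the others than Mcm5 picked out after their values were seen) were higher, 3 lower and 9 did not pass, with the same counts when adjusted over the list alone. Their median log2 fold change was 0.03, and the camera test, which compares the list with all other genes, pointed down and did not pass (adjusted p = 0.808). Mcm5, a subunit of the replicative helicase, was 1.74-fold higher, and Uhrf1, which maintains DNA methylation at replication, had a log2 fold change of -0.27 (adjusted p = 0.0953). The 3 lower members, picked out after their values were seen, were Rrm1, Rrm2 and Pcna, with log2 fold changes of -0.97, -0.90 and -0.59, and Pcna was detected in only 1 JQ1-treated mouse. The Sertoli cell list, given above, had a higher median than either list in the same mice.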

### BRDT Inhibition Confers a Reversible Contraceptive Effect in Males

To determine the effects of alternative JQ1 treatment regimens on the fertility of male mice, JQ1 (50 mg/kg/day) and vehicle control were each delivered to 10 male mice for 6 weeks. To ensure that JQ1 and vehicle were having proper effects, three males from each group were sacrificed and were shown to have reduced testis size (control: 107.4 ± 8.8; JQ1: 62.8 ± 7.5 mg; p < 0.05), sperm counts (control: 12.3 ± 0.6 × 10^6^; JQ1: 3.8 ± 0.3 × 10^6^; p < 0.0001), and sperm motility (control: 72.4 ± 2.5%; JQ1: 16.0 ± 0.1%; p < 0.0001). After this pretreatment period, the remaining seven JQ1-treated and seven control males were mated continuously to two adult females per male while continuing to receive JQ1 or vehicle. After the first month of breeding, the seven control males had sired 14 litters of offspring. However, only four of the seven JQ1-treated males sired offspring (only six litters of offspring and a reduced number of pups). For the three JQ1-treated males that had not yet sired offspring, these mice demonstrated normal mating behavior as evident by the presence of copulation plugs. Thus, even at a low dose of JQ1, there is a partial contraceptive effect.

As the mice appeared to be healthy at 50 mg/kg/day of JQ1, we escalated the dosage of JQ1 in the second mating month to 75 mg/kg/day. The male mice appeared to fall into two groups: those that show a contraceptive effect with 50 mg/kg/day followed by 75 mg/kg/day (Figure 7A) and those that still produced at least one litter under this lower-dose regimen (Figure 7B). For the three mice that were most responsive to the low-dose regimen, only one was able to sire a litter of two offspring (born on the first day of month 2). For the latter group, the four males that sired offspring were treated in mating month 3 with 50 mg/kg twice per day. These males were not observed to sire any offspring in month 3 (Figure 7B). Thus, depending on individual variability of each of the males, total daily dosages between 50 and 100 mg/kg can produce a complete contraceptive effect in male mice.

To assess the reversibility of the JQ1-induced contraceptive effect, we examined whether fertility returned after JQ1 treatment was halted. Among the three infertile mice treated with the low-dose regimen, infertility remained complete at 1 month of recovery (mating month 3), indicating a durable effect of JQ1 on spermatogenesis. However, in mating month 4, all three males sired offspring with a statistically similar number of pups per female as observed for the controls (Figure 7A). The average days to effective copulation was estimated to be 31.7 ± 6.0 days (range: 26–38 days) based on the birth of the first litters after treatment was stopped and the 19 day gestation period of mice. After a total mating period of 7 months (i.e., 4 months after halting the low-dose regimen), testis volume, seminiferous tubule area, testis histology, sperm motility, and sperm counts were statistically similar to the control group (Figures 7C–7E and S4), consistent with fully recovered fertility. Thus, mice treated with JQ1 at 50 mg/kg/day and then 75 mg/kg/day recover fertility within 6 weeks of withholding the drug and show no long-term effects of JQ1 treatment. For the mice that required escalation to the high-dose regimen (50 mg/kg BID), JQ1 was halted after the first month of this treatment (i.e., treatment month 3). In months 4 and 5, these males failed to sire offspring (Figure 7B). However, all JQ1-treated males sired offspring in month 6 and sired similar litter sizes as controls in months 6–8. The average days to effective copulation for this cohort was estimated to be 65.7 ± 7.7 days (range: 58–81 days). Thus, longer JQ1 treatment and/or the increased dosage of JQ1 resulted in an extended (∼1 month) period of infertility.

To more precisely determine the integrity and function of the testes and spermatozoa following withdrawal of JQ1 therapy, two additional independent experiments were performed. In the first experiment, JQ1-treated adult male mice were examined at the end of 6 weeks of treatment (50 mg/kg/day) or after 2 or 4 months following cessation of therapy. After 2 months, the testis weight and sperm counts and motility were increased, and after 4 months, the weights and sperm parameters approached normal levels (Figure S4). Histologically, seminiferous tubules of JQ1-treated mice are indistinguishable from controls (Figures 7I and 7J). In the second experiment, a cohort of mice was treated with vehicle or 3 weeks of high-dose JQ1 (50 mg/kg BID). Mice were sacrificed at 3 weeks of treatment and 10, 30, and 60 days after JQ1 withdrawal. Males treated with high-dose JQ1 continue to show defects in testicular parameters 30 days after halting treatment but exhibit complete recovery of all parameters within 60 days (Figures 7F–7H), consistent with the documented recovery of fertility. Thus, depending on duration and overall dosage of JQ1, testicular and semen parameters normalize within 1–3 months to allow productive copulation and return of fertility.

Lastly, offspring that were born from JQ1-treated males showed normal size, activity, and behavior as offspring born from controls (Figure 7K and data not shown). When offspring from vehicle and JQ1-treated fathers were allowed to mate with adult females (2 females/cage) at 6 weeks of age, both sets of males (n = 6 for each group) displayed normal mating behavior, sired offspring from each female, and produced statistically similar litter sizes from matings over the first month (control: 7.73 ± 0.70 pups/litter; JQ1: 7.50 ± 0.34 pups/litter). At 11 weeks of age, the testis weights (control: 98.7 ± 2.8 mg; JQ1: 95.8 ± 3.2 mg), sperm counts (control: 11.8 ± 0.3 × 10^6^; JQ1: 11.2 ± 0.6 × 10^6^), and sperm motility (control: 69.5 ± 1.7%; JQ1: 69.8 ± 1.3%) of the offspring were statistically similar. Together, these findings indicate that JQ1 did not have any long-term transgenerational effects on testis physiology or reproductive capacity.

## Discussion

Using a highly potent and selective chemical probe, our studies provide pharmacologic validation of the amino-terminal bromodomain of BRDT as a target for male contraception. JQ1 emerges as a lead compound for a new class of drugs that can cross the blood:testis boundary, inhibit bromodomain activity during spermatogenesis, impair sperm generation and motility, and produce a reversible contraceptive effect in mammals. These data support JQ1 as the first contraceptive agent that selectively and reversibly targets the male germ cell.

Modulation of chromatin structure during spermatogenesis by an inhibitor of an epigenetic reader protein, such as BRDT, raises concern for epigenetic developmental abnormalities in progeny born to animals on treatment or following cessation. To date, we have not identified any anomalous phenotypes in offspring during or following exposure to JQ1. Targeting the male germ cell might raise concern for irreversible toxicity and resultant infertility. We have only observed full recovery of fertility in treated males; testis size, seminiferous tubule diameter, histological appearance, sperm number and motility, and fertility of JQ1-treated males recover to the levels of controls (Figures 7 and S4). These observations are consistent with the restricted expression of the BRDT target in pachytene spermatocytes through round spermatids and with the function of BRDT in these stages to promote spermatogenesis. Indeed, the phenotype of mice treated with JQ1 closely resembles the seminal findings by Wolgemuth and colleagues in the characterization of BRDT(1) hypomorphic mice (Shang et al., 2007). We cannot rule out that some of effects of JQ1 are through inhibition of other members of the BET subfamily that are also expressed in murine testes (e.g., BRD4 [mRNA expressed in spermatogonia], BRD2 [diplotene spermatocytes], and BRD3 [round spermatids]) (Shang et al., 2004). However, the mitotic status of spermatogonia is unaltered in the JQ1-treated males, and we do not observe end-organ toxicity in testis or other tissues in mice, such as the gastrointestinal mucosa, suggestive of a generalized antimitotic effect, as might be expected with inhibition of BRD4 (Dey et al., 2003). Unequivocally, JQ1 is a BET family inhibitor that exerts its contraceptive effect on the male germline during the peak of expression of BRDT.

This chemical genetic study of bromodomain inhibition for male contraception provides pharmacologic target validation, encourages further drug development efforts, and offers insights guiding and enabling pharmaceutical BRDT inhibitor development. As this index study closely examines effects on human and murine BRDT, further study of additional species may be relevant for drug development. Toward this objective, we have completed preliminary studies of JQ1 in rats in which we have observed excellent pharmacologic exposure to JQ1 by i.p. injection (Figure S5A and Table S7) and have identified a tolerated dose (10 mg/kg BID), which is effective in reducing testis mass, sperm count, and motility (Figures S5B–S5D), accompanied by comparable histological evidence of impaired spermiogenesis (Figure S5E). For a chemical probe intended for laboratory research, JQ1 has excellent drug-like properties yet possesses a short terminal elimination half-life. Pharmacokinetic studies performed herein demonstrate that excellent drug exposure can be accomplished with twice-daily administration. The observed complete contraceptive effect of JQ1 when given twice daily suggests that more continuous inhibition of BRDT-dependent effects on spermatogenesis may be required for clinical translation of this research.

We are currently creating and testing the effects of JQ1 derivatives possessing selectivity for BRDT to extend the favorable therapeutic window of BRDT inhibition for male contraception. Recently described tool compounds of BET bromodomains provide divergent putative scaffolds for lead optimization (Chung et al., 2011; Dawson et al., 2011; Nicodeme et al., 2010). Compounds that demonstrate higher affinity and specificity for BRDT would be expected to reduce any possible long-term, adverse effects of a pan-BET bromodomain inhibitor. Structural and sequence comparisons of BRDT(1) and BRD4(1) reveal differences in surface residues that may be explored to develop further isoform-selective BET inhibitors. Because human and mouse BRDT proteins are highly conserved and have nearly identical bromodomain pockets based on our structural predictions, we envision that our discoveries can be completely translated to men, providing a novel and efficacious strategy for a male contraceptive.

## Experimental Procedures

### (+)-JQ1

The direct-acting, small-molecule bromodomain inhibitor was prepared as described (Filippakopoulos et al., 2010).

### Protein Cloning

cDNA-encoding BRDT (human: NCBI accession number AAB87862.1, obtained from FivePrime; murine: NCBI accession number EDL20168.1, obtained from Dr. Saadi Khochbin) was used as template to PCR amplify the N-terminal bromodomain regions of human and murine BRDT. PCR products were isolated and subcloned into a pMCSG7-derived expression vector (pNIC28-Bsa4), using ligation-independent cloning. The constructs (hBRDT(1) 21–137, hBRDT(2) 257–382, mBRDT(1) 23–133, and mBRDT(2) 257–383) were transformed into competent Mach1 cells (Invitrogen, UK) to yield the final plasmid.

### BRDT Proximity Assay

AlphaScreen assays were performed on an Envision 2104 instrument with minor modifications from the manufacturer’s protocol (PerkinElmer, USA).

### Isothermal Titration Calorimetry

Isothermal titration calorimetry (ITC) was carried out on a VP-ITC titration microcalorimeter from MicroCal, LLC (Northampton, MA). Dissociation constants and thermodynamic parameters are listed in Figure 1.

### Crystallization of BRDT and (+)-JQ1

BRDT(1) crystallizations were carried out using the sitting drop vapor diffusion method at 4°C using a mosquito crystallization robot (TTP Labtech, Royston, UK). Data collection and refinement statistics can be found in Table S2. The model and structure factors have been deposited with PDB accession code: 4FLP.

### Mouse Contraceptive Studies

(+)-JQ1 was dissolved in DMSO at 50 mg/ml, 75 mg/ml, or 100 mg/ml and then diluted 1:10 in 10% (2-Hydroxypropyl)-β-cyclodextrin (Sigma-Aldrich) or 20% Captisol (CYDEX, Lenexa, KS). The mixture was injected i.p. into male mice at 1% of the body weight (50 mg/kg or 75 mg/kg) or 0.5% of the body weight for the 50 mg/kg BID injections. The control was DMSO dissolved 1:10 in 10% (2-Hydroxypropyl)-β-cyclodextrin or 20% Captisol and injected similarly. Juvenile or adult C57BL6/J/129S5 hybrid mice for these studies were weighed daily before injections and fed ad libitum.

For mating studies, males were pretreated for 6 weeks with vehicle or JQ1 and caged continuously with two females each while continuing 50 mpk QD for month 1 and escalating to 75 mg QD for month 2. The JQ1-treated males that were responsive to this “low-dose” treatment regimen were allowed to recover untreated while continuing to breed to 2 females per cage through 7 months of continuous breeding. Males that continued to sire offspring in month 2 were treated in month 3 of breeding with 50 mg/kg BID (“high-dose” regimen), and JQ1 treatment was stopped for these males and controls while continuing to breed to 2 females per cage through 8 months of continuous breeding. Cages were checked daily, and offspring born per each female were recorded.

For the recovery studies, males were sacrificed post-JQ1 and control treatment, and testis and sperm parameters were determined. These studies were approved by the Administrative Committee on Laboratory Animal Care at Baylor College of Medicine, and all experiments were conducted in accordance with the NIH guide for the Care and Use of Laboratory Animals.

### Histology and Measurement of Testis Seminiferous Tubule Area

Testes and epididymides were fixed in Bouin’s solution and processed for sectioning. Digital images of cross-sections were captured, and 25 tubules were randomly selected for each sample. Seminiferous tubule area was determined using NIH Image J software. The mean ± SEM of the tubule area for each treatment group was calculated, and comparisons between control and JQ1 treatment groups were made using a t test.

### Epididymal Sperm Counts and Motility

Counts were performed on spermatozoa isolated from the entire epididymis or from the caudal epididymis of mice as described (Roy et al., 2007). In brief, epididymides were dissected and placed in prewarmed M2 medium, minced, and incubated at 37°C for 30 min in a CO_2_ incubator prior to counting and analysis of sperm motility.

### Gene Expression Analyses

Total RNA from mouse testes was isolated using TRIzol reagent (Invitrogen) and processed for Illumina gene expression analysis or QPCR.

Extended Experimental Procedures **Protein Expression and Purification**

Colonies from freshly transformed plasmid DNA in competent *E. coli* BL21(DE3)-R3-pRARE2 cells (phage-resistant derivative of BL21(DE3) cell [Invitrogen] with a pRARE-plasmid-encoding rare codon tRNA) were grown overnight at 37°C in 5 ml of Luria-Bertani medium (LB-broth, Merck) with 50 μg/ml kanamycin and 34 μg/ml chloramphenicol (startup culture). The startup culture was diluted 1:1,000 in fresh medium, and cell growth continued at 37°C to an optical density of about 0.3 (OD600) before the temperature was decreased to 18°C. When the system equilibrated at 18°C and the optical density was about 0.6 (OD600), protein expression was induced overnight at 18°C with 0.1 mM isopropyl-β-D-thiogalactopyranoside (IPTG). The bacteria were harvested by centrifugation (8,700 × *g* for 15 min at 4°C, JLA 81,000 rotor, on a Beckman Coulter Avanti J-20 XP centrifuge) and were frozen at −20°C as pellets for storage. Cells expressing His6-tagged protein were resuspended in lysis buffer (50 mM HEPES [pH 7.5] at 25°C, 500 mM NaCl, 10 mM Imidazole, 0.5 mM TCEP) in the presence of protease inhibitor cocktail (1 μl/ml) and were lysed using an EmulsiFlex-C5 high-pressure homogenizer (Avestin [Mannheim, Germany]) at 4°C. The lysate was cleared by centrifugation (17,000 × *g* for 30 min at 4°C, JA 25.50 rotor, on a Beckman Coulter Avanti J-20 XP centrifuge) and was applied to a diethylaminoethyl cellulose column (DE52 anion exchanger, Whatman Int. Ltd, 10 gr in 100 ml of 2.5 M NaCl, equilibrated with 100 ml lysis buffer) that was serially connected to a nickel-nitriloacetic acid agarose column (Ni-NTA, QIAGEN Ltd., 5 ml, equilibrated with 20 ml lysis buffer). The column ensemble was washed with 50 ml of lysis buffer, and the DE52 column was discarded. The Ni-NTA column was washed twice with 10 ml of lysis buffer containing 30 mM imidazole, and the protein was eluted using a step elution of imidazole in lysis buffer (50, 100, 150, 2 × 250 mM imidazole in 50 mM HEPES [pH 7.5] at 25°C, 500 mM NaCl). All fractions were collected and monitored by SDS-polyacrylamide gel electrophoresis (Bio-Rad Criterion Precast Gels, 10%–20% Tris-HCl 1.0 mm, from Bio-Rad, CA; Gel electrophoresis conditions: 180 V, 400 mA, 55 min in SDS buffer). After the addition of 10 mM dithiothreitol (DTT), the eluted protein was treated overnight at 4°C with TEV protease to remove the hexa-histidine tag. The proteins were further purified with size exclusion chromatography on a Superdex 75 16/60 HiLoad gel filtration column (GE/Amersham Biosciences) on an ÄktaPrime plus system (GE/Amersham Biosciences). Samples were monitored by SDS-polyacrylamide gel electrophoresis, concentrated to 10–40 mg/ml in the elution buffer, 10 mM HEPES (pH 7.5), 150 mM NaCl, and 0.5 mM TCEP and were used for crystallization. Protein handling was carried out on ice or in a cold room in all of the above steps.

**BRDT Proximity Assay**

For the AlphaScreen assays, all reagents were diluted in 50 mM HEPES, 150 mM NaCl, 0.1% w/v BSA, and 0.01% w/v Tween20 (pH 7.5) and were allowed to equilibrate to room temperature prior to addition to plates. After addition of Alpha beads to master solutions, all subsequent steps were performed in low-light conditions. A 2× solution of components with final concentrations of BRDT at 80 nM, Ni-coated Acceptor Bead at 25 μg/ml, and 80 nM biotinylated H4-tetra acetyl was added in 10 μl to 384-well plates (AlphaPlate - 384, PerkinElmer, USA). Biotinylated peptide for BRDT was synthesized in-house on a CEM Liberty 9008005 microwave peptide synthesizer: H4-tetra acetyl, Biotin-PEG2-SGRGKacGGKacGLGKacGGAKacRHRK-COOH. Addition to wells was performed with either a multichannel pipet (for optimization experiments) or a Biotek EL406 liquid handler. After a 1 min 1000 rpm spin-down, 100 nl of compounds from stock plates were added by pin transfer using a Janus Workstation (PerkinElmer, USA). The streptavidin-coated donor beads (25 μg/ml final) were added as with previous solution in a 2x, 10 μl volume. Following this addition, the plates were sealed with foil to block light exposure and to prevent evaporation. The plates were spun down again at 1000 rpm for 1 min, and the plates were incubated at room temperature for 1.5 hr prior to reading the assay.

**Isothermal Titration Calorimetry**

Isothermal titration calorimetry experiments were carried out at 10°C in 50 mM HEPES pH 7.5 (at 25°C), 150 mM NaCl. The calorimetric cell was loaded with a solution of the protein sample (54 μM protein or an equimolar mixture of 54 μM protein and (+)-JQ1, in 50 mM HEPES, pH 7.4, 150 mM NaCl). The peptide (1.5 mM in 50 mM HEPES, pH 7.4, 150 mM NaCl) was loaded into the micro-syringe. Titrations were conducted using an initial control injection of 2 μl followed by 30 identical injections of 8 μl. The collected data were corrected for peptide heat of dilution (measured on a separate experiment by titrating the peptide into 50 mM HEPES, pH 7.4, 150 mM NaCl) and normalized using the MicroCal Origin software supplied with the instrument. Thermodynamic parameters were calculated using the basic equation of thermodynamics (ΔG = ΔH - TΔS = -RTlnKB, where ΔG, ΔH and ΔS are the changes in free energy, enthalpy and entropy of binding respectively). In all cases, a single binding site model was employed, supplied with the MicroCal Origin software package.

**Crystallization of BRDT and (+)-JQ1**

BRDT(1) crystals with (+)-JQ1 (1 mM final concentration) were grown by mixing 50 nl of protein (23.2 mg/ml) with 100 nl of reservoir solution containing 1.0 M bis-tris propane pH 8.0, 25% PEG3350, 0.15 M KSCN and 10% ethylene glycol. Crystals were cryo-protected using the well solution supplemented with additional ethylene glycol and were flash frozen in liquid nitrogen. Data were collected at Diamond on beamline I03 using an ADSC Q315 detector at 0.9763 Å. Indexing and integration was carried out using MOSFLM and scaling was performed with SCALA. Initial phases were calculated by molecular replacement with PHASER (McCoy et al., 2005) using the known model of BRDT (PDB ID 2RFJ). Initial models were built by ARP/wARP (Perrakis et al., 1999) and building was completed manually with COOT (Emsley and Cowtan, 2004). Refinement was carried out in REFMAC5 (Murshudov et al., 1997). Thermal motions were analyzed using TLSMD (Painter and Merritt, 2006), and hydrogen atoms were included in late refinement cycles.

**Sequence Alignment**

Amino acid sequences for full-length bromodomain-containing proteins were obtained from the US National Heart, Lung and Blood Institute (Human BRDT accession number Q58F21; Human BRD4 accession number O60885; Mouse BRDT accession number Q91Y44). Multiple sequence alignment of full-length BRDT and BRD4 was performed using MAFFT (v6.240) (Katoh and Toh, 2008). The E-INS-i algorithm was selected as suitable for sequences containing potentially large unalignable regions, and the BLOSUM62 scoring matrix was used as suitable for highly evolutionarily conserved sequences. Gap opening penalty and offset value were set to default parameters.

**Gene Expression Analyses**

For genome-wide transcriptional analysis, background-corrected and normalized expression data for the two technical replicates were averaged before analysis. All negative values were set to 1. Differential expression was assessed using the Comparative Marker Selection module of GenePattern (Reich et al., 2006). Genes with a Q-value < 0.05 and fold change > 2 were considered significant. For GSEA, gene sets were obtained from published sources (Schultz et al., 2003; Zeller et al., 2003). In the case of the “Spermatogenic cluster” signatures derived from Schultz et al. (Schultz et al., 2003), named genes from Table S3 and updated assignments for the Unigene clusters in Table S4 (based on Unigene data downloaded April 2012) were combined. Signal-to-noise was used as the metric for GSEA (Subramanian et al., 2005). For QPCR, total RNA was reversely transcribed using Superscript III reverse transcriptase (Invitrogen). Quantitative PCR was performed using SYBR green master mix and customized primers (Table S6). All quantitative PCR assays were conducted in duplicate for each sample. *Gapdh* was used as an internal control for the quantification.

**Histological Analysis**

Histological analysis of Bouin’s fixed testes and epididymides was performed as previously described (Kumar et al., 1997) using Periodic acid-Schiff and hematoxylin. Rabbit anti-TNP2 (1:500) staining and hematoxylin counter-staining was performed as described (Zhao et al., 2004) using Bouin’s fixed testes. The goat anti-ZPBP1 (1:500) staining was performed as described (Lin et al., 2007). The guinea pig anti-GASZ (1:500) staining was performed as described (Ma et al., 2009).

**Hormone Analyses**

Blood samples were collected by cardiac puncture from mice anesthetized with isoflurane. The serum was separated from the blood and stored at –20°C until assayed. Serum FSH, LH, and testosterone levels were measured by the Ligand Assay and Analysis Core at the Center for Research in Reproduction, University of Virginia. Assay details can be found at http://www.healthsystem.virginia.edu/internet/crr/).

**Rat Spermatogenesis Study**

Adult male Sprague-Dawley rats were treated with vehicle or (+)-JQ1 (10 mg/kg formulated in saline, 10% 2-Hydroxypropyl-β-cyclodextrin and 10% DMSO). Treatment was administered IP at 1/100 body mass. Rats were checked twice-daily for mortality and weighed on days 1, 3, 7, 14, and 21. The treatment regimen utilized 4 days of 50 mg/kg JQ1 administered daily which was decreased to 10 mg/kg twice daily for the remainder of the study due to the appearance of adverse effects in a subset of animals. For all animals completing 3 weeks of treatment, testis mass, sperm motility, and sperm counts were determined as described for mouse studies. In brief, testes were fixed in Bouin’s and prepared for histology. The other half was minced in warm M16 buffer and used for sperm counts and motility studies.

## Figures and Tables

**Figure 1:**
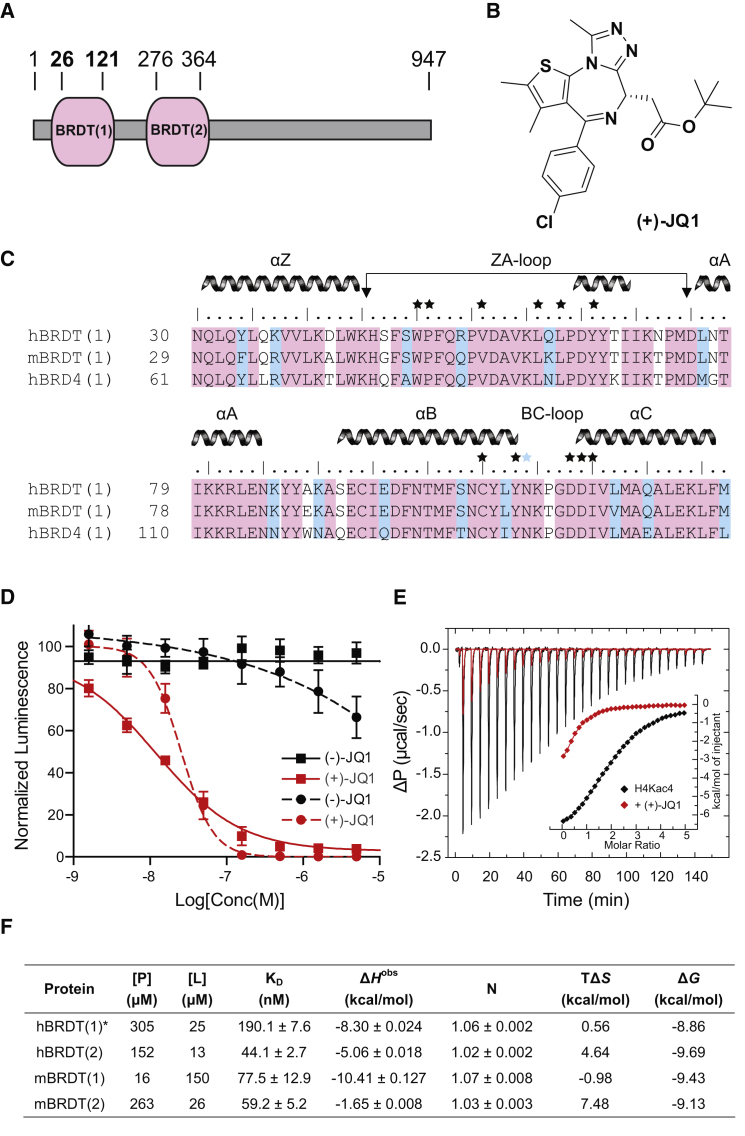
BRDT Inhibition by the BET Bromodomain Inhibitor JQ1 (A) Domain diagram of BRDT. Sequence boundaries for recombinant BRDT(1) are shown in bold. (B) Structure of the active (+)-JQ1 enantiomer. (C) Protein alignment reveals high sequence identity between homologous and orthologous domains. Identical (pink) and similar (blue) residues are highlighted. Major helical elements are depicted above the sequence. The conserved asparagine mediating acetyl-lysine recognition is depicted with a blue star. Contacts between (+)-JQ1 and BRDT(1) are depicted with a black star. (D) Competitive inhibition of human (squares) and mouse (circles) BRDT(1) binding to synthetic biotinylated H4Kac4 by (+)-JQ1 using proximity detection assays (hBRDT(1) IC_50_ = 11 nM; mBrdt(1) IC_50_ = 10 nM). (E) ITC data for titration of H4Kac4 into hBRDT(1) (black line) or into a 1:0.8 molar mixture of hBRDT(1) and (+)-JQ1 (red line). The inset shows normalized binding enthalpies corrected for heat of dilution as a function of binding site saturation. Solid lines represent a nonlinear least-squares fit using a single-site binding model. (F) Equilibrium binding constants and binding energies of (+)-JQ1 to human and mouse BRDT bromodomains measured by ITC. See also Data S1 and S2 and Table S1.

**Figure 2:**
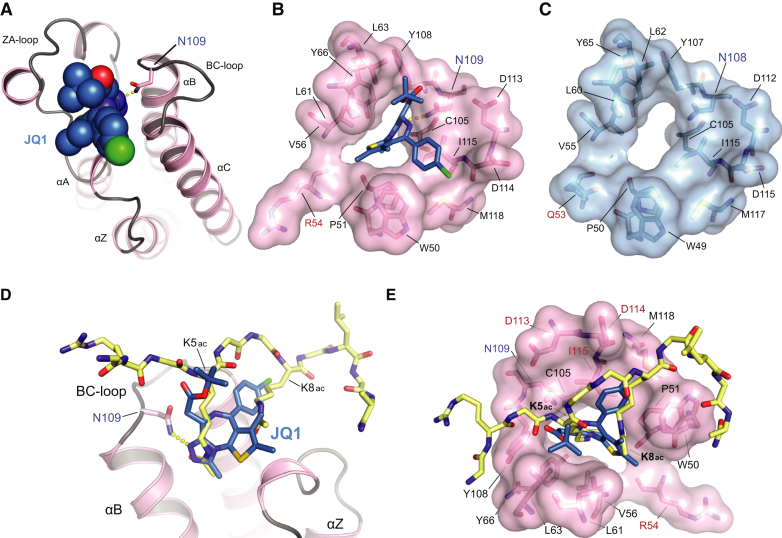
Molecular Recognition of BRDT by JQ1 (A) Crystal structure of the complex of (+)-JQ1 with hBRDT(1). The ligand is shown as a Corey-Pauling-Koltun (CPK) model, and the hydrogen bond formed to the conserved asparagine (N109) is shown as yellow dots. Main secondary structural elements are labeled. (B) The acetyl-lysine binding pocket of the N-terminal bromodomain of hBRDT is shown as a semitransparent surface with contact residues labeled and depicted in stick representation. Carbon atoms of (+)-JQ1 are colored blue to distinguish them from protein residues. N109 is labeled in blue, and a unique N-terminal residue is shown in red. (C) The surface structure of the acetyl-lysine recognition pocket of mBrdt(1) is shown in blue, with key residues highlighted in black, N109 highlighted in blue, and a distinct residue shown in red. (D and E) Competitive binding of JQ1 to the acetyl-lysine recognition pocket of hBRDT(1) illustrated by structural alignment to an acetylated histone peptide binding to mBrdt(1) (PDB: 2WP2). (D) Human BRDT(1) is shown as pink ribbons. JQ1 is shown as blue sticks with colored heteroatoms. N109 is highlighted in blue. The diacetylated histone H4 peptide is shown in yellow with colored heteroatoms. (E) The diacetyl-lysine recognition site on hBRDT is shown as a pink translucent surface over stick representations of critical binding residues. Key contact residues are highlighted in black. JQ1 is shown as blue sticks with colored heteroatoms. N109 is highlighted in blue text. The diacetylated histone H4 peptide is shown in yellow with colored heteroatoms. (D and E) JQ1 completely occupies the hydrophobic pocket which engages the diacetylated peptide. See also Table S2.

**Figure 3:**
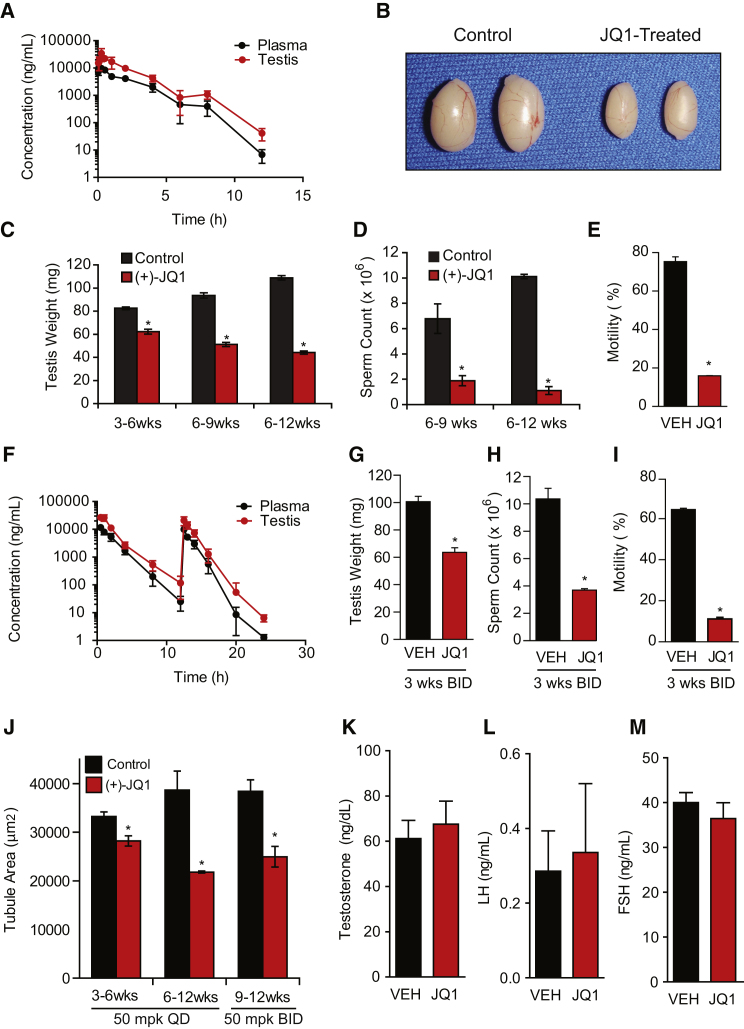
BRDT Inhibition with a Testis-Permeable Small Molecule Reduces Testis Size and Sperm Counts and Motility (A) Pharmacokinetic analysis of JQ1 in plasma (black lines) and testis (red lines) following a single administration of JQ1 (50 mg/kg IP) to male mice. Data represent the mean ± SD. (B) Gross analysis of testes from 9-week-old mice that received control or JQ1 (50 mg/kg daily) for 3 weeks. (C) Testis weights from mice treated with control or JQ1 (50 mg/kg QD) for 3–6 weeks, 6–9 weeks, or 6–12 weeks of age. Data represent the mean ± SEM and are annotated with P values obtained from a two-tailed t test (^∗^p < 0.05). (D) Graphical representation of sperm counts obtained from the entire epididymides of males treated with JQ1 or control from 6–9 weeks of age or the tail of the epididymis of males treated from 6–12 weeks of age with vehicle or JQ1 (50 mg/kg QD). Data represent the mean ± SEM (^∗^p < 0.05). (E) Motility of mature sperm obtained from the cauda epididymis of adult males treated with JQ1 (50 mg/kg daily) from 6–12 weeks of age. Data represent the mean ± SEM (^∗^p < 0.0001). (F) Pharmacokinetic analysis of JQ1 in plasma (black lines) and testis (red lines) following twice-daily (BID) administration of JQ1 (50 mg/kg IP) to male mice. Data represent the mean ± SD. (G) Testis weights (mg) from mice treated with control or JQ1 (50 mg/kg BID) from 9–12 weeks of age. Data represent the mean ± SEM (^∗^p < 0.05). (H) Sperm counts obtained from the cauda epididymis of males treated from 9–12 weeks of age with vehicle or JQ1 (50 mg/kg BID). Data represent the mean ± SEM (^∗^p < 0.05). (I) Motility of mature sperm obtained from the cauda epididymis of adult males treated with JQ1 (50 mg/kg BID) or vehicle from 9–12 weeks. Data represent the mean ± SEM (^∗^p < 0.001). (J) Cross-sectional area of seminiferous tubules from JQ1-treated mice (50 mg/kg QD for 3–6 weeks or 6–12 weeks, or 50 mg/kg BID for 9–12 weeks, as shown) or control (^∗^p < 0.05). (K, L, and M) Male mice treated with JQ1 or vehicle from 6–12 weeks exhibit statistically similar serum levels of (K) testosterone, (L) luteinizing hormone (LH), and (M) follicle-stimulating hormone (FSH). See also Figure S1 and Tables S3 and S4.

**Figure 4:**
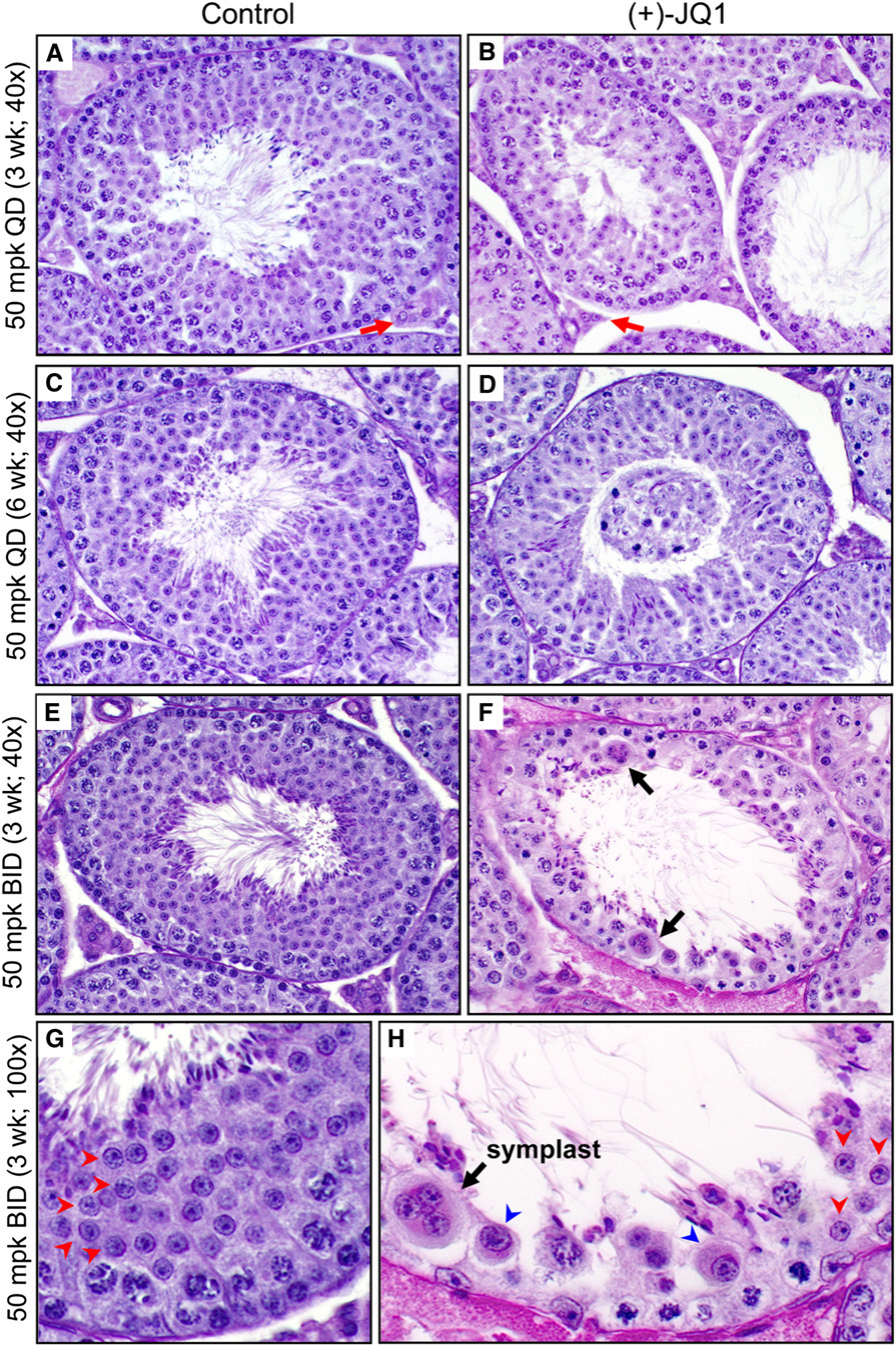
Histological Analysis of the Antispermatogenic Effects of JQ1 (A and B) Histology of stage VII seminiferous tubules of testes of 6-week-old mice treated with (A) vehicle control or (B) JQ1 (50 mg/kg QD) from 3–6 weeks of age (40× magnification). Red arrows indicate intertubular Leydig cell islands. (C and D) Histology of stage VII seminiferous tubules of 12-week-old mice treated with (C) control or (D) JQ1 (50 mg/kg QD) from 6–12 weeks. A large mass of sloughed epithelium is observed in the lumen of the tubule in (D). (E–H) Histological analysis of testis tubules from 12-week-old mice treated with vehicle control (E, 40×; G, 100×) or JQ1 (50 mg/kg BID) (F, 40×; H, 100×) for 3 weeks. Whereas the stage VII tubules of the control show an abundance of round spermatids (red arrowheads, G), only a few normal appearing round spermatids are evident in (H) after JQ1 treatment. Abnormal spermatids with large nuclei and abundant cytoplasm (blue arrowheads) and symplasts (black arrows in F and H) are also observed.

**Figure 5:**
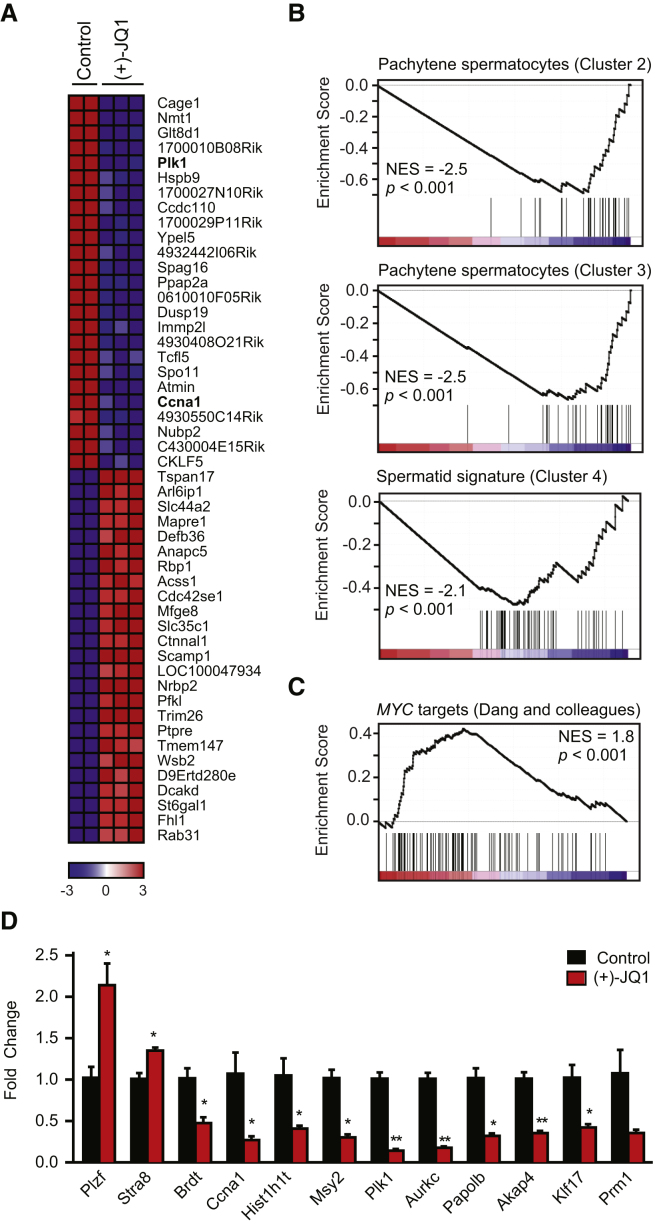
Selective Depletion of Germ Cell Transcripts by JQ1 (A) Heatmap representation of the top 25 down- and upregulated genes (Q < 0.05) following treatment of male mice with JQ1 (50 mg/kg from 6–12 weeks). *Plk1* and *Ccna1* (bold) are downregulated by JQ1 exposure. (B) GSEA of three spermatogenesis gene clusters (Schultz et al., 2003) in the testicular transcriptional profile of JQ1-treated males. (C) GSEA of a canonical MYC-dependent gene set (Zeller et al., 2003) in the testicular transcriptional profile of JQ1-treated male mice. (D) Quantitative RT-PCR analysis of males treated from 6–12 weeks of age with JQ1 or vehicle. The mouse genes are *Plzf* (promyelocytic leukemia zinc-finger or *Zbtb16*), *Stra8* (stimulated by retinoic acid gene 8), *Brdt* (bromodomain, testis-specific), *Ccna1*, *Hist1h1t* (histone cluster 1, histone 1, testis-specific), *Msy2* (Y box protein 2 or Ybx2), *Papolb* (poly (A) polymerase β or Tpap), *Klf17* (Kruppel-like factor 17 or Zfp393), and *Prm1* (protamine 1). Data represent the mean ± SEM and are annotated with p values as obtained from a two-tailed t test (^∗^p < 0.05; ^∗∗^p < 0.001; the p value for *Prm1* is 0.06). See also Tables S5 and S6.

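Of the 25 genes printed as down in Figure 5A, 22 were measured by a named, kept probe, and the brightest probe of each was lower with JQ1 at an adjusted p under 0.05 from limma. At that probe 7 of them were lower by at least 2-fold, among them Ccdc110 at 2.95-fold, Spag16, a protein of the sperm axoneme, at 2.43-fold and Dusp19, a dual-specificity phosphatase, at 2.41-fold lower. With any kept probe of the gene counted, 10 were called. Of the 25 genes printed as up, 22 were measured and all 22 had a positive log2 fold change, 18 of them called at the brightest probe and 19 with any kept probe counted. Ptpre, picked out after its value was seen, did not pass at its brightest probe (0.12, adjusted p = 0.599). Tspan17, a tetraspanin, was 3.94-fold higher, Acss1, a mitochondrial acetyl-CoA synthetase, 3.92-fold and Defb36, a defensin, 3.62-fold. The genes in the heatmap were chosen in the study on these same arrays, so that their directions are not independent evidence.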

**Figure 6:**
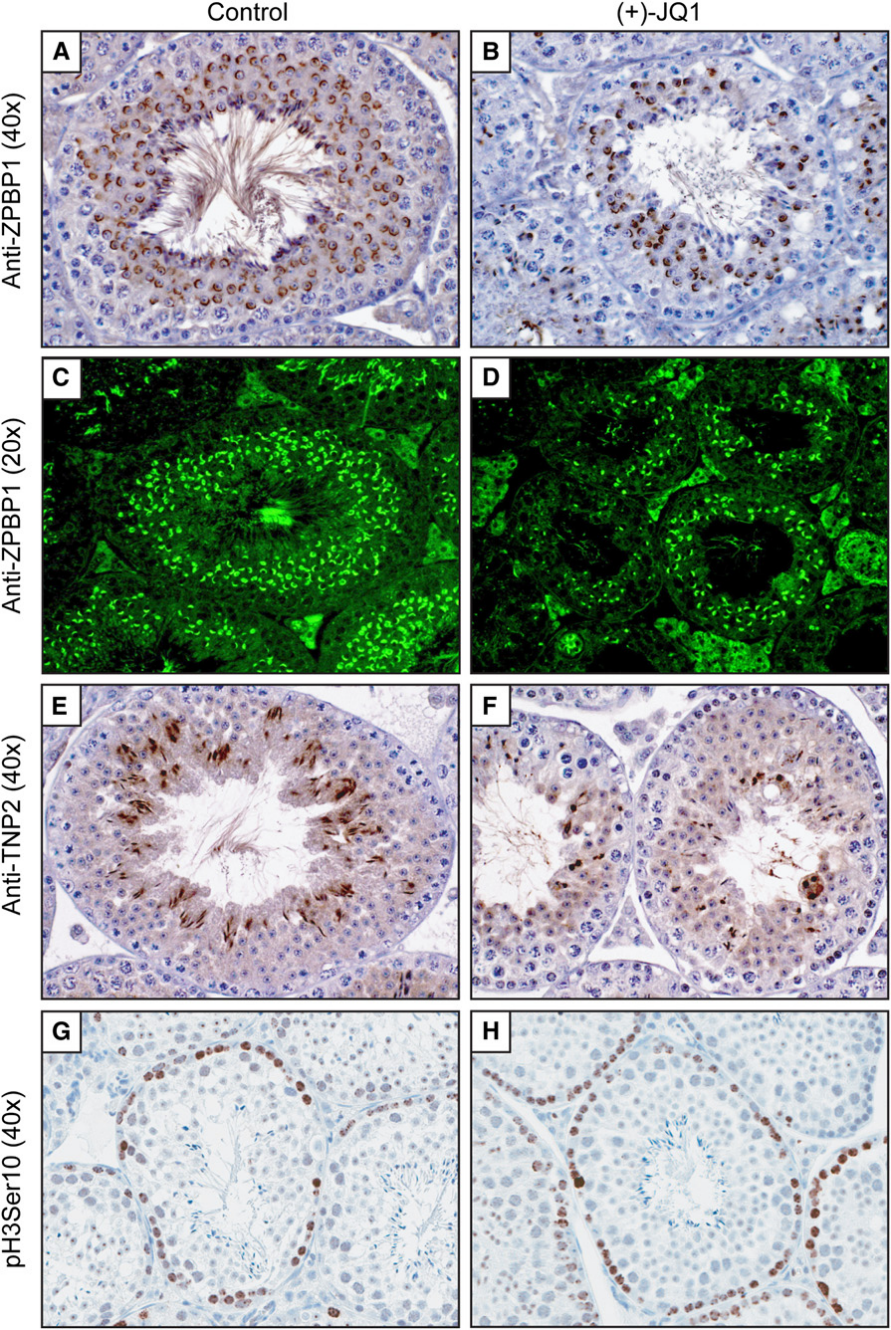
Histological Evidence of Antispermatogenic Effects of JQ1 (A and B) Immunohistochemical analysis (40×) of ZPBP1 in stage VII seminiferous tubules of males treated daily from 6–12 weeks with (A) vehicle or (B) JQ1. (C and D) Immunofluorescence analysis (20×) of ZPBP1 in testis tubules of males treated BID from 9–12 weeks with (C) vehicle or (D) JQ1. (E and F) Immunohistochemical analysis (40×) of TNP2 in testis tubules of males treated BID from 9–12 weeks with (E) vehicle or (F) JQ1. (G and H) Exposure to JQ1 has no effect on mitotic progression or meiotic chromatin condensation, as determined by histone 3 phosphoserine 10 (pH3Ser10) staining of testis tubules of males treated daily from 6–12 weeks with (G) vehicle or (H) JQ1. See also Figures S2 and S3.

**Figure 7:**
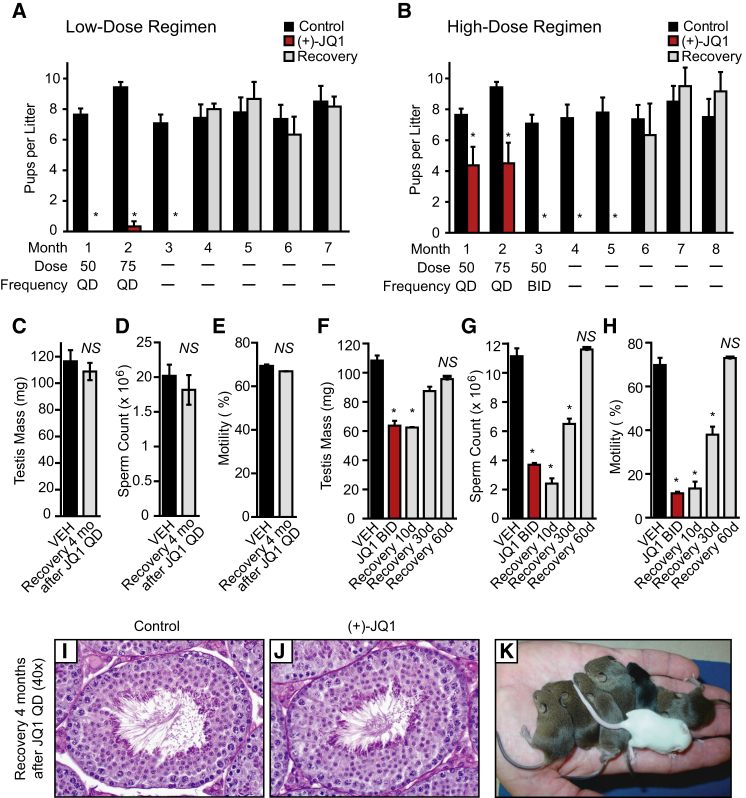
BRDT Inhibition with JQ1 Causes a Reversible Contraceptive Effect in Male Mice (A) Adult males were pretreated for 6 weeks with vehicle control (n = 7) or JQ1 (50 mg/kg QD; n = 3) and then caged continuously with two females each while continuing 50 mpk QD for month 1 and escalating to 75 mpk QD for month 2. JQ1 treatment was stopped at the end of month 2 of mating. Graphical representation of pups born in each month to the females reveals a contraceptive effect evident in months 1–3 (data represent mean ± SEM; ^∗^p < 0.001) and durable restoration of fertility at month 4. (B) Adult males were pretreated for 6 weeks with vehicle (n = 7) or JQ1 (50 mg/kg QD; n = 4) and then caged continuously with two females each while continuing 50 mg/kg QD for month 1, escalating to 75 mg/kg QD for month 2, and further escalating to 50 mg/kg BID for month 3. JQ1 treatment was stopped at the end of month 3 of mating. Graphical representation of pups born in each month to the caged females reveals a complete contraceptive effect evident in months 3–5 (data represent mean ± SEM; ^∗^p < 0.001) and durable restoration of fertility at month 6. (C–E) Graphical representation of (C) testis mass (mg), (D) sperm count, and (E) sperm motility of adult control males (n = 3) and JQ1-treated males (n = 3) following a 4 month recovery from the low-dose regimen shown in (A) (data represent mean ± SEM; NS, not significant). (F–H) Graphical representation of (F) testis mass, (G) sperm count, and (H) sperm motility of adult control males (n = 4) and JQ1-treated males after 3 weeks of 50 mg/kg BID treatment (n = 2), as well as following 10 days (n = 2), 30 days (n = 2), and 60 days (n = 2) of recovery from the high-dose (B) regimen (data represent mean ± SEM; ^∗^p < 0.05). (I and J) Microscopic analysis of seminiferous tubules from (I) control and (J) JQ1-treated males following 4 months of recovery reveals compete histological recovery. (K) Litter sizes and pups born following JQ1 cessation are normal. See also Figure S4.

**Figure S1:**
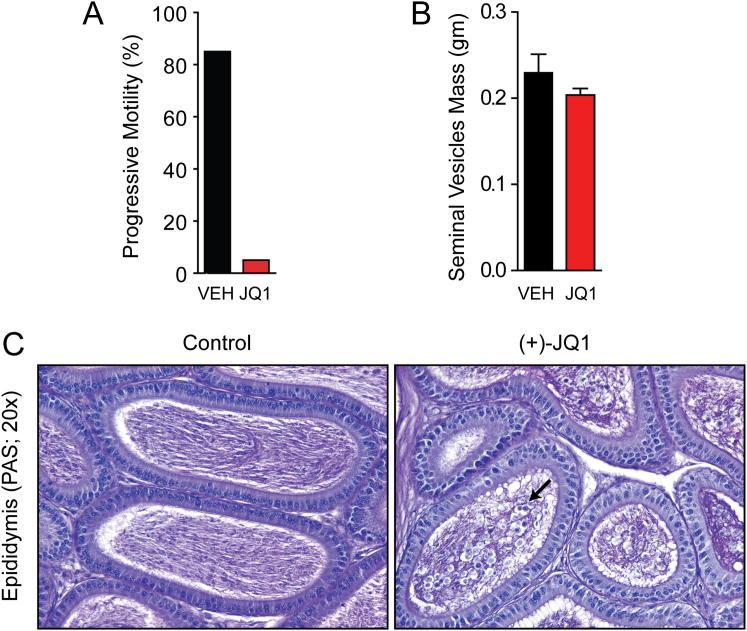
Motility and Histological Effect of JQ1 Treatment on the Epididymides of Male Mice, Related to Figure 3 (A) Progressive motility of mature sperm obtained from the epididymis of males treated with JQ1 (50 mg/kg QD) or control from 6-12 weeks of age. Data was obtained using video analysis of sperm on a 37°C heated stage. (B) Treatment of male mice with JQ1 (50 mg/kg QD) for 8 weeks does not affect the mass of seminal vesicles. (C) Histology of the epididymides from male mice treated with control or JQ1 (50 mg/kg QD) from 6-12 weeks of age. Fewer spermatozoa and multiple large nucleated cells (black arrow) are observed in the epididymal lumen of the JQ1-treated mice compared to the control epididymal lumen, which is densely packed with mature spermatozoa.

**Figure S2:**
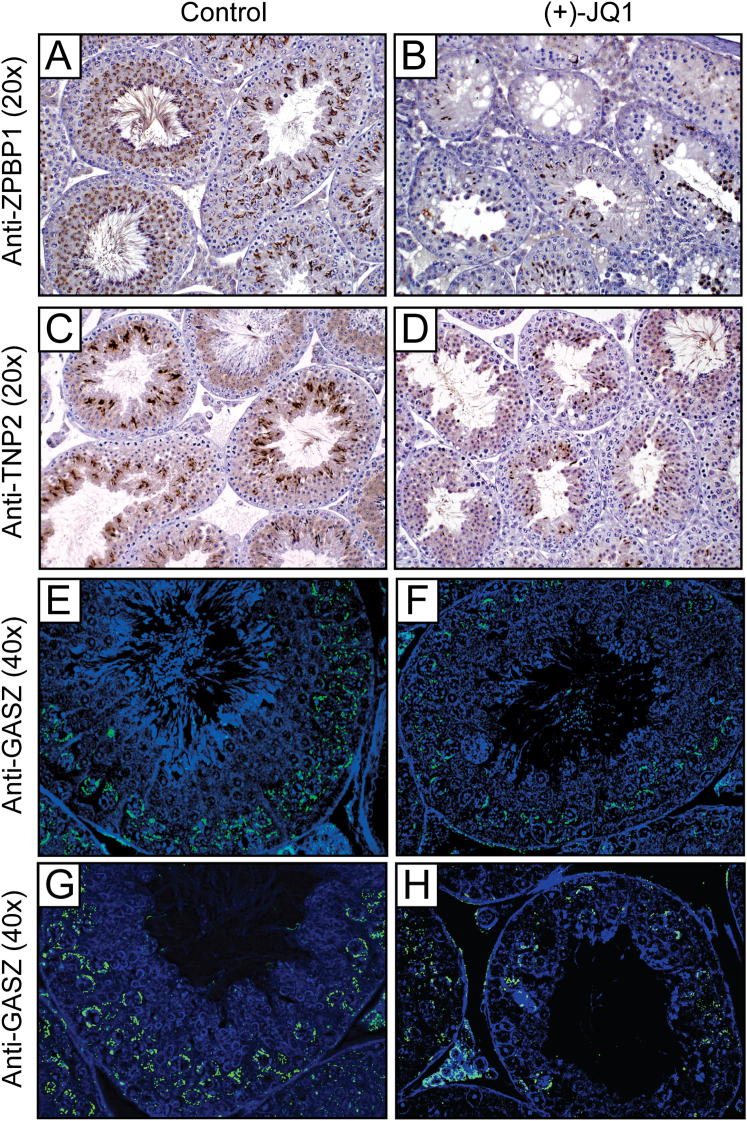
Histological Characterization of the Testes of Mice Treated with JQ1 or Control, Related to Figure 6 (A and B) Immunohistochemical study (20x) of ZPBP1 in seminiferous tubules of male mice treated daily from 6-12 weeks with vehicle control (A) or JQ1 (B). (C and D) Immunohistochemical study (20x) of TNP2 in testis tubules of male mice treated BID from 9-12 weeks with vehicle control (C) or JQ1 (D). (E–H) Immunofluorescence study (40x) of GASZ in testis tubules of male mice treated BID from 9-12 weeks with vehicle control (E, G) or JQ1 (F, H). GASZ is expressed in nuage granules in pachytene spermatocytes.

**Figure S3:**
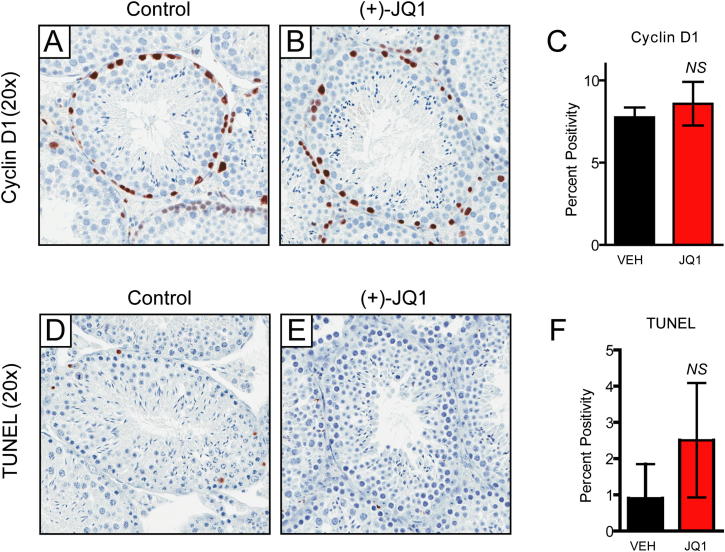
BRDT Inhibition by JQ1 Does Not Affect Proliferating Gonocytes and Spermatogonia, Related to Figure 6 (A–C) (A and B) Staining of Cyclin D1 in the epididymides of male mice treated with control or JQ1 from 6-12 weeks of age reveals no effect on the number of stained spermatogonia by quantitative immunohistochemistry as shown in (C). Data represented as mean ± SEM. (D–F) (D and E) JQ1 treatment does not elicit a significant apoptotic response in seminiferous tubules of male mice, compared to vehicle-treated animals, as determined by TUNEL staining and quantitative immunohistochemistry as shown in (F). Data represented as mean ± SEM.

**Figure S4:**
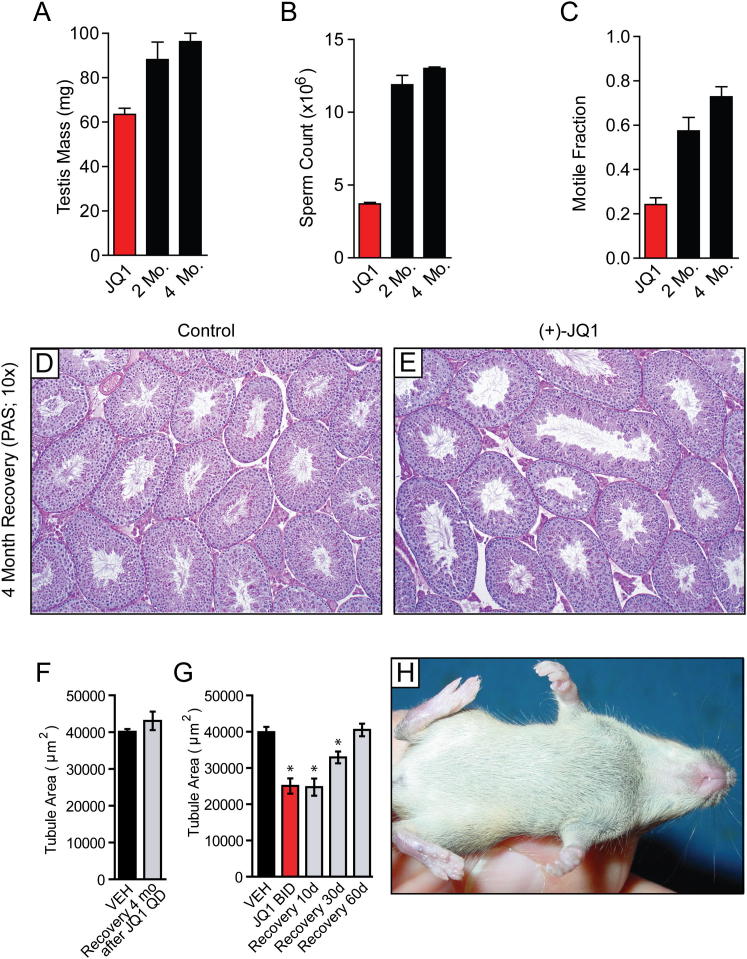
Reversal of Testicular Phenotypes following Withdrawal of JQ1, Related to Figure 7 (A–C) Analysis of (A) testicular mass, (B) sperm counts, and (C) sperm motility of adult male mice treated for 3 weeks with JQ1 (50 mg/kg QD), followed by euthanasia at the end of treatment (JQ1), 2 months following cessation of treatment, and 4 months following cessation of treatment. Normalization of all parameters is evident following drug withdrawal. Data represent mean ± SEM. (D and E) Testis histology (10X) of tubules from control and JQ1-treated male mice 4 months following cessation of JQ1 as treated in (A-C). (F) Graphical representation of tubule area calculated from histological preparations of testis tubules from male mice following four month recovery from the low-dose (Figure 6A) regimen. Data represent mean ± SEM. (G) Graphical representation of tubule area calculated from histological preparations of testis tubules from male mice during and following 10 day, 30 day, and 60 day recovery from a 3 week period of JQ1 BID treatment. Data represent mean ± SEM (^∗^, significant at p < 0.05). (H) A single pup born from a JQ1-treated male after halting JQ1 treatment. Normal developmental and behavioral phenotypes are observed in offspring of mice with restored fertility following a period of contraception conferred by JQ1 treatment.

**Figure S5:**
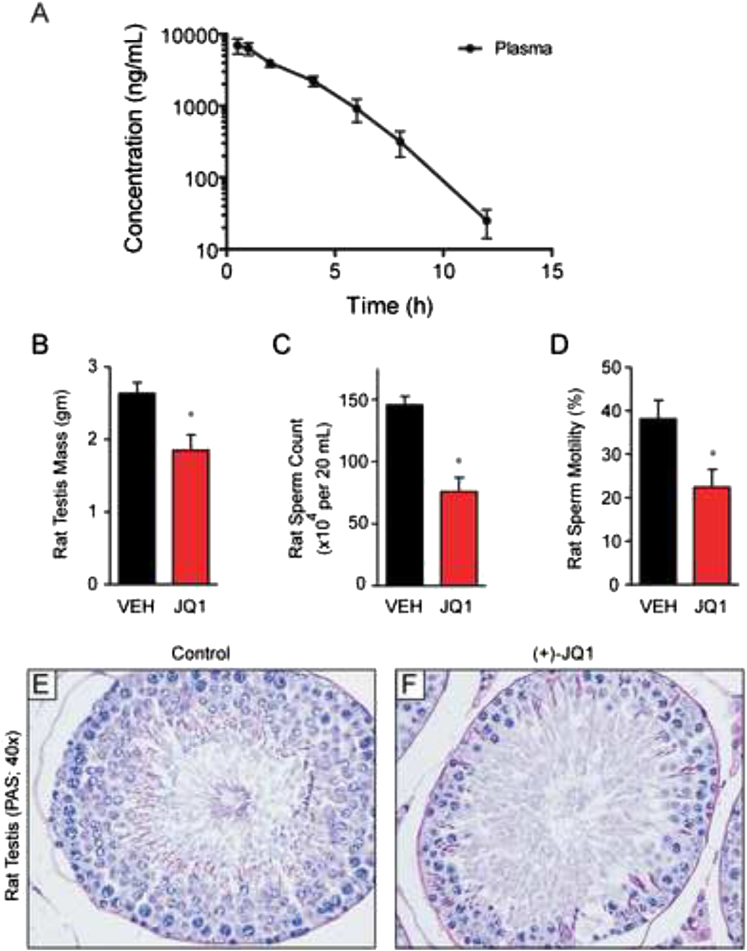
JQ1 Reduces Testis Size, Sperm Counts, and Motility in Male Rats, Accompanied by Histological Evidence of Impaired Spermiogenesis, Related to Figure 4 (A) Pharmacokinetic analysis of JQ1 in the plasma of male rats following a single administration of JQ1 (50 mg/kg IP). Data represent the mean ± SD. (B–D) Graphical representation of (B) testis mass, (C) sperm count and (D) sperm motility derived from adult male Sprague-Dawley rats treated with intraperitoneal JQ1 for 3 weeks, as described in the Experimental Procedures. Reduction of each parameter is consistent with an anti-spermatogenic effect of BRDT bromodomain inhibition by JQ1. Data represent the mean ± SEM (^∗^, significant at p < 0.05). (E and F) Testis histology (40x) of seminiferous tubules from control and JQ1-treated male rats. Comparable depletion of maturing spermatocytes and round spermatids is evident in treated Sprague-Dawley rats compared to male mice (as shown in Figure 4).

## Accession Numbers

Atomic coordinates and structure factors for the reported crystal structure of BRDT(1) with JQ1 have been deposited with the Protein Data Bank under accession code 4FLP. Gene expression data were deposited in the GEO database with accession GSE37894.

## Supplemental Information

Document S1. Tables S1–S7 and Data S1 and S2

Document S2. Article plus Supplemental Information

# Supplementary material for: Small-Molecule Inhibition of BRDT for Male Contraception
**Source:** Cell. 2012 Aug 17;150(4):673–84. doi: 10.1016/j.cell.2012.06.045
**Supplement:** Document S1. Tables S1–S7 and Data S1 and S2

SUPPLEMENTAL TABLES AND SUPPLEMENTAL DATA

Table S1. Isothermal Titration Calorimetry of Human BRDT(1) with a Tetra-Acetylated Histone H4 Peptide (H4₁₋₂₀K5acK8acK12acK16ac) in the Absence and Presence of (+)-JQ1, Related to Figure 1

As two BRDT(1) proteins bind one peptide the binding constants and thermodynamic parameters are presented as sum (enthalpy) and average (K_d) of two distinct binding events.

Protein	[P]<br>(μ M)	[pep]<br>(mM)	K _d<br>(μ M)	ΔH^{obs}<br>(kcal/mol)	N	T ΔS<br>(kcal/mol)	ΔG
BRDT(1)	54	1.5	25.4 $\pm$ 0.4	-7.98 $\pm$ 0.004	2.07 $\pm$ 0.008	2.02	-5.96
BRDT(1)/JQ1	54	1.5	26.0 $\pm$ 0.9	-6.07 $\pm$ 0.023	0.43 $\pm$ 0.014	0.12	-5.95

Table S2. Data Collection and Refinement Statistics, Related to Figure 2

Data Collection	
PDB ID	XXXX
Space group	P2 ₁ 22 ₁
Cell dimensions: a, b, c (Å)	37.41 57.36 128.87
α, β, γ (deg)	90.00 90.00 90.00
Resolution* (Å)	2.20 (2.20-2.32)
Unique observations*	14655 (2082)
Completeness* (%)	99.5 (99.9)
Redundancy*	3.4 (3.6)
Rmerge*	0.110 (0.655)
I/ σI*	7.2 (2.0)
Refinement	
Resolution (Å)	2.20
R _{work} / R _{free} (%)	21.3/25.5
Number of atoms<br>(protein/other/water)	1762/63/59
B-factors (Å ²)<br>(protein/other/water)	47.42/37.04/37.56
r.m.s.d bonds (Å)	0.015
r.m.s.d angles (°)	1.660
Ramachadran Favored (%)	95.54
Allowed (%)	4.46
Disallowed (%)	0.00

* Values in parentheses correspond to the highest resolution shell.

Table S3. Pharmacokinetic Study of JQ1 (50 mg/kg IP Injection Daily) in C1 Male Mice, Related to Figure 3

Dose<br>(mg/kg)	Dose<br>(route)	Time<br>(hr)	Plasma		Testis		Brain	
			Mean<br>(ng/mL)	SD	Mean<br>(ng/mL)	SD	Mean<br>(ng/mL)	SD
50	IP	0	BQL	NA	BQL	NA	BQL	NA
		0.033	7407	2008	15293	7346	2940	658
		0.083	11037	1545	16700	8679	8843	1358
		0.25	9663	1510	34267	17028	11967	777
		0.5	8470	1486	22267	1266	9930	2195
		1	4880	731	16997	7831	5527	1525
		2	4137	475	9723	1107	3733	270
		4	1987	673	4270	1170	1867	595
		6	463	371	837	652	305	241
		8	397	226	1083	359	281	183
		12	6.82	3.54	41.2	19.5	4.52	NA
		24	BQL	NA	BQL	NA	BQL	NA
PK parameters		Unit	Plasma		Testis		Brain	
T _{max}		hr	0.0830		0.250		0.250	
C _{max}		ng/mL	11000		34300		12000	
Terminal t _{1/2}		hr	1.24		1.31		1.12	
AUC _{last}		hr*ng/mL	22700		58800		22200	
AUC _{INF}		hr*ng/mL	22700		58900		22200	

Abbreviations: BQL (below the quantifiable limit of 1.00 ng/mL), NA (not available), SD (standard deviation), IP (i.p.).

Table S4. Pharmacokinetic Study of JQ1 (50 mg/kg IP Injection Twice-Daily) in C1 Male Mice, Related to Figure 3

Dose<br>(mg/kg)	Dose<br>(route)	Time<br>(hr)	Plasma<br>Mean<br>(ng/mL)	SD	Testis<br>Mean<br>(ng/mL)	SD
50	I.P.<br><br>BID 12 hr<br>interval	0	BQL	NA	BQL	NA
		0.5	11648	759	26755	2665
		1	7984	1630	26212	6675
		2	5393	1685	11153	1777
		4	1696	482	2749	730
		8	198	108	529	213
		12	25.0	13.5	118	87.4
		12.5	9949	723	20833	7324
		13	5211	265	14262	4127
		14	2990	1000	7385	2083
		16	565	312	1275	657
		20	8.55	7.06	54.1	63.6
		24	1.28	0.348	6.49	NA
PK parameters		Unit	Plasma		Testis	
T _{max}		hr	0.5		0.5	
C _{max}		ng/mL	11650		26760	
Terminal t _{1/2}		hr	0.865		0.981	
AUC _{0-12hr}		hr*ng/mL	25830		60360	
AUC _{12-24hr}		hr*ng/mL	15106		36270	
AUC _{0-24hr}		hr*ng/mL	40937		96640	
AUC _{INF}		hr*ng/mL	40938		96650	
AUC _{testical} /AUC _{plasma}		%	N/A		236	

Abbreviations: BQL (below the quantifiable limit of 1.00 ng/mL), NA (not available), SD (standard deviation).

Table S5. Downregulation of Multiple Germ Cell Expressed Genes upon Treatment with JQ1, Related to Figure 5

	<i>Ccna1</i>	<i>Msy2</i>	<i>Plk1</i>	<i>Aurkc</i>	<i>Akap4</i>
6 wks JQ1, QD	-3.0x	-2.5x	-5.3x	-2.7x	-2.3x
3 wks JQ1, BID	-2.2x	-4.4x	-2.4x	-4.0x	-5.2x

Table S6. Primers for Quantitative PCR, Related to Figure 5

**Gene name**	**Forward Primer**	**Reverse Primer**	**Reference for mRNA expression**
<i>Akap4</i>	GTCAGAAGGCGAGTTAAATCTGG	ATCCCTCCGTCTTAGACTGGT	Miki et al., 2002
<i>Aurkc</i>	GGGCGTGTGTACTTGGCTC	AAGTTGGTGCTCCAATCCCTC	Tang et al., 2006
<i>Brdt</i>	GCTTTGGGACTCCACAACACTACTATG	GATTGTCCATTTTCCCCTTGATC	Shang et al., 2004
<i>Ccna1</i>	TTTCCCAATGCTGGTTGA	AACCAAAATCCGTTGCTTCCT	Sweeney et al., 1996
<i>Hist1h1t</i>	GCTGATTCCTGAGGCCCTTT	CAGGGCAGCAAGGGACAT	Shang et al., 2007
<i>Klf17</i>	CCTCCCGTTTGTTCTCAACTTG	GGTGCATAGCCTGTTCTTATTG	Yan et al., 2002
<i>Msy2</i>	CATCCTTATTGTTCCGAGGCA	GGAGGTATGAGCTGGCTGGTT	Gu et al., 1998
<i>Papalb</i>	CGCCAACAGAGAAACAACATTTAG	CCAACCAGGATTCGGATCTTT	Kashiwabara et al., 2000
<i>Plk1</i>	CGAGGATCTGGAGGTGAAAA	AGGAGTGCCACACAAGGTCT	Matsubara et al., 1995
<i>Plzf</i>	TGGAGAAGCATTTGGGTATCTACTC	AAGACGGCATGCTCAACACA	Buaas et al., 2004;<br>Costoya et al., 2004
<i>Prm1</i>	TGCACAGAATAGCAAGTCCATCA	TGTGGCGAGATGCTCTTGAA	Kleene et al., 1984
<i>Stra8</i>	GAGTGAGGCCCCAGCATATGTC	CCTCTGGATTTTCTGAGTTGCA	Zhou et al., 2008

Table S7. Pharmacokinetic Study of JQ1 (50 mg/kg IP) in Rats, Related to Figure 5

Dose<br>(mg/kg)	Dose<br>route	Time<br>(hr)	Plasma<br>Mean<br>(ng/mL)	SD
50	IP	0	BQL	NA
		0.5	6953	1701
		1	6294	1229
		2	3979	513
		4	2217	360
		6	911	322
		8	317	124
		12	25.0	10.9
		24	BQL	NA
PK parameters		Unit	Mean	SD
T _{max}		hr	0.500	0.000
C _{max}		ng/mL	6953	1701
Terminal t _{1/2}		hr	1.15	0.0307
AUC _{last}		hr*ng/mL	21422	3599.4
AUC _{INF}		hr*ng/mL	21463	3617.7

Data S1. MAFFT Alignment of Human BRDT and Human BRD4, Related to Figure 1

```
BRDT      M-----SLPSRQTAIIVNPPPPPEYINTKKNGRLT
BRD4      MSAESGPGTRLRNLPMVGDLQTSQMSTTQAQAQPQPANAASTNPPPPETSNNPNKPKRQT
          *                               : * . . * .***** *.:* * *

BRDT      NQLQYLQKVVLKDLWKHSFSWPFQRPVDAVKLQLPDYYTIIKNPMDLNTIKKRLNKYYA
BRD4      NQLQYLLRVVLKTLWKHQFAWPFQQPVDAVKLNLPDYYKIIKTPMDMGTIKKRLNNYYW
          ***** :***** *****.:*****:*****:*****.***.***.:*****:***

BRDT      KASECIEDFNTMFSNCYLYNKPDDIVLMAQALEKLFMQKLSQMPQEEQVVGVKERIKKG
BRD4      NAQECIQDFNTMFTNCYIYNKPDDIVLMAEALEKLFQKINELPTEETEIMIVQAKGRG
          :*.***:*****:***:*****:*****:*****:***.:*: * * : : : :*:

BRDT      -----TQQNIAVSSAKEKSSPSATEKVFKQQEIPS
BRD4      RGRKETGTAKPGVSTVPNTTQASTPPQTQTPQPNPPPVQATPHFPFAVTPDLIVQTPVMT
          . * * . . * . :. * :. * : :

BRDT      VFPKTSI-----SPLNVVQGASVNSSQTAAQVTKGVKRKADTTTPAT-
BRD4      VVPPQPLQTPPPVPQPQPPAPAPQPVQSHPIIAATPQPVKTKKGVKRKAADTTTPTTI
          *. * .: : * * . .: : : . . . .*****:

BRDT      SAVKASSEFSP----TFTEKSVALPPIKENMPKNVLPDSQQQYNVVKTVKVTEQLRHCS
BRD4      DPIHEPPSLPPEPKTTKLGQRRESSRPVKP--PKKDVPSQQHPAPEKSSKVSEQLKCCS
          . . : : . . . . * . : : : * : * ** : :*****: * : ** :***: **

BRDT      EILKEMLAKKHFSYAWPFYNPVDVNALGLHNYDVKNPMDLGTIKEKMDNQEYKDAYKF
BRD4      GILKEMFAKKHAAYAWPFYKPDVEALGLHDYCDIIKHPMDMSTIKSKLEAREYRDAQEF
          *****:***** :*****:*****:*****:* * : :*:***: .***.* : : :***: * *
```

BRDT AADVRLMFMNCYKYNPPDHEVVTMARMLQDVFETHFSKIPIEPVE-----SMPLCYIKTD

. * * * * *   * * * * * : * * *   * * * * * : * . * . *   * *   *   *   *

BRD4 VVAPPSSSDSSSDSSSDSDSSTDDSEEERAORLAELOEOLKAVHEOLAALSO-POONKPK

BRDT KKEKSKKEKKKEKVNNSENENPRKMCEOMRLKEKSKRNOPKKRKOOFIG-----

* * * * *

.   * *   .   * * . *   * * * * *

BRD4 KSKPPPTYESEEDKCKPMSYEEKROLSLDINKLPGEKLG RVVHIIOSREPSLKNSNPDE

BRDT IEIDFETLKASTLRELEKYVSACLRKRPLKPPAKKIMMSKEELHSOKKOELEKRLLDVNN

*****.*****:***:*****: ** *:*: **

BRD4 -----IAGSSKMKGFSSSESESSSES-SSSDSEDSETEMAP

BRDT K-----

*

BRDT -----FTE-----

BRD4 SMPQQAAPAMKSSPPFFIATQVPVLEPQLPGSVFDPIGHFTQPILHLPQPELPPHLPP

**:

BRDT -----

BRD4 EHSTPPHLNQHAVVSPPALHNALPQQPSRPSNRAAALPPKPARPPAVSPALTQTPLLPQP

BRDT -----VKP-----

BRD4 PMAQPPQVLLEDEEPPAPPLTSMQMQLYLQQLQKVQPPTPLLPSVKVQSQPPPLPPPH

:

BRDT -----

BRD4 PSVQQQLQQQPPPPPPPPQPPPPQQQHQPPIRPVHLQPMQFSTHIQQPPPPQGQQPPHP

BRDT -----NDS

BRD4 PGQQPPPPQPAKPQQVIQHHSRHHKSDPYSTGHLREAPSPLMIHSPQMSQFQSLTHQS

::*

BRDT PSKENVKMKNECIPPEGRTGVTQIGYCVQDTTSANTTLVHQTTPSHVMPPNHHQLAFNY

BRD4 PPQQNVQPKKQEL---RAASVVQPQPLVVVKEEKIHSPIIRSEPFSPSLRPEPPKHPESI

.:: *: * . . :.:. . * :*: :. .

BRDT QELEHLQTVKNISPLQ-----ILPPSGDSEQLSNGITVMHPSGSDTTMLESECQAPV--

BRD4 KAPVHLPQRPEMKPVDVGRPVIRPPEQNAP-----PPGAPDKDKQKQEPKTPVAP

: ** :.:*: * *. : :.* .*. :.* ::**

BRDT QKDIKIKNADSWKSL--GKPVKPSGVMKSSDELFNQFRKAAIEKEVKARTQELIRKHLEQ

BRD4 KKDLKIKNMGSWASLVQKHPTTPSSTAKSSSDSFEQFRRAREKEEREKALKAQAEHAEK
:***:***** .** ** :*.**.*. ***.: *:***:** *** : :: : :* *:

BRDT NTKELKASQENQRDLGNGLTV-----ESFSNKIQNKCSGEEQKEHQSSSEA-----

BRD4 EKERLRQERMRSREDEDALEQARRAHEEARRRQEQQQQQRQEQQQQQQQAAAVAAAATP
:..*.*: .: ..*: :.* *: .: *:: . :***::**.. *

BRDT ---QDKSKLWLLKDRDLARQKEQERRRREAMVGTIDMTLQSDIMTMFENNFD

BRD4 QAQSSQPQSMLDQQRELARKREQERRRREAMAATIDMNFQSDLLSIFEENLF
...: * :*:***::*****..***.:***:::****:

Data S2. MAFFT Alignment of Human BRDT and Mouse BRDT. Related to Figure 1

```
hBRDT      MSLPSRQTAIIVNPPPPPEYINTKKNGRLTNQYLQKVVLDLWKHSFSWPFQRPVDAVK
mBRDT      MSLPSRQTA-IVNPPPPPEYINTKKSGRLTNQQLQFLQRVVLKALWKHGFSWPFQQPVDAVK
           *****  ***** .*****: **:*****  ***** .*****:*****

hBRDT      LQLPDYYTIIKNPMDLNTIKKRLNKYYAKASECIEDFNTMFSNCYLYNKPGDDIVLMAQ
mBRDT      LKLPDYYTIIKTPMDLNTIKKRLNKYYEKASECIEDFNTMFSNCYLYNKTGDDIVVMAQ
           *:***** .*****  ***** .*****:***

hBRDT      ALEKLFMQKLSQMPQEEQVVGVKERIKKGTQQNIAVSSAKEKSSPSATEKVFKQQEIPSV
mBRDT      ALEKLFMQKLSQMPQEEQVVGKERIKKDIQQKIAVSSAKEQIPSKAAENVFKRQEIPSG
           *****  ***** . **:*****: ...*:*:***:*****

hBRDT      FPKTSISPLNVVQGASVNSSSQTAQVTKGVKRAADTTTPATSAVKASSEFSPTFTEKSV
mBRDT      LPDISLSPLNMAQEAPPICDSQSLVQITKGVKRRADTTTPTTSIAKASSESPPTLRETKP
           :*. *:****:. * * . ..**:. *:*****:*****:*** .***** .**:. *..

hBRDT      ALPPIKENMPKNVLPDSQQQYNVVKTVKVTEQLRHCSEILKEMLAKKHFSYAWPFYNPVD
mBRDT      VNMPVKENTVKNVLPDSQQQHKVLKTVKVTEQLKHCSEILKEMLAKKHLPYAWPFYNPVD
           . *:***  *****:*:*****:*****:*****:*****

hBRDT      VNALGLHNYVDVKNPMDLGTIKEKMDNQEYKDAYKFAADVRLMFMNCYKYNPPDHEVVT
mBRDT      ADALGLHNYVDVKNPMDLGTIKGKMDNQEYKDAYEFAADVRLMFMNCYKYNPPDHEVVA
           .:*****  *****:*****:*****:*****:*****:

hBRDT      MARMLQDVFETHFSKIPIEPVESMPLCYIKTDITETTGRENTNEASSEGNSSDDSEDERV
mBRDT      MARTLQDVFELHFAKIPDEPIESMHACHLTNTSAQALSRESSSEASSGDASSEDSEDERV
           ***  ***** **:*** **:*** *::.*: :::.**:.***** . **:*****
```

hBRDT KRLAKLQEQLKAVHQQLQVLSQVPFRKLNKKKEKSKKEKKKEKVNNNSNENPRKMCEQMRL

mBRDT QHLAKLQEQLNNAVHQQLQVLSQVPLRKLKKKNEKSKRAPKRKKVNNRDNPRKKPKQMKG

: :*****:*****:***:**:***: * :***** :***** :**:

hBRDT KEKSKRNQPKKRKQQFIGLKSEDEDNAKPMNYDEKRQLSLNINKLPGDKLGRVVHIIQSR

mBRDT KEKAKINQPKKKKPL---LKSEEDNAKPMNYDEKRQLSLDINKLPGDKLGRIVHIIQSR

:* **:* *****:*****:*****:*****:*****

hBRDT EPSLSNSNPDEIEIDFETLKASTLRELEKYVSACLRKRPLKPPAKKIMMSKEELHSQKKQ

mBRDT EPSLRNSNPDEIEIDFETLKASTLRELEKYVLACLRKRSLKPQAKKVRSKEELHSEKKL

***** *****.*** ***: : *****:*

hBRDT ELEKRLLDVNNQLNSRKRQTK-----SDKTQPSKA

mBRDT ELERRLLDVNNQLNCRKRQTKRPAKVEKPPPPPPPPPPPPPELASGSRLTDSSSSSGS

:**.***** :*:.*. * :

hBRDT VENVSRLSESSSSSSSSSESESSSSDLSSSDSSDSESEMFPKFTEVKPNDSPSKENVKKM

mBRDT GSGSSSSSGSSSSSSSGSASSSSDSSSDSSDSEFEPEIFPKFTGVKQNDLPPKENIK--

. . * *.***** * ***** ***** *.*:***** ** ** *.***:*

hBRDT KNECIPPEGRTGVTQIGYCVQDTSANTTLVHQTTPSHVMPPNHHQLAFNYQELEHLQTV

mBRDT -----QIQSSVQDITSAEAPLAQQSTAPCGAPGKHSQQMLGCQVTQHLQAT

** .*** ***:*.*.*:*. . * :* * :. * :***:.

hBRDT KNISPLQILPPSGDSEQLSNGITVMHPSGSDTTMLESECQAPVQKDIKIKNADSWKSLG

mBRDT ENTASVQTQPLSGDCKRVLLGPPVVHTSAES-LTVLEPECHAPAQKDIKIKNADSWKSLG

:* :.:* * ***.:.: * .*:*.*.*: * :*.***:*.*****

hBRDT KPVKPSGVMKSSDELFNQFRKAAIEKEVKARTQELIRKHLEQNTKELKASQENQORDLGNG

mBRDT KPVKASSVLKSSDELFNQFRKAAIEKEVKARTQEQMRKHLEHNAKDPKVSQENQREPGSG

****.*.*:*****:*****:***:*.*****:*.*

hBRDT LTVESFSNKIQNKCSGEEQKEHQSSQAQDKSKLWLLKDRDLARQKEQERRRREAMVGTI

mBRDT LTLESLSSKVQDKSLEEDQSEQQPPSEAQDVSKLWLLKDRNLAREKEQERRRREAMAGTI

::*.*:*:*. *:*.*:*.***** *****:***:*****.***

hBRDT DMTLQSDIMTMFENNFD

mBRDT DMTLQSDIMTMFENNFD

*****

# Supplementary material for: Small-Molecule Inhibition of BRDT for Male Contraception
**Source:** Cell. 2012 Aug 17;150(4):673–84. doi: 10.1016/j.cell.2012.06.045
**Supplement:** Document S2. Article plus Supplemental Information

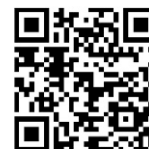

Small-Molecule Inhibition of BRDT for Male Contraception

Martin M. Matzuk,^{1,2,3,4,5,6,*} Michael R. McKeown,⁷ Panagis Filippakopoulos,⁸ Qinglei Li,⁹ Lang Ma,¹ Julio E. Agno,¹ Madeleine E. Lemieux,^{7,10} Sarah Picaud,⁸ Richard N. Yu,¹¹ Jun Qi,⁷ Stefan Knapp,^{8,12} and James E. Bradner^{7,13,*}

¹⁰Bioinfo, Ottawa, Ontario K1J 8G4, Canada

<http://dx.doi.org/10.1016/j.cell.2012.06.045>

SUMMARY

A pharmacologic approach to male contraception remains a longstanding challenge in medicine. Toward this objective, we explored the spermatogenic effects of a selective small-molecule inhibitor (JQ1) of the bromodomain and extraterminal (BET) subfamily of epigenetic reader proteins. Here, we report potent inhibition of the testis-specific member BRDT, which is essential for chromatin remodeling during spermatogenesis. Biochemical and crystallographic studies confirm that occupancy of the BRDT acetyl-lysine binding pocket by JQ1 prevents recognition of acetylated histone H4. Treatment of mice with JQ1 reduced seminiferous tubule area, testis size, and spermatozoa number and motility without affecting hormone levels. Although JQ1-treated males mate normally, inhibitory effects of JQ1 evident at the spermatocyte and round spermatid stages cause a complete and reversible contraceptive effect. These data establish a new contraceptive that can cross the blood:testis boundary and inhibit bromodomain activity during spermatogenesis, providing a lead compound targeting the male germ cell for contraception.

INTRODUCTION

Although ~4% of the mammalian genome encodes genes expressed in male germ cells during spermatogenesis (Schultz

et al., 2003), contraceptive drugs for men have remained elusive. To date, the only drugs in clinical trials are testosterone analogs that alter endogenous androgen production, although there is a short list of other possible targets (e.g., GAPDHS) and drugs (e.g., gamendazole) (Aitken et al., 2008). This lack of contraceptive alternatives for men is partially responsible for the high rate of unplanned pregnancies, especially in teenagers, and contributes to the maternal mortality, ethical, social, and financial costs associated with abortions and deliveries to single mothers. To approach this dearth of contraceptive alternatives for men, we have undertaken to develop small molecules that could target spermatogenic-specific proteins that have been shown to be essential for both spermatogenesis and fertility in mammals. One such contraceptive target is the testis-specific and bromodomain-containing protein BRDT.

BRDT is a tissue-restricted, chromatin-associated protein expressed in pachytene spermatocytes, diplotene spermatocytes, and round spermatids (Shang et al., 2007). During postmeiotic maturation, BRDT localizes to the nucleus and reorganizes hyperacetylated histones through twin acetyl-lysine recognition modules, or bromodomains (Berkovits and Wolgemuth, 2011; Morinière et al., 2009; Shang et al., 2007). The essential role of BRDT in spermatogenesis is mediated by the first bromodomain (BRDT(1); Figure 1A), which binds the tetra-acetylated amino-terminal tail of histone 4 (H4Kac4) with moderate potency (20 μ M) (Morinière et al., 2009). Structural studies of murine BRDT have demonstrated that BRDT(1) binds a diacetylated histone 4 peptide (H4K5ac8ac) in part through a conserved asparagine (Morinière et al., 2009), akin to other bromodomain coactivator proteins (Dhalluin et al., 1999). Genetic studies of BRDT have demonstrated that selective deletion of the BRDT(1)-encoding region is sufficient to confer sterility in

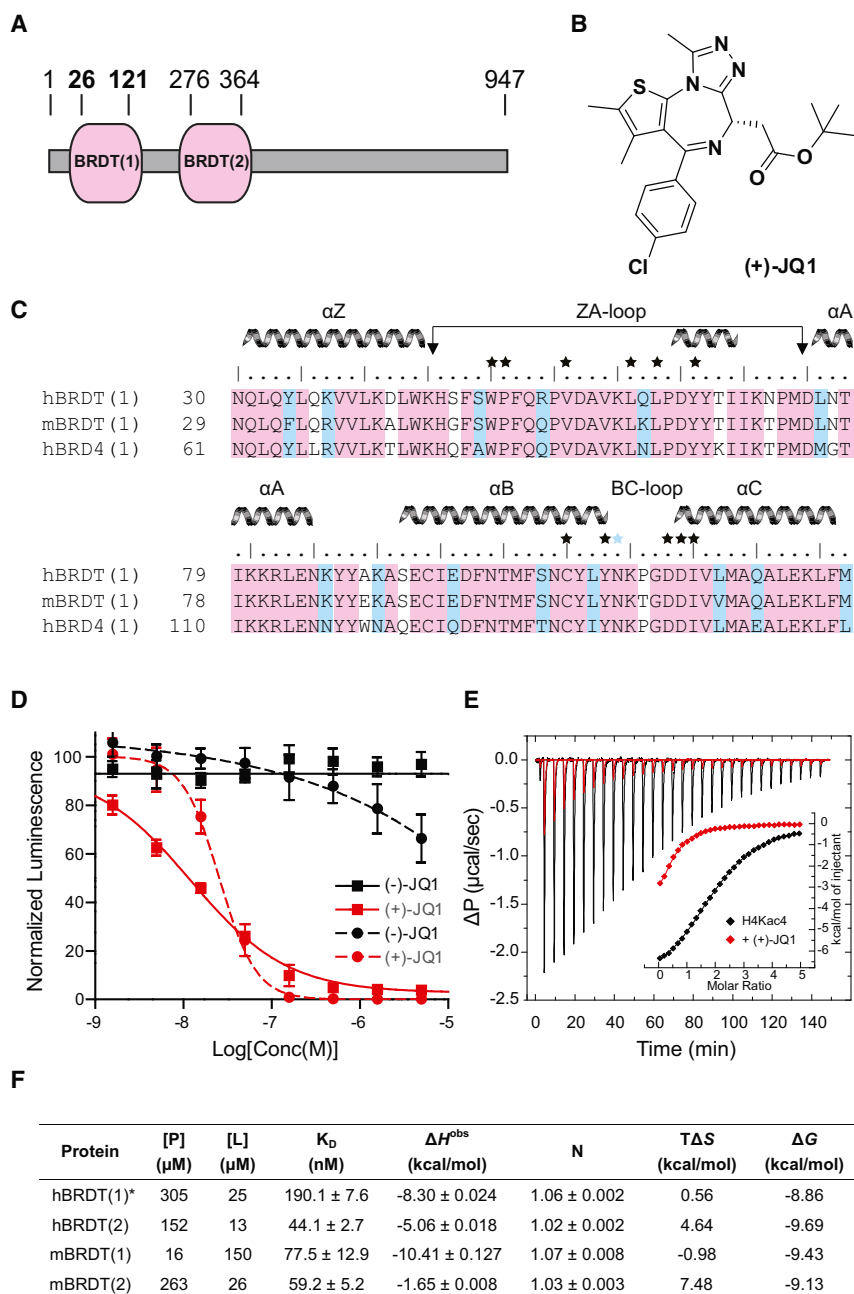

Figure 1. BRDT Inhibition by the BET Bromodomain Inhibitor JQ1

(A) Domain diagram of BRDT. Sequence boundaries for recombinant BRDT(1) are shown in bold. (B) Structure of the active (+)-JQ1 enantiomer.

(C) Protein alignment reveals high sequence identity between homologous and orthologous domains. Identical (pink) and similar (blue) residues are highlighted. Major helical elements are depicted above the sequence. The conserved asparagine mediating acetyl-lysine recognition is depicted with a blue star. Contacts between (+)-JQ1 and BRDT(1) are depicted with a black star.

(D) Competitive inhibition of human (squares) and mouse (circles) BRDT(1) binding to synthetic biotinylated H4Kac4 by (+)-JQ1 using proximity detection assays (hBRDT(1) IC₅₀ = 11 nM; mBRDT(1) IC₅₀ = 10 nM).

(E) ITC data for titration of H4Kac4 into hBRDT(1) (black line) or into a 1:0.8 molar mixture of hBRDT(1) and (+)-JQ1 (red line). The inset shows normalized binding enthalpies corrected for heat of dilution as a function of binding site saturation. Solid lines represent a nonlinear least-squares fit using a single-site binding model.

(F) Equilibrium binding constants and binding energies of (+)-JQ1 to human and mouse BRDT bromodomains measured by ITC.

See also [Data S1](#) and [S2](#) and [Table S1](#).

homozygous hypomorphic male mice ([Shang et al., 2007](#)), and a recently published genome-wide association study of idiopathic male infertility identified single-nucleotide polymorphisms of *BRDT* as significantly associated with oligozoospermia or azoospermia in European men ([Aston et al., 2010](#)). These insights establish a compelling rationale to target BRDT for a contraceptive effect.

Recently, we established the feasibility of targeting human bromodomains with acetyl-lysine competitive small molecules ([Filippakopoulos et al., 2010](#)). Our index study described a potent thienodiazepine inhibitor ((+)-JQ1; [Figure 1B](#); K_d = 90 nM) of the

We report here that direct inhibition of BRDT by a small-molecule bromodomain inhibitor exerts a dose- and time-dependent inhibitory effect on spermatogenesis. Structural studies of BRDT(1) bound to JQ1 reveal ligand-receptor shape complementarity and complete occlusion of the acetyl-lysine recognition cavity. These and further biochemical studies establish the molecular mechanism of potent BRDT inhibition observed in vivo, where JQ1 targets meiotic and postmeiotic male germ cells, leading to impaired spermatogenesis and compromised motility. In mating studies, JQ1 accomplishes a complete and reversible contraceptive effect in males without adversely affecting

testosterone levels or mating behaviors and without prompting obvious teratogenic effects in offspring. These results indicate that targeting a developmental epigenetic reader protein with an orally bioavailable small molecule can modulate male fertility for a contraceptive effect.

RESULTS

Molecular Recognition of BRDT by JQ1

To assess competitive binding to BRDT(1), we devised homogeneous, luminescence proximity assays that are capable of quantifying binding of a synthetic, biotinylated tetra-acetylated histone 4 peptide (H4Kac4, residues 1–20) to recombinant epitope-tagged murine or human BRDT(1). Dose-ranging studies of (+)-JQ1 demonstrated potent inhibition of H4Kac4 binding with a half-maximum inhibitory concentration (IC_{50}) value of 10 nM for murine BRDT(1) and 11 nM for human BRDT(1) (Figure 1D). In contrast, the (–)-JQ1 enantiomer was inactive for either ortholog, establishing stereospecific, ligand-competitive binding. To confirm competitive inhibition of the acetyl-lysine binding module, isothermal titration calorimetry (ITC) was performed on human BRDT(1), employing a synthetic H4Kac4 peptide in the presence and absence of (+)-JQ1 (Figure 1E). This peptide was found to bind two protein modules concomitantly with a K_d of 25.5 μ M, in good agreement with published data (Morinière et al., 2009). This interaction was directly inhibited in the presence of (+)-JQ1 that partially saturated the acetyl-lysine binding (ratio 1:0.8) due to solubility limits of the inhibitor. The remaining unoccupied sites bound the H4Kac4 peptide with identical affinity and expected stoichiometry (Table S1). Binding free energies and dissociation constants (K_D) determined by ITC for each bromodomain of human and murine BRDT confirm potent, specific (ratio 1:1) interactions with all domains (K_D = 44–190 nM; Figure 1F). Notably, (+)-JQ1 binds murine BRDT(1) with high ligand efficiency (LE = 0.30), compared to reported inhibitors of protein-protein interactions (Wells and McClendon, 2007).

The mode of binding of (+)-JQ1 to BRDT(1) was established by X-ray crystallography at high-resolution (Figure 2 and Table S2). Similar to the structure of murine BRDT(1) (Morinière et al., 2009), human BRDT(1) exhibits the canonical structural features of a bromodomain, namely a left-handed bundle of four antiparallel α helices (α Z, α A, α B, and α C) and a hydrophobic acetyl-lysine binding pocket defined by interhelical ZA and BC loops (Figures 2A–2C) (Dhalluin et al., 1999). The observed, extraordinary shape complementarity between (+)-JQ1 and BRDT(1) explains the increased potency of (+)-JQ1 compared to the physiologic H4Kac4 ligand. In addition, (+)-JQ1 engages all surface residues analogous to those on murine BRDT(1) mediating molecular recognition of H4K5ac8ac (Figures 2D and 2E) (Morinière et al., 2009). Notable examples include a hydrogen bond linking the triazole ring and the evolutionarily conserved asparagine (Asn109), as well as extensive hydrophobic contacts with the ZA and BC loop regions (Figure 2B). These biochemical and structural studies confirm and explain potent, acetyl-lysine competitive inhibition of BRDT(1) by (+)-JQ1 (hereafter referred to as JQ1).

Testis Bioavailability of JQ1

To test the ability of JQ1 to reach its contraceptive target cells, the testicular bioavailability of JQ1 was assessed by serum and tissue pharmacokinetic analysis. Following a single intraperitoneal (i.p.) dose of JQ1 (50 mg/kg) in male mice, measurements of JQ1 concentration were made in serum, testis, and brain (Figure 3A and Table S3). Overall, JQ1 exhibits excellent testicular bioavailability ($AUC_{testis}/AUC_{plasma}$ = 259%), suggesting preferential distribution into this tissue compartment with rapid (T_{max} = 0.25 hr) and pronounced exposure (C_{max} = 34 μ g/ml). Corroborating barrier permeability by JQ1, nearly uniform blood-brain barrier permeability was observed after single-dose pharmacokinetic studies (AUC_{brain}/AUC_{plasma} = 98%).

JQ1 Impairs Sperm Count and Motility

To determine the possible consequences of blocking BRDT function in vivo, we tested the spermatogenic effects of JQ1 administered to male mice. First, juvenile or adult male mice were administered daily i.p. injections of JQ1 (50 mg/kg once daily [QD]) or vehicle control over a 3 or 6 week period. After drug or vehicle treatment, mice were either sacrificed or mated to females while continuing to receive JQ1. All JQ1-treated males had a significant reduction in testis volume (Figures 3B and 3C). With daily injections of 50 mg/kg JQ1, males treated from 3–6 weeks of age showed a reduction to 75.4% of control, males treated from 6–9 weeks of age showed a reduction to 54.7%, and males treated for 6 weeks with JQ1 (6–12 weeks of age) showed a reduction to 40.6% (Figure 3C). Thus, longer treatment with JQ1 has the most prominent effect on testicular volume.

To examine the effect on sperm production, sperm counts were determined after JQ1 or vehicle treatment. Epididymal sperm number was reduced to 28% of control after 3 weeks of 50 mg/kg daily exposure (3–6 weeks of age) and 11% of control after 6 weeks of treatment (6–12 weeks of age) (Figure 3D). Analysis of sperm motility after 3 weeks of JQ1 (50 mg/kg QD) revealed a significant, 4.5-fold reduction in sperm motility (16.0% for the JQ1-treated versus 72.4% for the control; Figure 3E). Following 6 weeks of daily JQ1, only 5% of the sperm demonstrated progressive motility compared to 85% of sperm from controls (Figure S1). Thus, daily exposure to JQ1 quantitatively reduced sperm number and motility.

Recently, the tolerability of twice-daily administration of JQ1 was reported in a confirmatory study of JQ1 in hematologic malignancies (Mertz et al., 2011). Pharmacokinetic study of twice-daily (BID) JQ1 (50 mg/kg) confirmed excellent penetration of the blood:testis barrier and demonstrated a marked increase in drug exposure in the testis (AUC_{0-24hr} = 96,640 hr $\cdot$ ng/ml; Figure 3F and Table S4), accompanied by apparent partitioning into this compartment ($AUC_{testis}/AUC_{plasma}$ = 236%). With BID injections of JQ1 (JQ1 50 mg/kg), adult males treated for 3 weeks (9–12 weeks) showed reduction in testis weight to 63.3% of controls (Figure 3G). Paralleling the reduction in testis weights, BID treatment resulted in reduction in sperm in the cauda epididymis to 35.6% of the control (Figure 3H), a dramatic 5.8-fold reduction in sperm motility (11.2% for JQ1-treated versus 64.5% for controls; Figure 3I), firmly establishing the tolerability and antispermatogenic effect of BID JQ1 in mice. Altogether,

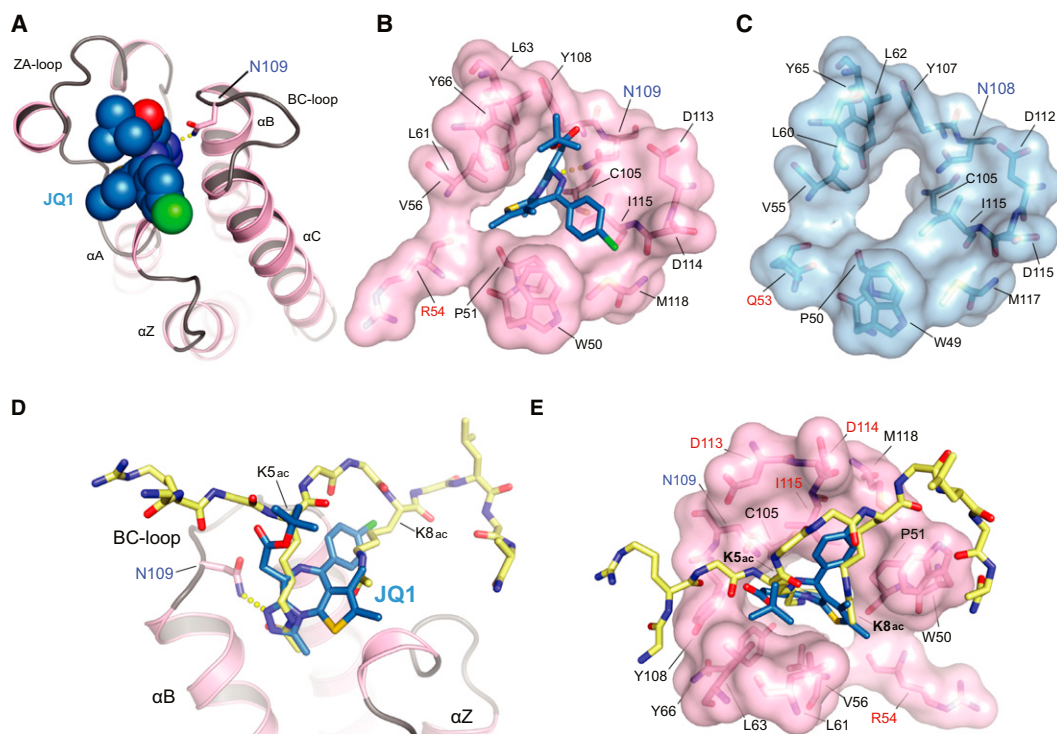

Figure 2. Molecular Recognition of BRDT by JQ1

(A) Crystal structure of the complex of (+)-JQ1 with hBRDT(1). The ligand is shown as a Corey-Pauling-Koltun (CPK) model, and the hydrogen bond formed to the conserved asparagine (N109) is shown as yellow dots. Main secondary structural elements are labeled.

(B) The acetyl-lysine binding pocket of the N-terminal bromodomain of hBRDT is shown as a semitransparent surface with contact residues labeled and depicted in stick representation. Carbon atoms of (+)-JQ1 are colored blue to distinguish them from protein residues. N109 is labeled in blue, and a unique N-terminal residue is shown in red.

(C) The surface structure of the acetyl-lysine recognition pocket of mBrdt(1) is shown in blue, with key residues highlighted in black, N109 highlighted in blue, and a distinct residue shown in red.

(D and E) Competitive binding of JQ1 to the acetyl-lysine recognition pocket of hBRDT(1) illustrated by structural alignment to an acetylated histone peptide binding to mBrdt(1) (PDB: 2WP2). (D) Human BRDT(1) is shown as pink ribbons. JQ1 is shown as blue sticks with colored heteroatoms. N109 is highlighted in blue. The diacetylated histone H4 peptide is shown in yellow with colored heteroatoms. (E) The diacetyl-lysine recognition site on hBRDT is shown as a pink translucent surface over stick representations of critical binding residues. Key contact residues are highlighted in black. JQ1 is shown as blue sticks with colored heteroatoms. N109 is highlighted in blue text. The diacetylated histone H4 peptide is shown in yellow with colored heteroatoms. (D and E) JQ1 completely occupies the hydrophobic pocket which engages the diacetylated peptide.

See also Table S2.

these findings are similar to defects observed in mice deficient in BRDT(1) (Shang et al., 2007).

JQ1 Selectively Targets Male Germ Cells without Affecting Hormone Levels

Based on the observed inhibition of spermatogenesis, we performed further mechanistic studies of BRDT inhibition. Consistent with the reduction in testis volume, the cross-sectional area of seminiferous tubules from testes of males treated daily from 3–6 weeks with JQ1 were 84.9% of controls, males treated from 6–12 weeks with JQ1 were 56.4%, and males treated from 9–12 weeks with JQ1 BID were 65.0% of controls (Figure 3J). Histological examination established a JQ1-dependent decrease in the amount and number of tubules that had obvious and abundant round spermatids and spermatozoa in the lumen (Figures 4A–4H). This was particularly apparent in stage VII tubules, in which a marked reduction in round spermatids was observed in JQ1-treated mice. Of note, mice treated with JQ1

BID for 3 weeks had a 79% reduction in round spermatids in stage VII tubules (112.7 ± 7.4 [controls] versus 23.9 ± 3.6 [JQ1-treated]; $p < 0.0001$). Analysis of epididymides of JQ1-treated males also showed a similar finding in which fewer sperm were observed in the epididymal lumen compared to their abundance in controls (Figure S1). Detailed microscopic analysis of the testes of mice treated with JQ1 revealed seminiferous tubule degeneration, sloughing of germ cells, and multinucleated symplasts (Figures 4F and 4H; black arrows), findings also described in cyclin A1 (*Ccna1*) knockout mice, which are infertile due to a spermatocyte block (Liu et al., 1998). Thus, JQ1 treatment causes a block in spermatogenesis and a resultant reduction in testicular production of spermatozoa.

Because absence of glycoprotein hormone and abrogation of androgen signaling pathways cause male infertility (Matzuk and Lamb, 2008), we measured the serum levels of follicle-stimulating hormone (FSH), luteinizing hormone (LH), and testosterone after treatment with JQ1. Differences in the levels of FSH,

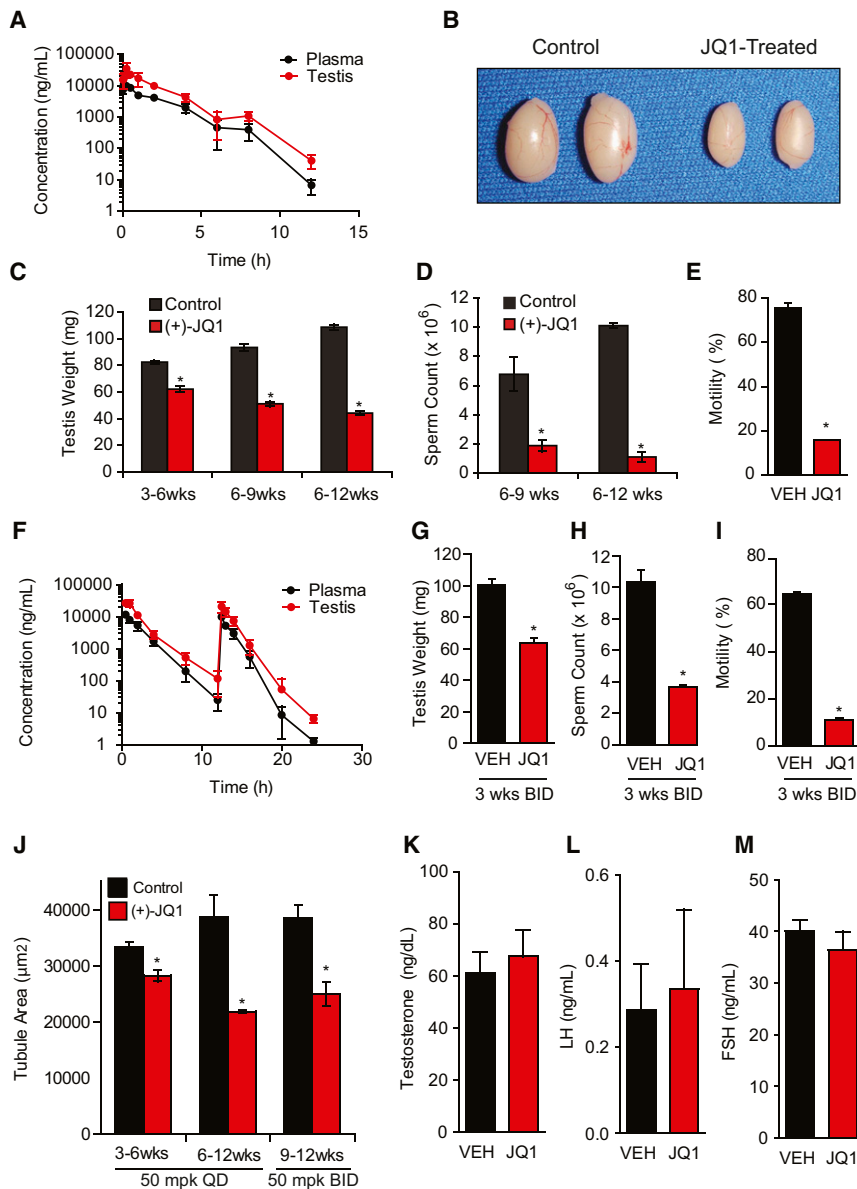

Figure 3. BRDT Inhibition with a Testis-Permeable Small Molecule Reduces Testis Size and Sperm Counts and Motility

(A) Pharmacokinetic analysis of JQ1 in plasma (black lines) and testis (red lines) following a single administration of JQ1 (50 mg/kg IP) to male mice. Data represent the mean $\pm$ SD.

(B) Gross analysis of testes from 9-week-old mice that received control or JQ1 (50 mg/kg daily) for 3 weeks.

(C) Testis weights from mice treated with control or JQ1 (50 mg/kg QD) for 3–6 weeks, 6–9 weeks, or 6–12 weeks of age. Data represent the mean $\pm$ SEM and are annotated with P values obtained from a two-tailed t test (* $p < 0.05$).

(D) Graphical representation of sperm counts obtained from the entire epididymides of males treated with JQ1 or control from 6–9 weeks of age or the tail of the epididymis of males treated from 6–12 weeks of age with vehicle or JQ1 (50 mg/kg QD). Data represent the mean $\pm$ SEM (* $p < 0.05$).

(E) Motility of mature sperm obtained from the cauda epididymis of adult males treated with JQ1 (50 mg/kg daily) from 6–12 weeks of age. Data represent the mean $\pm$ SEM (* $p < 0.0001$).

(F) Pharmacokinetic analysis of JQ1 in plasma (black lines) and testis (red lines) following twice-daily (BID) administration of JQ1 (50 mg/kg IP) to male mice. Data represent the mean $\pm$ SD.

(G) Testis weights (mg) from mice treated with control or JQ1 (50 mg/kg BID) from 9–12 weeks of age. Data represent the mean $\pm$ SEM (* $p < 0.05$).

(H) Sperm counts obtained from the cauda epididymis of males treated from 9–12 weeks of age with vehicle or JQ1 (50 mg/kg BID). Data represent the mean $\pm$ SEM (* $p < 0.05$).

(I) Motility of mature sperm obtained from the cauda epididymis of adult males treated with JQ1 (50 mg/kg BID) or vehicle from 9–12 weeks. Data represent the mean $\pm$ SEM (* $p < 0.001$).

(J) Cross-sectional area of seminiferous tubules from JQ1-treated mice (50 mg/kg QD for 3–6 weeks or 6–12 weeks, or 50 mg/kg BID for 9–12 weeks, as shown) or control (* $p < 0.05$).

(K, L, and M) Male mice treated with JQ1 or vehicle from 6–12 weeks exhibit statistically similar serum levels of (K) testosterone, (L) luteinizing hormone (LH), and (M) follicle-stimulating hormone (FSH).

See also Figure S1 and Tables S3 and S4.

LH, and testosterone were not statistically significant between control and JQ1-treated males (Figures 3K–3M). Likewise, weights of the seminal vesicles, a major androgen-responsive tissue, were similar (Figure S1). These results are consistent with the presence of histologically normal testosterone-producing Leydig cells in JQ1-treated males (Figures 4A and 4B; red arrows). Thus, JQ1 effects are specific to germ cells and do not alter hormone-dependent processes.

Molecular Analysis of the Germ Cell Defects in JQ1-Treated Testes

To molecularly define the consequences of BRDT inhibition by JQ1, we performed genome-wide expression analysis of males

treated with 50 mg/kg JQ1 daily for 6 weeks (6–12 weeks of age). Hierarchical clustering separated samples by treatment assignment and identified 1,685 unique genes enriched or upregulated and 675 unique genes depleted or downregulated (2-fold or greater; Q value < 0.05) with JQ1 exposure (Figure 5A). The broad transcriptional events observed—more than an order of magnitude greater than prior studies of JQ1 (Delmore et al., 2011)—suggested a pronounced effect on multistage differentiation more than selective effects on discrete transcriptional programs. Multiple germ-cell-expressed genes were suppressed upon treatment with JQ1, including *Ccna1* (expressed in pachytene spermatocytes), *Msy2* (pachytene spermatocytes and postmeiotic germ cells), polo-like kinase 1 (*Plk1*; diplotene and diakinesis

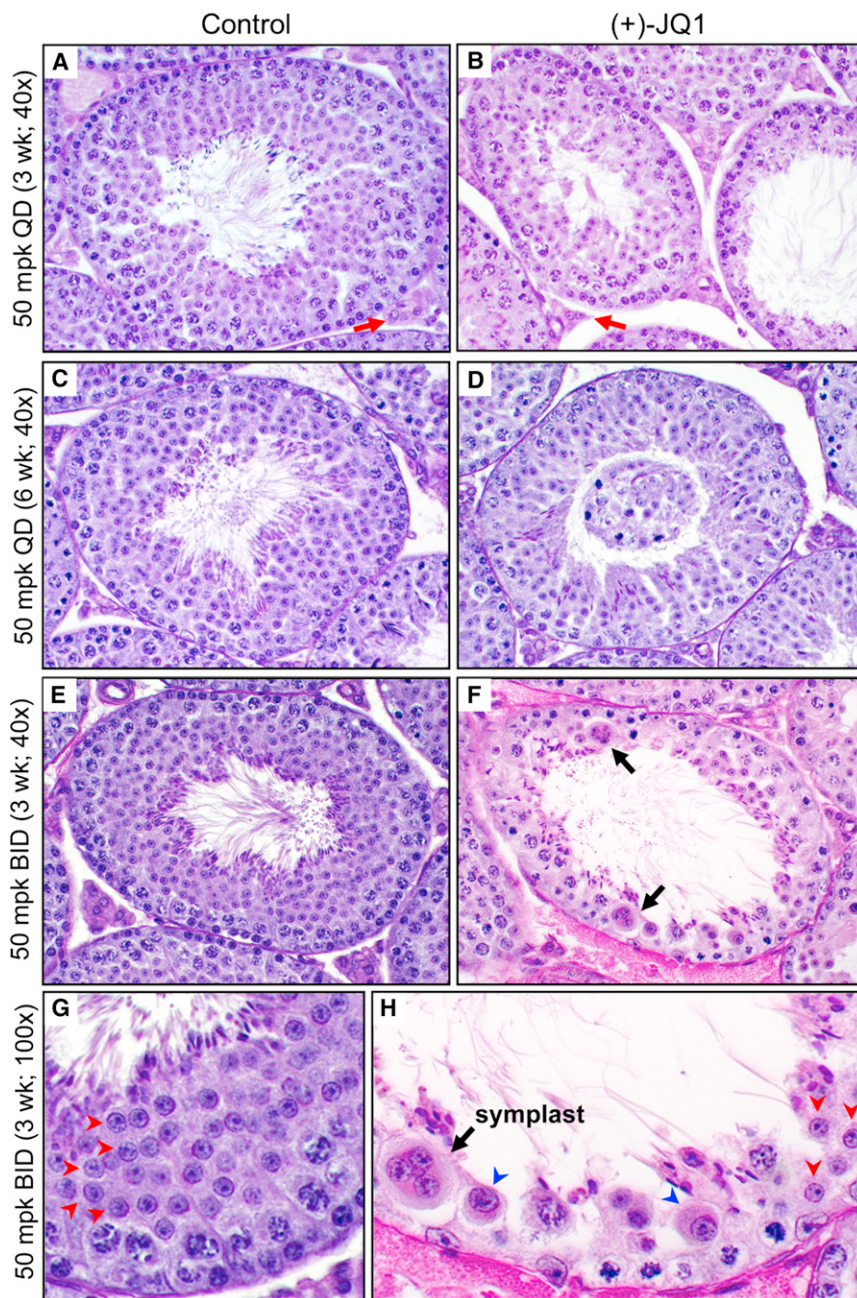

Figure 4. Histological Analysis of the Anti-spermatogenic Effects of JQ1

(A and B) Histology of stage VII seminiferous tubules of testes of 6-week-old mice treated with (A) vehicle control or (B) JQ1 (50 mg/kg QD) from 3–6 weeks of age (40× magnification). Red arrows indicate intertubular Leydig cell islands.

(C and D) Histology of stage VII seminiferous tubules of 12-week-old mice treated with (C) control or (D) JQ1 (50 mg/kg QD) from 6–12 weeks. A large mass of sloughed epithelium is observed in the lumen of the tubule in (D).

(E–H) Histological analysis of testis tubules from 12-week-old mice treated with vehicle control (E, 40×; G, 100×) or JQ1 (50 mg/kg BID) (F, 40×; H, 100×) for 3 weeks. Whereas the stage VII tubules of the control show an abundance of round spermatids (red arrowheads, G), only a few normal appearing round spermatids are evident in (H) after JQ1 treatment. Abnormal spermatids with large nuclei and abundant cytoplasm (blue arrowheads) and symplasts (black arrows in F and H) are also observed.

To determine the stages of spermatogenesis at which JQ1 functions, we then queried these data with functionally defined gene sets reflecting early (pachytene spermatocyte) or late (spermatid) transcriptional signatures (Schultz et al., 2003) and observed coordinate depletion (normalized enrichment score [NES] = −2.5 to −2.1; $p < 0.001$) in three independent modules by gene set enrichment analysis (GSEA).

Our expression profiling results were confirmed and extended by gene-specific RT-PCR (Figure 5D and Table S6). Genes expressed early in spermatogenesis such as *Plzf*, a spermatogonial marker, and *Stra8*, expressed in differentiating spermatogonia and preleptotene spermatocytes, are 2.0- and 1.3-fold enriched, respectively, in testes of JQ1-treated mice compared to controls. In addition to *Ccna1*, *Msy2*, *Plk1*, *Aurkc*, and *Akap4*, other key genes expressed during meiosis

or spermiogenesis, including *Brdt* (mid- to late-spermatocytes), *Papalb* (step 1–7 round spermatids), *Klf17* (step 4–7 spermatids), and *Prm1* (step 7–16 spermatids), are 2.1- to 7.3-fold lower in testes of mice treated with JQ1 versus control. Unlike the *Brdt* mutant mouse (Shang et al., 2007), in which pachytene spermatocyte-expressed gene *Hist1h1t* is upregulated, JQ1 treatment leads to a 2.6-fold downregulation of this gene, in line with suppression of *Brdt*, *Ccna1*, *Msy2*, and *Plk1*. This difference is likely secondary to enhanced blockade of BRDT function by JQ1 in spermatocytes compared to the *Brdt* hypomorphic mouse.

To further characterize the consequences of these molecular changes, we performed histological analysis of zona pellucida

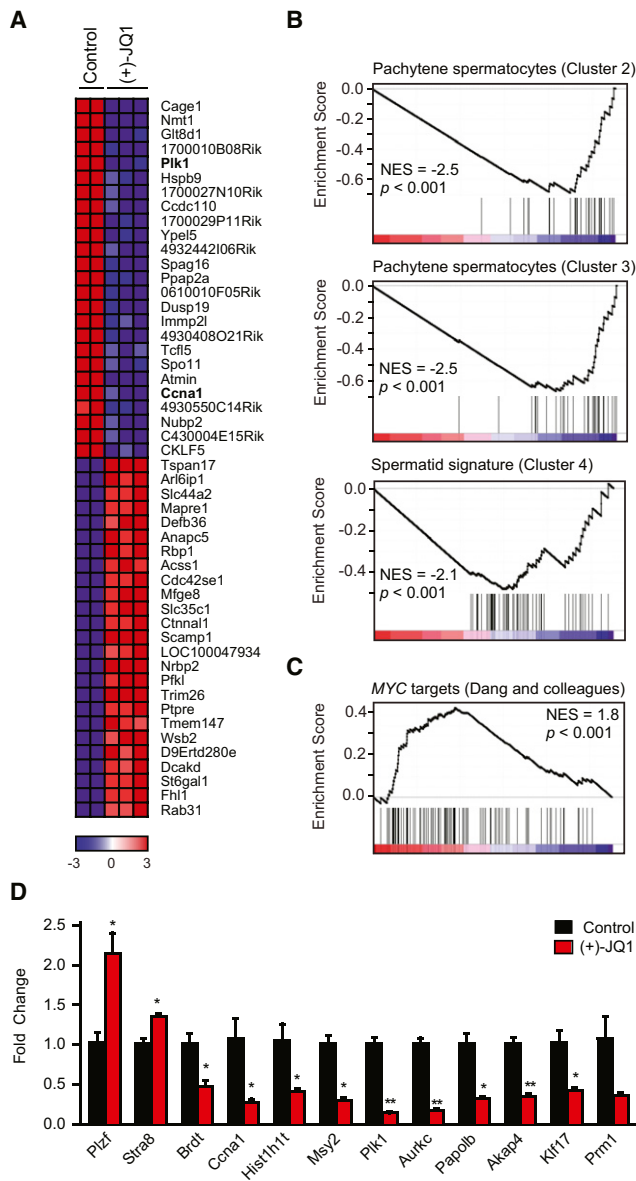

Figure 5. Selective Depletion of Germ Cell Transcripts by JQ1

(A) Heatmap representation of the top 25 down- and upregulated genes (Q < 0.05) following treatment of male mice with JQ1 (50 mg/kg from 6–12 weeks). *Plk1* and *Ccna1* (bold) are downregulated by JQ1 exposure.

(B) GSEA of three spermatogenesis gene clusters (Schultz et al., 2003) in the testicular transcriptional profile of JQ1-treated males.

(C) GSEA of a canonical MYC-dependent gene set (Zeller et al., 2003) in the testicular transcriptional profile of JQ1-treated male mice.

(D) Quantitative RT-PCR analysis of males treated from 6–12 weeks of age with JQ1 or vehicle. The mouse genes are *Plzf* (promyelocytic leukemia zinc-finger or *Zbtb16*), *Stra8* (stimulated by retinoic acid gene 8), *Brdt* (bromodomain, testis-specific), *Ccna1*, *Hist1h1t* (histone cluster 1, histone 1, testis-specific), *Msy2* (Y box protein 2 or Ybx2), *Papalb* (poly (A) polymerase β or Tpap), *Klf17* (Kruppel-like factor 17 or Zfp393), and *Prrm1* (protamine 1). Data represent the mean $\pm$ SEM and are annotated with p values as obtained from a two-tailed t test (*p < 0.05; **p < 0.001; the p value for *Prrm1* is 0.06).

See also Tables S5 and S6.

binding protein 1 (ZBPB1) and transition protein 2 (TNP2). ZBPB1 is an acrosomal matrix protein first detected in round spermatids as the acrosome forms (Lin et al., 2007), and TNP2 is expressed in the nuclei of step 10–15 spermatids during histone-to-protamine transition (Zhao et al., 2004). Consistent with transcriptional analysis, JQ1 treatment for 3 or 6 weeks reduced the number of round spermatids, elongating spermatids, elongated spermatids, and spermatozoa that are positive for ZBPB1 (Figures 6A–6D and S2) and TNP2 (Figures 6E and 6F and S2). Depending on the severity of the cellular loss in any specific tubule, JQ1 treatment caused variable losses of spermatocytes positive for GASZ (Figure S2), a piRNA pathway protein expressed in pachytene spermatocytes in adults (Ma et al., 2009). The significant effect of JQ1 on the seminiferous tubule compartment confirms the transfer of JQ1 across the blood:testis boundary to alter spermatogenesis.

The Bradner laboratory has demonstrated a pronounced antimitotic effect of JQ1 on dividing cancer cells (Delmore et al., 2011; Filippakopoulos et al., 2010). In BRD4-dependent cancers, the antitumor efficacy of JQ1 is associated with G1 cell-cycle arrest. Toxicity to proliferative compartments such as bone marrow or bowel has not been observed. To firmly exclude a BRD4-mediated, nonspecific antimitotic effect of JQ1 in testes, we stained testis sections for phosphorylated serine 10 of histone H3 (pH3Ser10), which accumulates in the nuclei of mitotic spermatogonia during chromatin condensation. Changes in pH3Ser10 are not seen, supporting a selective effect of JQ1 on spermatocytes and during spermiogenesis (Figures 6G and 6H). Further supporting a nontoxic effect of JQ1 on spermatogonia, quantitative microscopic analysis failed to identify any statistically significant decrease in the abundance of cyclin-D1-positive nuclei or any increase in TUNEL-positive cells (Figure S3).

In translational models of solid and hematologic malignancies, the cancer-specific antiproliferative activity of JQ1 has been mechanistically linked to addiction to the *BRD4* proto-oncogene (Filippakopoulos et al., 2010) or oncogenic *MYC* (a BRD4 target gene) (Delmore et al., 2011; Zuber et al., 2011). In cancer models, BET bromodomain inhibition by JQ1 results in the coordinated downregulation of the Myc transcriptional program (Delmore et al., 2011; Zuber et al., 2011). Though *Myc* is expressed in type B spermatogonia and early prophase spermatocytes (Wolfes et al., 1989), JQ1 exposure did not suppress the expression of MYC target genes, as assessed by GSEA using the functionally defined MYC signature validated by Dang and colleagues (Figure 5C) (Zeller et al., 2003). Paradoxically, MYC-dependent genes trended toward increased expression (NES = 1.8; p < 0.001), possibly due to enrichment of spermatogonial RNA amidst depletion of spermatids and spermatozoa. Together, these orthogonal measurements of spermatogonial transcription, appearance, and function rule out a nonspecific antiproliferative effect of JQ1 on BET bromodomains within mitotic germ cells.

BRDT Inhibition Confers a Reversible Contraceptive Effect in Males

To determine the effects of alternative JQ1 treatment regimens on the fertility of male mice, JQ1 (50 mg/kg/day) and vehicle

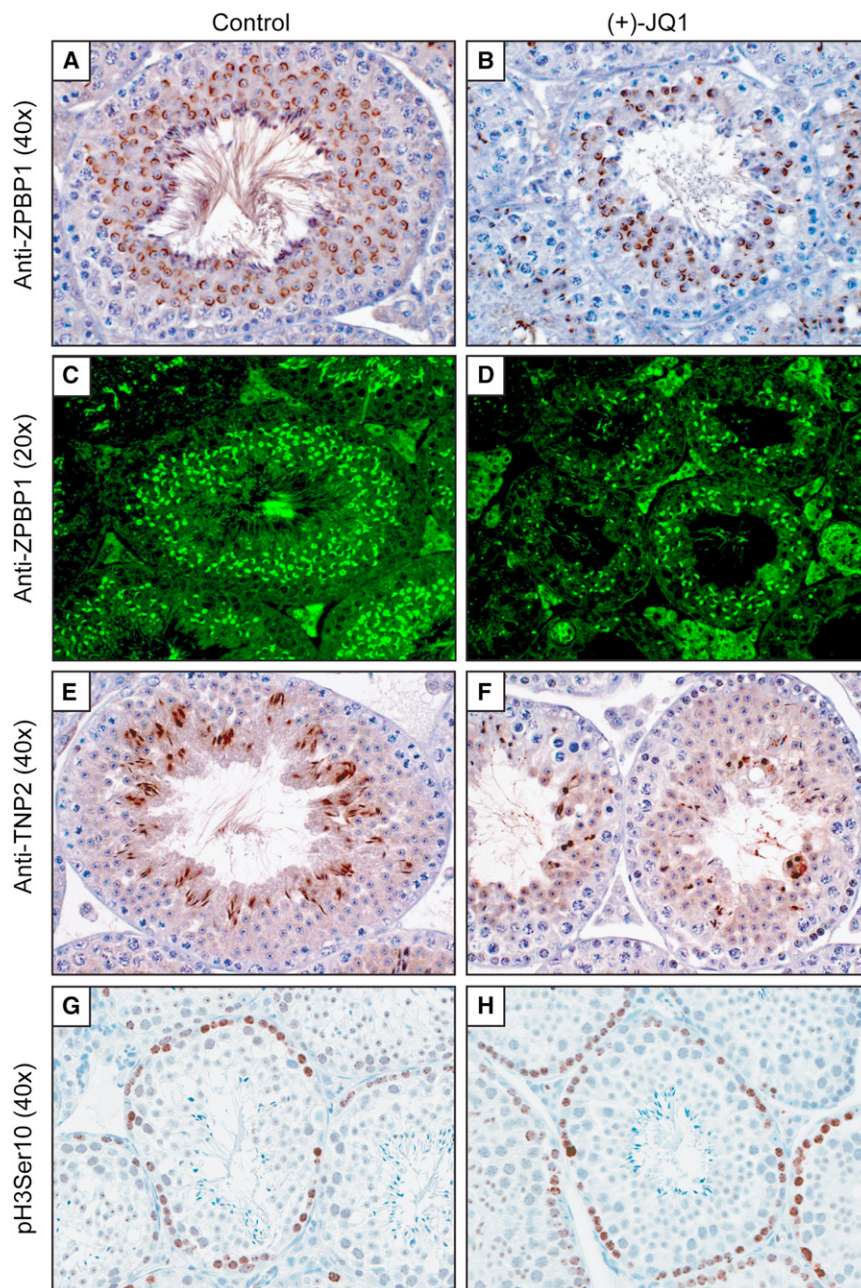

Figure 6. Histological Evidence of Antispermato-genic Effects of JQ1

(A and B) Immunohistochemical analysis (40 $\times$) of ZPBP1 in stage VII seminiferous tubules of males treated daily from 6–12 weeks with (A) vehicle or (B) JQ1.

(C and D) Immunofluorescence analysis (20 $\times$) of ZPBP1 in testis tubules of males treated BID from 9–12 weeks with (C) vehicle or (D) JQ1.

(E and F) Immunohistochemical analysis (40 $\times$) of TNP2 in testis tubules of males treated BID from 9–12 weeks with (E) vehicle or (F) JQ1.

(G and H) Exposure to JQ1 has no effect on mitotic progression or meiotic chromatin condensation, as determined by histone 3 phosphoserine 10 (pH3Ser10) staining of testis tubules of males treated daily from 6–12 weeks with (G) vehicle or (H) JQ1.

See also [Figures S2 and S3](#).

sired offspring (only six litters of offspring and a reduced number of pups). For the three JQ1-treated males that had not yet sired offspring, these mice demonstrated normal mating behavior as evident by the presence of copulation plugs. Thus, even at a low dose of JQ1, there is a partial contraceptive effect.

As the mice appeared to be healthy at 50 mg/kg/day of JQ1, we escalated the dosage of JQ1 in the second mating month to 75 mg/kg/day. The male mice appeared to fall into two groups: those that show a contraceptive effect with 50 mg/kg/day followed by 75 mg/kg/day ([Figure 7A](#)) and those that still produced at least one litter under this lower-dose regimen ([Figure 7B](#)). For the three mice that were most responsive to the low-dose regimen, only one was able to sire a litter of two offspring (born on the first day of month 2). For the latter group, the four males that sired offspring were treated in mating month 3 with 50 mg/kg twice per day. These males were not observed to sire any offspring in month

3 ([Figure 7B](#)). Thus, depending on individual variability of each of the males, total daily dosages between 50 and 100 mg/kg can produce a complete contraceptive effect in male mice.

To assess the reversibility of the JQ1-induced contraceptive effect, we examined whether fertility returned after JQ1 treatment was halted. Among the three infertile mice treated with the low-dose regimen, infertility remained complete at 1 month of recovery (mating month 3), indicating a durable effect of JQ1 on spermatogenesis. However, in mating month 4, all three males sired offspring with a statistically similar number of pups per female as observed for the controls ([Figure 7A](#)). The average days to effective copulation was estimated to be 31.7 ± 6.0 days

control were each delivered to 10 male mice for 6 weeks. To ensure that JQ1 and vehicle were having proper effects, three males from each group were sacrificed and were shown to have reduced testis size (control: 107.4 ± 8.8 ; JQ1: 62.8 ± 7.5 mg; $p < 0.05$), sperm counts (control: $12.3 \pm 0.6 \times 10^6$; JQ1: $3.8 \pm 0.3 \times 10^6$; $p < 0.0001$), and sperm motility (control: $72.4 \pm 2.5\%$; JQ1: $16.0 \pm 0.1\%$; $p < 0.0001$). After this pretreatment period, the remaining seven JQ1-treated and seven control males were mated continuously to two adult females per male while continuing to receive JQ1 or vehicle. After the first month of breeding, the seven control males had sired 14 litters of offspring. However, only four of the seven JQ1-treated males

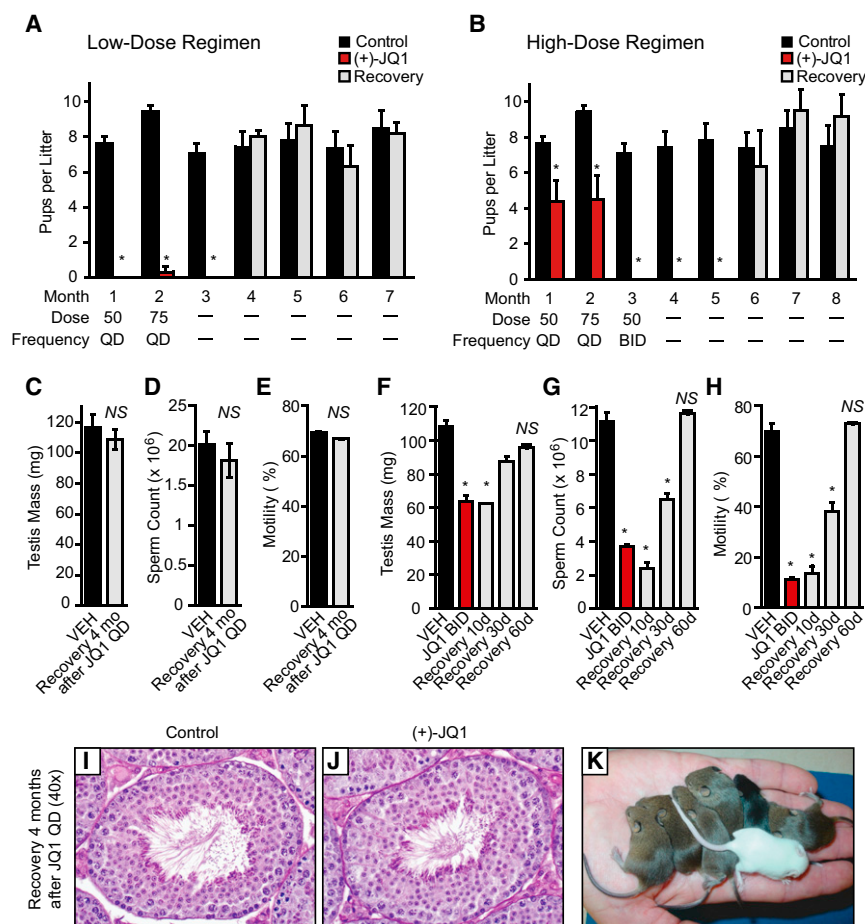

Figure 7. BRDT Inhibition with JQ1 Causes a Reversible Contraceptive Effect in Male Mice

(A) Adult males were pretreated for 6 weeks with vehicle control ($n = 7$) or JQ1 (50 mg/kg QD; $n = 3$) and then caged continuously with two females each while continuing 50 mpk QD for month 1 and escalating to 75 mpk QD for month 2. JQ1 treatment was stopped at the end of month 2 of mating. Graphical representation of pups born in each month to the females reveals a contraceptive effect evident in months 1–3 (data represent mean $\pm$ SEM; $*p < 0.001$) and durable restoration of fertility at month 4.

(B) Adult males were pretreated for 6 weeks with vehicle ($n = 7$) or JQ1 (50 mg/kg QD; $n = 4$) and then caged continuously with two females each while continuing 50 mg/kg QD for month 1, escalating to 75 mg/kg QD for month 2, and further escalating to 50 mg/kg BID for month 3. JQ1 treatment was stopped at the end of month 3 of mating. Graphical representation of pups born in each month to the caged females reveals a complete contraceptive effect evident in months 3–5 (data represent mean $\pm$ SEM; $*p < 0.001$) and durable restoration of fertility at month 6.

(C–E) Graphical representation of (C) testis mass (mg), (D) sperm count, and (E) sperm motility of adult control males ($n = 3$) and JQ1-treated males ($n = 3$) following a 4 month recovery from the low-dose regimen shown in (A) (data represent mean $\pm$ SEM; NS, not significant).

(F–H) Graphical representation of (F) testis mass, (G) sperm count, and (H) sperm motility of adult control males ($n = 4$) and JQ1-treated males after 3 weeks of 50 mg/kg BID treatment ($n = 2$), as well as following 10 days ($n = 2$), 30 days ($n = 2$), and 60 days ($n = 2$) of recovery from the high-dose (B) regimen (data represent mean $\pm$ SEM; $*p < 0.05$).

(I and J) Microscopic analysis of seminiferous tubules from (I) control and (J) JQ1-treated males following 4 months of recovery reveals complete histological recovery.

(K) Litter sizes and pups born following JQ1 cessation are normal. See also Figure S4.

(range: 26–38 days) based on the birth of the first litters after treatment was stopped and the 19 day gestation period of mice. After a total mating period of 7 months (i.e., 4 months after halting the low-dose regimen), testis volume, seminiferous tubule area, testis histology, sperm motility, and sperm counts were statistically similar to the control group (Figures 7C–7E and S4), consistent with fully recovered fertility. Thus, mice treated with JQ1 at 50 mg/kg/day and then 75 mg/kg/day recover fertility within 6 weeks of withholding the drug and show no long-term effects of JQ1 treatment. For the mice that required escalation to the high-dose regimen (50 mg/kg BID), JQ1 was halted after the first month of this treatment (i.e., treatment month 3). In months 4 and 5, these males failed to sire offspring (Figure 7B). However, all JQ1-treated males sired offspring in month 6 and sired similar litter sizes as controls in months 6–8. The average days to effective copulation for this cohort was estimated to be 65.7 ± 7.7 days (range: 58–81 days). Thus, longer JQ1 treatment and/or the increased dosage of JQ1 resulted in an extended (~ 1 month) period of infertility.

To more precisely determine the integrity and function of the testes and spermatozoa following withdrawal of JQ1 therapy, two additional independent experiments were performed. In the first experiment, JQ1-treated adult male mice were examined at the end of 6 weeks of treatment (50 mg/kg/day) or after 2 or 4 months following cessation of therapy. After 2 months, the testis weight and sperm counts and motility were increased, and after 4 months, the weights and sperm parameters approached normal levels (Figure S4). Histologically, seminiferous tubules of JQ1-treated mice are indistinguishable from controls (Figures 7I and 7J). In the second experiment, a cohort of mice was treated with vehicle or 3 weeks of high-dose JQ1 (50 mg/kg BID). Mice were sacrificed at 3 weeks of treatment and 10, 30, and 60 days after JQ1 withdrawal. Males treated with high-dose JQ1 continue to show defects in testicular parameters 30 days after halting treatment but exhibit complete recovery of all parameters within 60 days (Figures 7F–7H), consistent with the documented recovery of fertility. Thus, depending on duration and overall dosage of JQ1, testicular and semen parameters normalize within 1–3 months to allow productive copulation and return of fertility.

Lastly, offspring that were born from JQ1-treated males showed normal size, activity, and behavior as offspring born from controls (Figure 7K and data not shown). When offspring from vehicle and JQ1-treated fathers were allowed to mate with adult females (2 females/cage) at 6 weeks of age, both sets of males ($n = 6$ for each group) displayed normal mating behavior, sired offspring from each female, and produced statistically similar litter sizes from matings over the first month (control: 7.73 ± 0.70 pups/litter; JQ1: 7.50 ± 0.34 pups/litter). At 11 weeks of age, the testis weights (control: 98.7 ± 2.8 mg; JQ1: 95.8 ± 3.2 mg), sperm counts (control: $11.8 \pm 0.3 \times 10^6$; JQ1: $11.2 \pm 0.6 \times 10^6$), and sperm motility (control: $69.5 \pm 1.7\%$; JQ1: $69.8 \pm 1.3\%$) of the offspring were statistically similar. Together, these findings indicate that JQ1 did not have any long-term transgenerational effects on testis physiology or reproductive capacity.

DISCUSSION

Using a highly potent and selective chemical probe, our studies provide pharmacologic validation of the amino-terminal bromodomain of BRDT as a target for male contraception. JQ1 emerges as a lead compound for a new class of drugs that can cross the blood:testis boundary, inhibit bromodomain activity during spermatogenesis, impair sperm generation and motility, and produce a reversible contraceptive effect in mammals. These data support JQ1 as the first contraceptive agent that selectively and reversibly targets the male germ cell.

Modulation of chromatin structure during spermatogenesis by an inhibitor of an epigenetic reader protein, such as BRDT, raises concern for epigenetic developmental abnormalities in progeny born to animals on treatment or following cessation. To date, we have not identified any anomalous phenotypes in offspring during or following exposure to JQ1. Targeting the male germ cell might raise concern for irreversible toxicity and resultant infertility. We have only observed full recovery of fertility in treated males; testis size, seminiferous tubule diameter, histological appearance, sperm number and motility, and fertility of JQ1-treated males recover to the levels of controls (Figures 7 and S4). These observations are consistent with the restricted expression of the BRDT target in pachytene spermatocytes through round spermatids and with the function of BRDT in these stages to promote spermatogenesis. Indeed, the phenotype of mice treated with JQ1 closely resembles the seminal findings by Wolgemuth and colleagues in the characterization of BRDT(1) hypomorphic mice (Shang et al., 2007). We cannot rule out that some of effects of JQ1 are through inhibition of other members of the BET subfamily that are also expressed in murine testes (e.g., BRD4 [mRNA expressed in spermatogonia], BRD2 [diplotene spermatocytes], and BRD3 [round spermatids]) (Shang et al., 2004). However, the mitotic status of spermatogonia is unaltered in the JQ1-treated males, and we do not observe end-organ toxicity in testis or other tissues in mice, such as the gastrointestinal mucosa, suggestive of a generalized antimitotic effect, as might be expected with inhibition of BRD4 (Dey et al., 2003). Unequivocally, JQ1 is a BET family inhibitor that exerts its contraceptive effect on the male germline during the peak of expression of BRDT.

This chemical genetic study of bromodomain inhibition for male contraception provides pharmacologic target validation, encourages further drug development efforts, and offers insights guiding and enabling pharmaceutical BRDT inhibitor development. As this index study closely examines effects on human and murine BRDT, further study of additional species may be relevant for drug development. Toward this objective, we have completed preliminary studies of JQ1 in rats in which we have observed excellent pharmacologic exposure to JQ1 by i.p. injection (Figure S5A and Table S7) and have identified a tolerated dose (10 mg/kg BID), which is effective in reducing testis mass, sperm count, and motility (Figures S5B–S5D), accompanied by comparable histological evidence of impaired spermiogenesis (Figure S5E). For a chemical probe intended for laboratory research, JQ1 has excellent drug-like properties yet possesses a short terminal elimination half-life. Pharmacokinetic studies performed herein demonstrate that excellent drug exposure can be accomplished with twice-daily administration. The observed complete contraceptive effect of JQ1 when given twice daily suggests that more continuous inhibition of BRDT-dependent effects on spermatogenesis may be required for clinical translation of this research.

We are currently creating and testing the effects of JQ1 derivatives possessing selectivity for BRDT to extend the favorable therapeutic window of BRDT inhibition for male contraception. Recently described tool compounds of BET bromodomains provide divergent putative scaffolds for lead optimization (Chung et al., 2011; Dawson et al., 2011; Nicodeme et al., 2010). Compounds that demonstrate higher affinity and specificity for BRDT would be expected to reduce any possible long-term, adverse effects of a pan-BET bromodomain inhibitor. Structural and sequence comparisons of BRDT(1) and BRD4(1) reveal differences in surface residues that may be explored to develop further isoform-selective BET inhibitors. Because human and mouse BRDT proteins are highly conserved and have nearly identical bromodomain pockets based on our structural predictions, we envision that our discoveries can be completely translated to men, providing a novel and efficacious strategy for a male contraceptive.

EXPERIMENTAL PROCEDURES

(+)-JQ1

The direct-acting, small-molecule bromodomain inhibitor was prepared as described (Filippakopoulos et al., 2010).

Protein Cloning

cDNA-encoding BRDT (human: NCBI accession number AAB87862.1, obtained from FivePrime; murine: NCBI accession number EDL20168.1, obtained from Dr. Saadi Khochbin) was used as template to PCR amplify the N-terminal bromodomain regions of human and murine BRDT. PCR products were isolated and subcloned into a pMCSG7-derived expression vector (pNIC28-Bsa4), using ligation-independent cloning. The constructs (hBRDT(1) 21–137, hBRDT(2) 257–382, mBRDT(1) 23–133, and mBRDT(2) 257–383) were transformed into competent Mach1 cells (Invitrogen, UK) to yield the final plasmid.

BRDT Proximity Assay

AlphaScreen assays were performed on an Envision 2104 instrument with minor modifications from the manufacturer's protocol (PerkinElmer, USA).

Isothermal Titration Calorimetry

Isothermal titration calorimetry (ITC) was carried out on a VP-ITC titration microcalorimeter from MicroCal, LLC (Northampton, MA). Dissociation constants and thermodynamic parameters are listed in Figure 1.

Crystallization of BRDT and (+)-JQ1

BRDT(1) crystallizations were carried out using the sitting drop vapor diffusion method at 4°C using a mosquito crystallization robot (TTP Labtech, Royston, UK). Data collection and refinement statistics can be found in Table S2. The model and structure factors have been deposited with PDB accession code: 4FLP.

Mouse Contraceptive Studies

(+)-JQ1 was dissolved in DMSO at 50 mg/ml, 75 mg/ml, or 100 mg/ml and then diluted 1:10 in 10% (2-Hydroxypropyl)- β -cyclodextrin (Sigma-Aldrich) or 20% Captisol (CYDEX, Lenexa, KS). The mixture was injected i.p. into male mice at 1% of the body weight (50 mg/kg or 75 mg/kg) or 0.5% of the body weight for the 50 mg/kg BID injections. The control was DMSO dissolved 1:10 in 10% (2-Hydroxypropyl)- β -cyclodextrin or 20% Captisol and injected similarly. Juvenile or adult C57BL6/J/129S5 hybrid mice for these studies were weighed daily before injections and fed ad libitum.

For mating studies, males were pretreated for 6 weeks with vehicle or JQ1 and caged continuously with two females each while continuing 50 mpk QD for month 1 and escalating to 75 mg QD for month 2. The JQ1-treated males that were responsive to this “low-dose” treatment regimen were allowed to recover untreated while continuing to breed to 2 females per cage through 7 months of continuous breeding. Males that continued to sire offspring in month 2 were treated in month 3 of breeding with 50 mg/kg BID (“high-dose” regimen), and JQ1 treatment was stopped for these males and controls while continuing to breed to 2 females per cage through 8 months of continuous breeding. Cages were checked daily, and offspring born per each female were recorded.

For the recovery studies, males were sacrificed post-JQ1 and control treatment, and testis and sperm parameters were determined. These studies were approved by the Administrative Committee on Laboratory Animal Care at Baylor College of Medicine, and all experiments were conducted in accordance with the NIH guide for the Care and Use of Laboratory Animals.

Histology and Measurement of Testis Seminiferous Tubule Area

Testes and epididymides were fixed in Bouin's solution and processed for sectioning. Digital images of cross-sections were captured, and 25 tubules were randomly selected for each sample. Seminiferous tubule area was determined using NIH Image J software. The mean $\pm$ SEM of the tubule area for each treatment group was calculated, and comparisons between control and JQ1 treatment groups were made using a *t* test.

Epididymal Sperm Counts and Motility

Counts were performed on spermatozoa isolated from the entire epididymis or from the caudal epididymis of mice as described (Roy et al., 2007). In brief, epididymides were dissected and placed in prewarmed M2 medium, minced, and incubated at 37°C for 30 min in a CO₂ incubator prior to counting and analysis of sperm motility.

Gene Expression Analyses

Total RNA from mouse testes was isolated using TRIzol reagent (Invitrogen) and processed for Illumina gene expression analysis or QPCR.

ACCESSION NUMBERS

Atomic coordinates and structure factors for the reported crystal structure of BRDT(1) with JQ1 have been deposited with the Protein Data Bank under accession code 4FLP. Gene expression data were deposited in the GEO database with accession GSE37894.

SUPPLEMENTAL INFORMATION

Supplemental Information includes Extended Experimental Procedures, five figures, two data files, and seven tables and can be found with this article online at <http://dx.doi.org/10.1016/j.cell.2012.06.045>.

ACKNOWLEDGMENTS

We are grateful to Drs. J. Brown and J. Plutzky for pharmacodynamic data; Dr. A. Roy for advice on the spermatozoa assays; Y. Vasquez and Dr. Z. Yu for technical help; J. Marineau, K. Shaw, and W. Smith for support of peptide synthesis; Dr. S. Kistler for the generous gift of the anti-TNP2 antibody; and Dr. S. Khochbin for helpful comments. These studies were supported, in part, by the Eunice Kennedy Shriver NICHD/NIH through cooperative agreement U01-HD060496 as part of the Cooperative Program in Male Contraception; an Alkek Award for Pilot Projects in Experimental Therapeutics; and a grant from the Fidelity Foundation (to M.M.M.), the Burroughs Wellcome Fund, the NIH (K08CA128972), the Smith Family Foundation, and Damon-Runyon Cancer Research Foundation (to J.E.B.). The SGC is a registered charity (number 1097737) that receives funds from the CIHR, Canada Foundation for Innovation, Genome Canada, GlaxoSmithKline, Pfizer, Eli Lilly, Abbott, Takeda, Novartis Research Foundation, Ontario Ministry of Research and Innovation, and Wellcome Trust. P.F. is supported by a Wellcome Trust Career Development Fellowship (095751/Z/11/Z). Serum FSH, LH, and testosterone analyses were performed at the University of Virginia Center for Research in Reproduction Ligand Assay and Analysis Core supported by NICHD (SCCPRR) grant U54-HD28934. Baylor College of Medicine and Dana-Farber Cancer Institute have filed patent applications on technologies relating to this work, which have been licensed to Tensha Therapeutics.

M.M.M. and J.E.B. designed the study, performed experiments, analyzed data, prepared the manuscript, and supervised the research. M.R.M. designed the BRDT biochemical assays, analyzed tissue histology, and analyzed data. P.F., S.P., and S.K. prepared purified protein, performed crystallographic studies, and analyzed data. Q.L., L.M., and J.E.A. performed mating studies and collected tissues for histologic, sperm, and RNA analyses. M.E.L. performed gene expression analyses. R.N.Y. performed developmental studies and sperm phenotyping. J.Q. performed the scaling synthesis of (+)-JQ1. All authors edited the manuscript.

Received: December 16, 2011

Revised: May 2, 2012

Accepted: June 30, 2012

Published: August 16, 2012

REFERENCES

- Aitken, R.J., Baker, M.A., Doncel, G.F., Matzuk, M.M., Mauck, C.K., and Harper, M.J. (2008). As the world grows: contraception in the 21st century. *J. Clin. Invest.* 118, 1330–1343.
- Aston, K.I., Krausz, C., Laface, I., Ruiz-Castan , E., and Carrell, D.T. (2010). Evaluation of 172 candidate polymorphisms for association with oligozoospermia or azoospermia in a large cohort of men of European descent. *Hum. Reprod.* 25, 1383–1397.
- Berkovits, B.D., and Wolgemuth, D.J. (2011). The first bromodomain of the testis-specific double bromodomain protein Brdt is required for chromocenter organization that is modulated by genetic background. *Dev. Biol.* 360, 358–368.
- Dawson, M.A., Prinjha, R.K., Dittmann, A., Giotopoulos, G., Bantscheff, M., Chan, W.I., Robson, S.C., Chung, C.W., Hopf, C., Savitski, M.M., et al. (2011). Inhibition of BET recruitment to chromatin as an effective treatment for MLL-fusion leukaemia. *Nature* 478, 529–533.
- Delmore, J.E., Issa, G.C., Lemieux, M.E., Rahl, P.B., Shi, J., Jacobs, H.M., Kastiris, E., Gilpatrick, T., Paranal, R.M., Qi, J., et al. (2011). BET bromodomain inhibition as a therapeutic strategy to target c-Myc. *Cell* 146, 904–917.

How the deposited data were processed for this re-analysis (not part of the article)

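Testis RNA of 2 control mice and 3 mice given JQ1 at 50 mg/kg daily for 6 weeks was measured on 6 Illumina bead arrays, with control mouse 1 on 2 arrays. The sample labels give each array's treatment and mouse. The authors deposited, per array and probe, a raw signal intensity on a linear scale with its detection p-value, and a processed intensity. As the methods state, the authors subtracted background and normalized the processed intensity, averaged the technical pair and set negative values to 1 before their tests. The deposited processed values still hold negative values, and their distribution is nearly identical on all arrays (medians 10.8 to 10.9), with nearly the rank order of the raw signal on each array. The order in which the authors subtracted and normalized is not given in the sources used here.

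The values here start from the raw intensities. In R 4.3.3 with limma 3.58.1, background was corrected by normexp with the negative-control mean and SD inferred from the detection p-values and an offset of 16, and arrays were quantile normalized and put on the log2 scale. The 2 arrays of control mouse 1 were averaged into 1 sample. They differed with an SD of 0.27 across kept probes, against 0.32 between the 2 control mice. Probes with a detection p under 0.05 in at least 2 of the 5 mice were kept. Linear models with moderated variances and an intensity trend were fitted, p-values were adjusted by Benjamini-Hochberg over the kept probes, and a probe was called at an adjusted p under 0.05 with an absolute log2 fold change of at least 1. A gene was counted once, where at least 1 probe was called in a direction and none in the other. For values of single genes and lists, a gene is represented by its kept probe with the highest mean. No per-sample column was left unassigned. Where a gene was detected on no array of a group, a bound is given in place of a fold, or no value where the bound is under 1. The lists hold such genes with their fitted change; with them at their bounds the spermatogonia median changed most, by -0.14.

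Probe names come from the platform annotation: 34885 probes have 1 gene symbol, 18 have several and 10378 have none, and symbols were updated through gene IDs of the annotation of GRCm38.p6, which was used for names and chromosome membership only. Prm2 carries no named probe in this annotation and is not analysed here. Genes named in the text follow a rule set before the data were examined: the genes the paper names for its profiling, RT-PCR or staining, whose printed values had been seen; the 10 largest changes in each direction among called genes detected in every mouse of the higher group, without overlap between groups; up to 4 called members of each list, or its 2 brightest where fewer than 2 were called; and Hexim1, Mycn and Mycl. Gapdh was added when its test had been run, and the members so marked after their values were seen. Folds of probes detected in only some mice of a group rest in part on background.

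Gene lists were written before the data were examined, from general knowledge, for pachytene spermatocytes, round spermatids, elongating spermatids, MYC targets, spermatogonia, early meiosis, the piRNA pathway, Sertoli cells, Leydig cells, peritubular and stromal cells, macrophages, endothelium, erythroid cells, epididymis, DNA replication and apoptosis, and the genes of the X chromosome form 1 more. The gene sets of the study are not used here. Each list was tested with camera at a preset correlation of 0.01, adjusted over the 16 lists with at least 2 measured genes, with an estimated correlation, and with fry. At the preset correlation 11 lists passed, and with an estimated correlation 0 did. The latter test has little power with 5 mice. Even the Sertoli cell list, with 13 of 17 genes past 2-fold, gave an unadjusted camera p of 0.0593 there. Not passing it is therefore weak evidence against a list. The preset value of 0.01 in turn lies below the 0.27 estimated for the Sertoli cell list, so that its p-values can be too small. Fry as used here tests for a shift of a list in 1 direction, against no change. By fry the macrophage (adjusted p = 0.183), round spermatid (0.0527), elongating spermatid (0.128), early meiosis (0.318) and DNA replication (0.788) lists did not pass. The MYC target (0.017) and endothelial (0.035) lists did. For changes in either direction, fry gave these 5 lists unadjusted p-values of 0.0204, 0.00347, 0.0119, 0.0258 and 0.00128, in the same order. The 5 lists that did not pass can therefore still hold genes that changed. Preranked enrichment used fgsea 1.28.0 with 10000 permutations.

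The fit was tested on simulated data with the real probes' means and SDs. Of 100 probes changed by 2 on the log2 scale 97 were recovered, and of 100 changed by 1.5, 82, with 2 calls among 20354 unchanged probes. The simulated noise was independent between probes and few probes were changed, whereas 9186 kept probes passed the adjusted p in the real data. The simulation therefore does not give the error rate of the real calls. Alternatives covered the background correction, the normalization, the authors' processed values with the same test and with an unmoderated test, the filter on dim probes, the intensity trend, the fold minimum, the technical pair, the replicate number as a block, leaving out each mouse in turn, the list test and the probe per gene. The array's slide as a block was not run, since the files name no slide.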

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

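The comparison of the Sertoli cell and endothelial lists over all members, its repeats among dim members, among those detected in both groups and at bounds, the epididymis check, the saturation check and leaving undetected genes out of the RT-PCR comparison were chosen only after the result was seen. The median log2 fold change of the Sertoli cell list was 1.32 (13 of 17 genes past 2-fold), and the study does not report on somatic cell transcripts of these arrays. Sox9, the Sertoli cell transcription factor, was 3.24-fold higher, Shbg, which encodes the sex hormone-binding globulin, 2.96-fold, and Cldn11, a tight junction claudin, and the homeobox gene Rhox8 2.77-fold each. Other lists outside those the study discusses for these arrays were higher too: the Leydig cell list with a median of 1.01 (5 of 9 past 2-fold), the peritubular and stromal list with 0.76 (5 of 14), the macrophage list with 0.82 (4 of 14), the erythroid list with 1.62 (3 of 4), the apoptosis and p53 list with 0.54 (3 of 11) and the X chromosome with 0.46. These passed camera at its preset correlation and none with an estimated one (adjusted p at least 0.297). The macrophage list did not pass without control mouse 1 (median 0.54, adjusted p = 0.208), nor by fry (adjusted p = 0.183). With genes not detected in a group at their bounds, the apoptosis median was 0.46 and that of the X chromosome 0.42. With the arrays set to equal means of the Sertoli cell list, which shifts the median of all genes to -1.11, the Leydig, peritubular, macrophage, apoptosis and X chromosome medians were negative but above that shift.

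The somatic lists rose by different amounts: the endothelial list had a median of 0.21 and did not pass camera (adjusted p = 0.382). By fry, which tests for a shift in 1 direction against no change, it passed (adjusted p = 0.035). A lower share of germ cell RNA, with no other change, raises all somatic transcripts alike. The medians of the Sertoli cell and endothelial lists differed by 1.12 (permutation test exchanging genes, p = 0.00015) and by 1.16 with undetected genes at their bounds (p = 0.00075). This test treats genes as independent, while the Sertoli cell list had an estimated correlation of 0.27. The difference argues against a lower germ cell share as the whole account only under 2 conditions. The 9 endothelial genes must stand for their cell type, and probes of both lists must respond alike. Whether the probes do is not settled, since most endothelial probes are dim. Among 5 Sertoli cell and 7 endothelial genes with a mean log2 signal under 7 the medians differed by 1.00 (exact permutation test, p = 0.0126), and by 0.57 at bounds (p = 0.0455), but these lie near the floor, and the 3 and 5 of them detected in both groups are too few (p = 0.0536). Among brighter members the difference was 0.81, with only 2 endothelial genes, also too few. Attached epididymis is argued against by its list, of which 0% of 7 named genes was detected in every JQ1-treated mouse. The paper reports a reduced testis volume after this treatment, and in a smaller testis somatic cells that do not change make up a larger share. How much of the rise this gives was not tested. A change in transcription within Sertoli, Leydig or endothelial cells, and a change in their numbers, stay open and were not tested. The weighing was done on the same 5 mice in which the pattern was seen.

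Of 416 measured genes on the X chromosome, 205 were higher, 23 lower and 188 did not pass at an adjusted p under 0.05 (207 and 24 when adjusted over the list alone), and 94 were higher by at least 2-fold against 3 lower. The 3 were Ssxb2, Ssxb8 and 4932429P05Rik, named after their values were seen. Drp2, a dystrophin-related gene, was 4.55-fold higher, and Timp1, Slc6a8 and Vsig4 also lie there. The median, 0.46, lay above that of 100% of 10000 lists of autosomal genes matched on mean signal, which argues against signal level. Without the genes of the somatic lists and the 5% largest risers on both sides, it still lay 0.46 above the autosomal median. Resampling genes gave bootstrap percentiles of 0.39 and 0.54. The rise was therefore not confined to those genes. This comparison cannot weigh somatic markers as an explanation. Only 4 genes of the somatic lists lie on the X chromosome, and such a removal can hardly move a median over 416 genes. Somatic expression of X chromosome genes outside the lists was not tested. A loss of meiotic and postmeiotic cells, in which the X chromosome is known to be silenced, is a candidate explanation that the design holds only through the JQ1 treatment itself, and it was not tested.

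Gapdh, which the paper used as the internal control of its RT-PCR, was 2.25-fold higher with JQ1 per unit of RNA (log2 fold change 1.17, standard error 0.15, adjusted p = 1.09e-05 from limma, higher in 3 of 3 JQ1-treated mice than in both controls). The paper's RT-PCR levels lay below the array's for 9 of the 10 genes detected in both groups, with a median gap of 0.94 on the log2 scale, and 0.94 too with Stra8 and Hist1h1t, not detected in the control mice, counted. A test set before the value of Gapdh was seen asked whether it rose by at least 50% of this gap, and it did, so that a rise of the reference gene stays a candidate explanation. Taking it out lowered the median absolute gap from 1.04 to 0.29, but only 6 of the 10 genes moved closer, and Brdt, Ccna1, Plk1 and Plzf moved away. Saturation of bright probes stays a candidate explanation too: the gap grew with the signal over the 10 genes, which are not independent replicates (Spearman's rho 0.76, permutation test, p = 0.0149), though less clearly with the 2 undetected genes counted (0.46, p = 0.134).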

How the results depend on the processing

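All alternatives were set before the data were examined, and the files name no slide, so that a slide block was not run. The counts of 1061 genes higher and 441 lower with JQ1 stayed within 1.5 times of these under median scaling, cyclic loess, both filters on dim probes, no intensity trend, either array of control mouse 1 alone and each mouse left out (904 to 1303 higher, 316 to 589 lower); a group left with 1 mouse is then assumed to vary like the other. They moved to 1712 and 762 with plain background subtraction, 1672 and 773 with the authors' values, and 440 and 83 without background correction. With no minimum fold they were 3057 and 2865. An unmoderated test on the authors' values, over all 45281 probes without the filter, gave 1 and 0. Plain background subtraction and no background correction change the background step, with its offset or floor, and keep the filter and the test. The counts therefore depend on this step. Why the other counts moved was not tested, except that no minimum fold admits smaller changes by construction. Of the main calls, 1060 and 439 were also made with the authors' values. The share of calls that were higher was 70.6%, 84.1% without background correction, and 0.351% with arrays set to equal Sertoli cell list means (25 higher, 7088 lower). That scaling shifts the median of all genes to -1.11 by construction, and medians fall with it: spermatogonia -0.71, Leydig -0.22, peritubular -0.27, macrophage -0.25, apoptosis -0.50, X chromosome -0.59. All 6 lie above the shift, as do Eif4a1 (-0.31), Hspd1 (-0.074), Insl3 (-0.16), Cyp17a1 (-0.24), Mylk (-0.076), Acta2 (-0.19) and Gapdh (-0.0054).

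The pachytene and round spermatid lists passed under every alternative but the list test with an estimated correlation (adjusted p = 0.297 and 0.476) and, for round spermatids, fry (0.0527). The elongating spermatid list passed with median scaling (-0.42), the Sertoli scaling (-1.44) and preranked enrichment (score -1.61), and its median lay between -0.20 and -0.097 with a mouse left out, past the threshold without JQ1-treated mouse 1; with cyclic loess it was 0.077, not past the threshold. The MYC target list passed with the authors' values and an unmoderated test for genes (0.39), no filter (0.25), the mean of a gene's probes (0.39) and preranked enrichment (score 1.52), and its median lay between 0.31 and 0.47 with a mouse left out, past the threshold without control mouse 1 or JQ1-treated mouse 1. The cause was not tested. The erythroid list did not pass the preranked enrichment (score 1.38) and the apoptosis list not with the mean of a gene's probes (0.45). With the replicate number as a block, 922 genes were higher and 365 lower, and the spermatogonia list (0.37) no longer passed (adjusted p = 0.075). The deviations of same-numbered mice correlated at 0.16 for number 1 and 0.015 for number 2, and no source says that the numbers pair the mice. Among 81 named genes, 49 lost their call with the unmoderated test on the authors' values without the filter. Of the 81, 12 lost it without background correction, 6 with median scaling and 3 with the block. With the Sertoli scaling 19 lost it in the same direction and 21 gained it. A further 7 lost it with a change of direction, besides genes not called that turned. Probes near background, whose folds an offset or floor changes most, limit what the arrays show.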

Differences from the paper's values

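The paper gives 1,685 genes higher and 675 lower with JQ1, against 1061 and 441 here at the same thresholds. The test differs, limma in place of the Comparative Marker Selection the paper names. So does the background correction, and the paper names no filter on dim probes. Limma on the authors' values gave 1672 and 773, so that limma by itself does not give the smaller counts. Among the alternatives set before the data were examined, the higher count lies within 1.5 times of the paper's with plain background subtraction (1712), the authors' values with limma (1672), cyclic loess (1258), without control mouse 2 (1303) and without JQ1-treated mouse 1 (1240). The lower count does so with plain background subtraction (762), the authors' values with limma (773), median scaling (560), without control mouse 2 (589) and without JQ1-treated mouse 1 (583). The others do not.

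The paper's Table S5, which does not name its assay, gives for 6 weeks of daily JQ1 a change of -2.5-fold for Msy2 and -2.3-fold for Akap4, against -1.52 and -1.18 here at the brightest probe. For Msy2, median scaling (-1.89) and leaving out control mouse 2 (-1.70) bring the value within the limits, and for Akap4 the scaling to Sertoli cell list means (-3.03); the other alternatives do not. The dimmest kept probe of Msy2 was 2.38-fold lower and that of Akap4 2.15-fold lower, and both were called. For Ccna1, Plk1 and Aurkc the table's values and those here do not differ beyond these limits.

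By RT-PCR, a different assay relative to Gapdh, the paper gives a level of 2.0 relative to control for Plzf, against 0.96 on the array, where its probe lies near background. Hist1h1t and Stra8 were not detected in the control mice on the array, so that no fold is set beside the paper's. Read by eye in Fig. 5D, the paper's levels relative to control are about 0.30 for Msy2 (array 0.66), about 0.18 for Aurkc (array 0.33), about 0.32 for Papolb (array 0.73), about 0.36 for Akap4 (array 0.85), about 0.42 for Klf17 (array 0.85) and about 0.36 for Prm1 (array 0.97). Of the alternatives, only the scaling to Sertoli cell list means brings Msy2 (0.26), Aurkc (0.15), Papolb (0.29), Akap4 (0.33), Klf17 (0.41) and Prm1 (0.41) within the limits, and none does so for Plzf. On the array relative to Gapdh, a comparison chosen after seeing the data, the ratios are 0.29 for Msy2, 0.14 for Aurkc, 0.32 for Papolb, 0.38 for Akap4, 0.38 for Klf17, 0.43 for Prm1 and 0.43 for Plzf, and 0.29 for Brdt, 0.15 for Ccna1 and 0.084 for Plk1, which with Plzf lie farther from the paper's levels than without this step.

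The paper states that Ccna1, Msy2, Plk1, Aurkc and Akap4 were suppressed. All but Akap4 were lower here at an adjusted p under 0.05. For Akap4, the change at its brightest probe did not pass (adjusted p = 0.157), and of its other 3 kept probes the dimmer ones, with log2 fold changes of -0.43 (adjusted p = 0.0216) and -1.11 (adjusted p = 4.53e-05), did.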

Other observations

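Many transcripts of hormone-producing and wall cells of the testis were higher with JQ1, although their lists did not pass with an estimated correlation (adjusted p = 0.297). In the Leydig cell list, 6 of 9 measured genes were higher, 0 lower and 3 did not pass at an adjusted p under 0.05 from limma (7 higher when adjusted over the list alone). Hsd17b3, which makes testosterone, was 3.59-fold higher, Star, the cholesterol carrier, 2.23-fold (both detected in only 1 of the 2 control mice), Insl3, an insulin-like hormone, 2.20-fold (3.95-fold at its other probe) and Cyp17a1 2.13-fold. Cyp11a1, picked out after its value was seen, was 2.02-fold higher. Without control mouse 1 Cyp17a1 fell short of 2-fold (log2 fold change 0.86), as it did without JQ1-treated mouse 3 (0.81). The paper measured serum testosterone, LH and FSH and reports no significant change. It also describes Leydig cells of treated males as histologically normal, shown in mice treated at a younger age. Of 14 peritubular and stromal genes, 8 were higher, 1 lower and 5 did not pass, with the same counts when adjusted over the list alone. Pdgfra, a growth factor receptor, was 2.99-fold higher at its brightest probe and had a log2 fold change of -0.22 at a dim one (adjusted p = 0.402), and Dcn, a matrix proteoglycan, Mylk, the myosin light chain kinase, and Acta2, smooth muscle actin, were 2.62-, 2.32- and 2.23-fold higher, as was Col4a1 at 2.17-fold, picked out with the lower gene, Actg2 (-0.43), after their values were seen. Dimmer probes not called gave log2 fold changes of 0.89 and 0.88 for Mylk and of 0.68 and 0.74 for Acta2, and that of Dcn, not detected in the control mice, was at least 1.15-fold higher. Of 17 Sertoli cell genes, 15 were higher and 0 lower, also when adjusted over the list alone.

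Of 14 macrophage genes, 9 were higher, 1 lower and 4 did not pass, with the same counts when adjusted over the list alone. Lyz2, a lysozyme, was 2.64-fold, Cd14 2.58-fold (detected in 1 of the 2 control mice), Laptm5 2.40-fold and C1qc, a complement component, 2.12-fold higher. Without control mouse 1 the log2 fold changes of Lyz2, Laptm5 and C1qc were 0.78, 0.72 and 0.88, all short of 2-fold, as was C1qc without JQ1-treated mouse 2 (0.92), and without control mouse 2 that of Lyz2 was 2.03. The lower gene, H2-Ab1, was picked out after its value was seen (log2 fold change -0.65). The hemoglobin genes Hba-a1, Hbb-bs and Hbb-bt, the last 2 of which are near-identical and may share probes, were 3.35-, 3.09- and 3.07-fold higher, and these 3 of 4 erythroid genes passed (4 when adjusted over the list alone). The 2 control mice differed in this list, with medians of -0.43 and 0.43 around their mean. A dim probe of Hbb-bt, not detected in the control mice, was at least 1.07-fold higher and not called (adjusted p = 0.0584). Of 9 endothelial genes, 1 was higher and 8 did not pass (1 when adjusted over the list alone), with Esam, an adhesion molecule, at 1.83-fold (past 2-fold without control mouse 2, at a log2 fold change of 1.15) and Vwf at 1.13-fold (adjusted p = 0.372). Of 11 apoptosis and p53 genes, 6 were higher, 0 lower and 5 did not pass (7 higher when adjusted over the list alone). By TUNEL staining the paper did not find an increase in positive cells. Casp8 was 3.19-fold (detected in 1 of the 2 control mice) and Cdkn1a, a cell cycle inhibitor, 2.20-fold higher; Bcl2l11 was 2.08-fold higher at its brightest probe, 1.98-fold without control mouse 2, with a second probe at a log2 fold change of -0.27 (adjusted p = 0.247) and a further dim one, not detected in the control mice, that was not called. The dimmest probe of Cdkn1a was not called (0.71). Of 17 early meiosis genes, 1 was higher, 3 were lower and 13 did not pass (0 and 0 when adjusted over the list alone), with a median of -0.08 (adjusted p = 0.382). Stag3, a meiotic cohesin, was 1.26-fold lower, Sycp2 and Syce1 were the other lower genes and Tex11 the higher one, these 3 picked out after their values were seen, and Syce3, of the synaptonemal complex, had a log2 fold change of -0.08. Tdrd6, of the chromatoid body, was 1.76-fold lower and Piwil1 had a log2 fold change of -0.19 (adjusted p = 0.189). No gene of the epididymis list was kept.

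The array values of genes that the paper measured by RT-PCR or stained for were as follows. Brdt was 1.51-fold lower (adjusted p = 0.00179), Papolb 1.37-fold (adjusted p = 0.00405), Zpbp 1.52-fold (adjusted p = 0.00113) and Asz1 (GASZ) 1.32-fold lower (adjusted p = 0.0284). Klf17 (-0.23), Tnp2 (-0.02) and Zbtb16 (Plzf, -0.06) did not pass at their brightest probes, and neither did Stra8 and H1f6 (Hist1h1t), which were not detected in the control mice (adjusted p = 0.203 and 0.223). Plzf lies near background too; of 2 dimmer Klf17 probes, 1 passed without reaching 2-fold (-0.52). Ccnd1 was 1.63-fold higher (adjusted p = 0.00216), though not at its dimmest probe (0.09, adjusted p = 0.793). Of the BET family, Brd2 was 1.52-fold lower (adjusted p = 0.000994) and Brd3 had a log2 fold change of 0.20 (adjusted p = 0.25). Hexim1, which binds the elongation factor P-TEFb, was 1.97-fold higher (adjusted p = 0.000328 from limma). It was past 2-fold without control mouse 2 (log2 fold change 1.14) or without JQ1-treated mouse 1 (1.08). Of 18 alternatives 6 called it, these among them. With the arrays set to equal means of the Sertoli cell list, Ccnd1 (-0.34), Brd3 (-0.99) and Hexim1 (-0.041) turned negative, all above the shift of -1.11 in the median of all genes.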
